# Spatiotemporal Analysis of Mesenchymal Stem Cells Fate Determination by Inflammatory Niche Following Soft Tissue Injury at a Single‐Cell Level

**DOI:** 10.1002/advs.202310282

**Published:** 2024-09-23

**Authors:** Chen Kan, Zhenya Tan, Haitao Wang, Wei Wang, Jiazhao Yang, Ya Zhang, Xiaoling Lu, Qirong Cheng, Lanyi Chai, Chao Peng, Jicheng Zhu, Chenghang Zhu, Hailin Wang, Li Zhan, Keqiong Lin, Yakun Liu, Lingqiang Zhang, Haitao Fan, Hong Zheng

**Keywords:** heterotopic ossification, inflammatory microenvironment, mesenchymal stem cells, osteoimmunology

## Abstract

Heterotopic ossification (HO), often arising in response to traumatic challenges, results from the aberrant osteochondral differentiation of mesenchymal stem cells (MSCs). Nevertheless, the impact of trauma‐induced inflammatory exposure on MSC fate determination remains ambiguous. In this study, the cellular diversity within inflammatory lesions is elucidated, comprising MSCs and several innate and adaptive immune cells. It is observed that quiescent MSCs transition into cycling MSCs, subsequently giving rise to chondrogenic (cMSC) and/or osteogenic (oMSC) lineages within the inflammatory microenvironment following muscle or tendon injuries, as revealed through single‐cell RNA sequencing (scRNA‐seq), spatial transcriptome and lineage tracing analysis. Moreover, these investigations demonstrate that neutrophils and natural killer (NK) cells enhance transition of quiescent MSCs into cycling MSCs, which is also controlled by M1 macrophages, a subpopulation of macrophages can also stimulate cMSC and oMSC production from cycling MSCs. Additionally, M2 macrophages, CD4^+^ and CD8^+^ T lymphocytes are found to promote chondrogenesis. Further analysis demonstrates that immune cells promotes the activation of signaling transducers and activators of transcription (STAT) pathway and phosphoinositide 3 (PI3K)/protein kinase B (AKT) pathway in MSC proliferation and osteochondral progenitors’ production, respectively. These findings highlight the dynamics of MSC fate within the inflammatory lesion and unveil the molecular landscape of osteoimmunological interactions, which holds promise for advancing HO treatment.

## 1 Introduction

Heterotopic ossification (HO), whether triggered by trauma or hereditary factors, represents the abnormal formation of bone within soft tissues, including muscle and tendons.^[^ ^1^, ^2^, ^3^ ^]^ Traumatic HO (tHO) is a frequent and debilitating consequence of traumatic incidents such as tendon injuries, burns, spinal cord injuries, and traumatic brain injuries.^[^ ^4^, ^5^ ^]^ Consistently, an acute trauma can also exacerbate the development of fibrodysplasia ossificans progressiva (FOP), which is a genetic form of HO caused by activating mutations in Activin A receptor type 1 (*ACVR1*).^[^ ^6^ ^]^ Patients afflicted with HO often experience chronic pain, restricted joint mobility, diminished quality of life, and impose a significant clinical burden.^[^ ^4^ ^]^ Yet, our comprehension of the pathophysiological mechanisms underlying HO remains incomplete, and effective treatment options are presently lacking.

Trauma‐induced hyperactive inflammation is acknowledged as a central driver of abnormal tissue repair during HO formation.^[^ ^7^, ^8^, ^9^ ^]^ Immune cells are recruited to the site of injury, where they interact with tissue‐resident stem cells within the inflammatory microenvironment, initiating tissue repair.^[^ ^10^ ^]^ Macrophages, neutrophils, and lymphocytes have been implicated in HO formation.^[^ ^11^, ^12^, ^13^, ^14^, ^15^ ^]^ The diversity of these versatile immune cells warrants further investigation, and their impact on stem cell function in HO remains largely elusive.

Mesenchymal stem cells (MSCs), also known as multipotent stem cells or mesenchymal stromal cells, are characterized by their tri‐lineage differentiation potential, encompassing osteogenesis, chondrogenesis, and adipogenesis.^[^ ^16^ ^]^ Several mesenchymal lineage cells, including glioma‐associated oncogene homolog 1 (*Gli1*)^+^, tyrosine kinase receptor 2 (*Tie2*)^+^, mx dynamin like GTPase 1 (*Mx1*)^+^, homeobox protein A11 (*Hoxa11*)^+^ and cathepsin K (*Ctsk*)^+^ cells, undergo aberrant osteochondral differentiation and are recognized as the cellular origin of HO.^[^ ^17^, ^18^, ^19^ ^]^ MSCs exhibit considerable heterogeneity^[^ ^20^ ^]^ Lineage tracing analysis, employing a fluorescence reporter system in mice, can track the terminal differentiation of MSCs but does not provide insights into their spatiotemporal changes in gene expression and function. Consequently, the developmental trajectory of MSCs in HO formation remains largely obscure. Additionally, further investigation is warranted to delineate the underlying mechanisms, with a focus on identifying potential therapeutic targets.

In this study, we employed scRNA‐seq in tandem with lineage tracing assays to unravel the developmental trajectory of MSCs in neuron specific enolase (*Nse*)‐bone morphogenetic protein 4 (*Bmp4*) mice, which is an animal model of FOP. Subsequent analysis using spatial transcriptomics unveiled the presence of these MSCs within the inflammatory niche, alongside macrophages, neutrophils, NK cells, and T cells. Several ligands expressed by these immune cells have the potential to promote MSC proliferation by activating the STAT signaling pathway and MSC differentiation through the PI3K/AKT pathways. In sum, our results provide an in‐depth understanding of the development and diversity of MSCs and immune cells, shedding light on their interactions and associated signaling pathways. These insights offer a novel perspective on the interplay between osteoimmunology and HO treatment.

## 2 Results

### 2.1 Characterization of Cell Types in the Inflammatory Lesion of Injured Tibial Muscle of BMP4‐Dependent HO Model Mice

Inflammation can drive MSC differentiation into osteochondral lineage cells, resulting in formation of HO in soft tissues, such as skeletal muscle and tendon.^[^ ^21^, ^22^, ^23^, ^24^ ^]^ To investigate the progression of inflammation‐related changes in MSC fate determination, we established a murine model of injury‐induced HO, as previously reported, through cardiotoxin (CTX) injury of tibial muscle in *Nse‐Bmp4* mice,^[^ ^7^ ^]^ which showed no significant difference in the percentage of immune cells and MSCs comparing with uninjured WT mice and could spontaneously develop HO with age (Figures S1A‐C and S2A,B, Supporting Information). We then examined HO development and MSC differentiation at different time points post injury (*i.e*., 1‐, 3‐ and 7‐days post injury) (Figure S3A‐C, Supporting Information). 

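Single-cell RNA sequencing on the 10x platform seals each cell in a droplet and tags its transcripts with a cell barcode and a unique molecular identifier (UMI), so that UMIs count captured transcripts. The data analysed here were 4 libraries from *Nse-Bmp4* mice, 1 from uninjured tibial muscle (Uninjured) and 1 each from muscle at 1, 3 and 7 days post injury (dpi). In these mice the neuron specific enolase promoter (*Nse*, the promoter of *Eno2*) drives *Bmp4*. Each library pooled 3 muscles, so every time point was a single library without biological replicates, and a difference between time points was not separable from a difference between libraries. The authors processed the reads with Cell Ranger 5.0.0, which aligns with STAR, and deposited whole-number UMI counts per gene in every barcode called as a cell. These counts carried no normalization for sequencing depth per cell. Uninjured held 12031 cells with 112317902 UMIs, 1 dpi 11722 cells with 91146335 UMIs, 3 dpi 15160 cells with 116346301 UMIs and 7 dpi 23752 cells with 129007669 UMIs. The paper's methods name a down-sampling of reads during aggregation, and whether the deposited counts precede that step is not stated. The median UMIs per cell in the deposited counts were 8629, 5562, 4214 and 3083 in that order. The median number of genes detected per cell was 2765, 2025, 1724 and 1384.

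From these counts, cells more than 2 SD from the library mean of log10 UMIs or of log10 genes were removed, as were cells with over 10% mitochondrial UMIs. Doublets, which are droplets holding more than a single cell, were scored with Scrublet within each library, and the 7.5% of cells with the highest scores were removed. The automatic threshold of that tool would have marked 434, 319, 0 and 22 cells and was not used. Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes, 30 principal components and a graph of 15 neighbours went into Leiden clustering at resolution 1. The libraries were clustered together without batch adjustment. A cluster received a class name when the marker list of that class led all other lists, with at least 3 of its markers detected in 20% of the cells, unless its 10 genes of largest fold spoke against that class. A cluster with none of the markers of its class among these 10 genes, or with more markers of another class, stayed unnamed, but MSC lineage clusters needed only to have no more than 1 marker of any other class there. Expression within a class and library is given as CPM, the UMIs of a gene summed over the cells of the class, divided by all their UMIs and multiplied by 1000 times 1000. Intervals are 95% intervals, exact Poisson for sums of UMIs and exact Clopper-Pearson for shares of cells, with the ratio of a pair of sums taken from the conditional binomial. They cover counting error only and not the variation between mice. Those for sums of UMIs also leave out the crowding of UMIs into few cells. Cell cycle phases were assigned on cells thinned at random to 1000 UMIs. Gates on the UMIs of marker genes used cells that were not thinned, so their shares also depend on depth, which fell from Uninjured to 7 dpi. Genes are given with the Ensembl identifier of the deposited counts and with positions from GENCODE M21 (mouse GRCm38), to which 99.8% of the identifiers matched. The paper does not name the build of its own alignment.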

Next, injured and matched uninjured tibial muscles were harvested at 1‐, 3‐, and 7‐days post injury (dpi) for single cell RNA‐sequencing (scRNA‐seq) using the 10× genomics platform (**Figure** **1**A). This analysis generated a final dataset obtained of 50466 cells after quality control and batch integration (Figure S4A‐H, Supporting Information) and further confirmed that skeletal muscle‐derived BMP4 could regulate HO formation in *Nse*‐*Bmp4* mice (Figures S5 and S6, Supporting Information). 

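The 2 SD filters removed 834, 818, 783 and 1099 cells from Uninjured, 1, 3 and 7 dpi, and 204, 869, 1042 and 726 cells exceeded the mitochondrial limit. Doublet scores removed 902, 879, 1137 and 1781 cells, some of which had already failed another filter. This left 10307, 9641, 12605 and 20300 cells, 52853 in all. Among the alternatives tried, leaving doublets in moved the total most, to 57155 cells, and removing 0.8% of cells as doublets per 1000 cells of the library gave 49159 cells.

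*Bmp4* (ENSMUSG00000021835, chromosome 14, 46383520 to 46390669) had 9751 UMIs over all cells of the Uninjured library, 9345 of them in MSC lineage cells and 234 in the muscle clusters that express *Pax7* or *Myog*. In these muscle clusters its CPM was 138 (95% interval 121 to 157, 218 cells) in Uninjured and 289 (246 to 336, 110 cells) at 1 dpi. It then fell to 17.0 (14.0 to 20.4) at 3 dpi and was 82.4 (70.8 to 95.4) at 7 dpi. The mix of these clusters differed between the libraries. Cluster 19, with *Pax7*, held 184, 110, 186 and 179 cells and cluster 20, with *Myog*, 34, 0, 340 and 279 cells. A change of *Bmp4* within a cluster was therefore not separated from a change in this mix. MSC lineage cells had 121, 103, 62.8 and 19.9 CPM in the same order. The fall between Uninjured and 1 dpi in MSC lineage cells depended on the scaling, since the log2 ratio was -0.23 from summed UMIs and 0.03 (95% interval -0.13 to 0.18) from thinned cells. After thinning, 11.5% of Uninjured MSC lineage cells carried a *Bmp4* UMI (50.0% before thinning, median 9164 UMIs per cell), against 0.187% of NK and T cells (0.746% before thinning, median 3532 UMIs), which should lack it. The deposited counts list a single *Bmp4* gene, so they do not show which UMIs come from the transgene. *Eno2* (ENSMUSG00000004267, chromosome 6, 124760053 to 124769673) was close to the counting limit in the muscle clusters, with 0, 1, 1 and 3 UMIs across the 4 libraries, where 0 UMIs in Uninjured allow up to 1.78 CPM. Over all cells it had 2.89, 2.74, 2.18 and 3.92 CPM.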

We then defined 12 cell types by combining markers obtained from the Immgen database with previously published markers^[^ ^25^ ^]^ to improve resolution of subtypes: MSC lineage cells (clusters 1, 3 and 6, *Prrx1* ^+^/*Col1a1* ^+^/*Ptprc* ^−^), skeletal muscle cells (clusters 2 and 4, *Sgce* ^+^/*Col4a3* ^+^/*Myl9* ^+^/*Ptprc* ^−^), NK & T cells (cluster 5, *Klrb1c* ^+^ or *Cd3e* ^+^), monocytes/macrophages (cluster 7, *Cd68* ^+^), B cells (cluster 8, *Cd19* ^+^), Dendritic cells (DC) (cluster 9, *Itgax* ^+^), endothelial cells (clusters 10 and 15, *Cdh5* ^+^ or *Prox1* ^+^), neutrophils (cluster 11, *Ly6g* ^+^), oligodendrocytes (cluster 13, *Mbp* ^+^), smooth muscle cells (cluster 14, *Acta2* ^+^/*Pdgfra* ^−^), and stromal cells (cluster 16, *Kera* ^+^) (Figure 1B and Figure S7A,B, Supporting Information).

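Clustering gave 34 clusters, of which 31 received a class name from the marker lists. Cluster 23 (*Mpo*, *Elane*), cluster 25 (*Krt5*, *Krt14*) and cluster 32 stayed unnamed. Many MSC lineage clusters came mostly from a single library, as cluster 2 (*Tnn*, *Lrrc15*, *Postn*), of which 97.6% of cells were from 7 dpi. The chondrocyte-like cluster 3 held 4450 cells, all from 7 dpi, so its cell state and its library are the same split.

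*Col4a3* (ENSMUSG00000079465, chromosome 1, 82586921 to 82722059) encodes a basement membrane collagen chain. Its highest CPM, 57.1, was in cluster 1 (5993 cells), where 29.3% of cells carried a *Col4a3* UMI, 60.3% a *Sgce* UMI and 32.4% a *Myl9* UMI. Skeletal muscle fibre genes (*Acta1*, *Ckm*, *Ttn*, *Tnnt3* and others) summed to 25.9 CPM in this cluster and to 1906 CPM in the muscle clusters 19 and 20 taken together, a ratio of 0.0136 (95% interval 0.0128 to 0.0144). Apart, cluster 19, with *Pax7*, had 164 CPM of these genes and cluster 20, with *Myog*, 2732 CPM, so the ratio rests mainly on cluster 20. Markers of the MSC lineage (*Prrx1*, *Col1a1*, *Pdgfra*, *Dcn* and others) summed to 46335 CPM in cluster 1 and 4436 CPM in the muscle clusters. The largest ratio of fibre genes over the alternatives was 0.0189, with 4000 variable genes. The 753 cells that each carried a UMI of *Sgce*, *Col4a3* and *Myl9* and none of *Ptprc* gave 0.0138. By contrast, cluster 19 had 3061 CPM of myogenic genes (*Pax7*, *Myf5*, *Cdh15*), and *Col4a3* was detected in 0.152% of its cells.

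**Figure D1:**
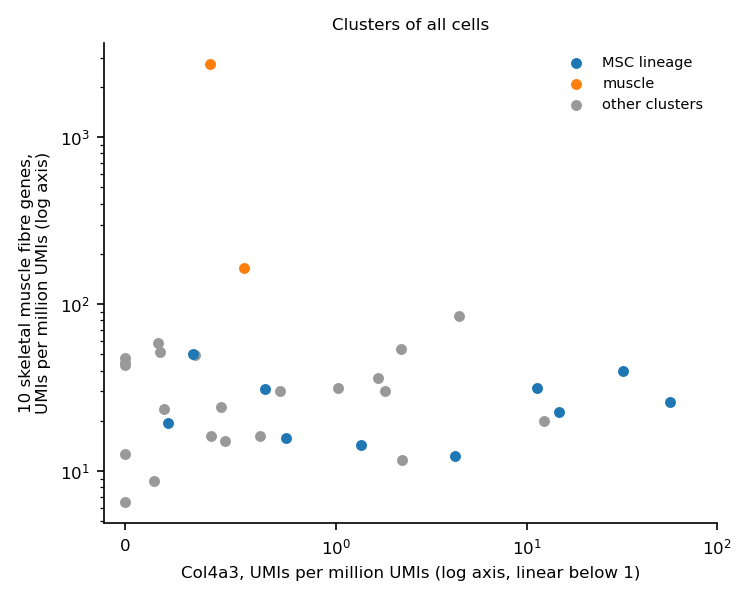
*Col4a3* (horizontal axis, CPM, log scale and linear below 1) against the summed skeletal muscle fibre genes (vertical axis, CPM, log scale). Each point is one of the 34 clusters, blue for MSC lineage, orange for muscle and grey for all others. Cluster 1, furthest right, is an MSC lineage cluster, and *Col4a3* was at 0.564 and 0.401 CPM in the muscle clusters 19 and 20.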

**Figure 1:**
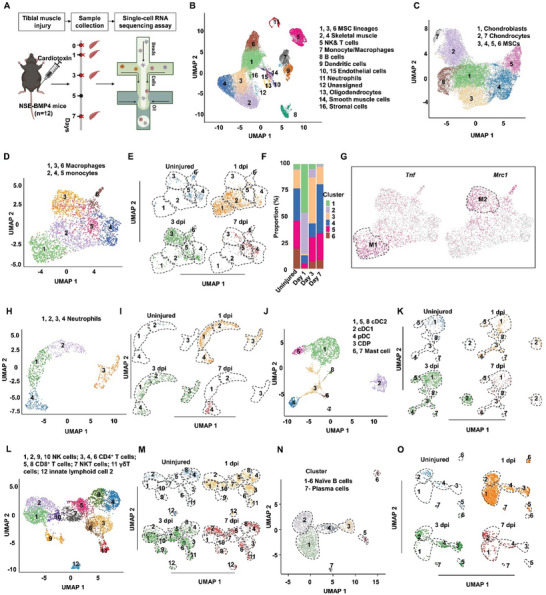
scRNA‐seq analysis of the cell types in the injured sites of tibial muscle from HO model mice. A) Schematic of the study design, highlighting the systematic process of target tissue collection at specified time intervals for scRNA‐seq analysis. B) UMAP visualization of 50 466 cells derived from injured tibial muscle of *Nse‐Bmp4* mice. C) UMAP visualization of MSC linage cells in injured tibial muscle of *Nse‐Bmp4* mice. D) UMAP visualization of macrophages and monocytes derived from injured tibial muscle of *Nse‐Bmp4* mice. E) UMAP visualization and F) percentage of macrophages and monocytes in uninjured and injured tibial muscle of *Nse‐Bmp4* mice at different time point. G) The feature plot images of classical molecules for M1 and M2 macrophages in uninjured and injured tibial muscle of *Nse‐Bmp4* mice covering 4 time points. H,I) UMAP visualization of neutrophils derived from tibial muscle of H) *Nse‐Bmp4* mice covering 4 time points and I) different time points with or without injury. UMAP visualization of DCs derived from tibial muscle of J) *Nse‐Bmp4* mice covering 4 time points and K) different time points post injury. L,M) UMAP visualization of NK & T cells derived from tibial muscle of L) *Nse‐Bmp4* mice covering 4 time points and M) different time points post injury. UMAP visualization of B cells derived from N) tibial muscle of *Nse‐Bmp4* mice covering 4 time points and O) different time points post injury.

We next examined the diversity of MSC lineage cells and immune cells during HO development. UMAP was used to identify 7 subtype clusters within the mesenchymal lineage cluster based on signature gene expression (Figure 1C and Figure S8A, Supporting Information). 

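The 33872 MSC lineage and chondrocyte-like cells were clustered again on their own, which gave 22 subclusters at resolution 1. Of these, 10 drew over 90% of their cells from a single library, and 7 (4444 cells) did not match the marker rule. At resolution 0.5 there were 14 subclusters, 4 of them over 90% from a single library. Since the subclusters followed the libraries this closely, MSC lineage cells are compared by library rather than by subcluster.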

More specifically, this analysis identified MSCs among MSC lineage cells in clusters 3, 4, 5 and 6 based on their differential expression of *Pdgfra, Prrx1, Ly6a*, *Ly6e*, *Cxcl12* and *Adam12* (Figure 1C and Figure S8B, Supporting Information). Additionally, MSC lineage cells in cluster 1 also expressed *Tnc*, suggesting that these were chondroblasts, while those in clusters 2 and 7 showed higher expression of *Col2a1* and *Col10a1*, indicating they were mature chondrocytes (Figure 1C and Figure S8B, Supporting Information).

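Across the 8240 MSC lineage cells of Uninjured muscle, *Ly6a* (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) was the most abundant of the 6 genes, at 2066 CPM (95% interval 2056 to 2076). *Pdgfra* (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) had 345 CPM, *Ly6e* 222 CPM, *Prrx1* 173 CPM and *Cxcl12* 115 CPM. *Adam12* was the least abundant, at 5.74 CPM (5.22 to 6.30). All 6 genes are on marker lists that could name the class. The list of these 6 genes named cluster 5 (809 cells at 1 dpi, 116 in Uninjured) and cluster 17 (446 and 19 cells). Their levels are therefore not independent of the naming. Among MSC lineage cells at 7 dpi, *Ly6a* was at 753 CPM and *Pdgfra* at 111 CPM, while *Adam12* was at 99.6 CPM.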

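*Tnc* (ENSMUSG00000028364, chromosome 4, 63959785 to 64047015) rose over all mesenchymal cells (MSC lineage and chondrocyte-like cells together) from 6.78 CPM (95% interval 6.22 to 7.39) in Uninjured to 23.1, 215 and 526 CPM at 1, 3 and 7 dpi. *Col2a1* (ENSMUSG00000022483, chromosome 15, 97975602 to 98004695) had 7, 2 and 8 UMIs in the mesenchymal cells of the first 3 libraries and 288103 at 7 dpi, which is 3568 CPM (3555 to 3581). *Col10a1* (ENSMUSG00000039462, chromosome 10, 34389981 to 34397085) had 0, 1 and 0 UMIs before 7 dpi and 15409 at 7 dpi. Its 0 UMIs in Uninjured make the ratio of 7 dpi to Uninjured at least 4924-fold. These sums were taken over every mesenchymal cell, since *Col2a1* and *Col10a1* are also markers of the chondrocyte-like cluster. *Tnc* is on the list that named clusters 2, 8, 9 and 18, so its rise is not independent of the naming. B cells at 7 dpi held 174 CPM of *Col2a1*, which marks how far cartilage transcripts reached other droplets of that library.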

Additionally, we characterized the innate immune cells in inflammatory lesions via Immgen database and expression of recognized markers, including 6 clusters of monocytes/macrophages (Figure 1D and Figure S9A, Supporting Information). 

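The class of monocytes and macrophages held 218, 1678, 843 and 361 cells in Uninjured, 1, 3 and 7 dpi, with medians of 6763, 7428, 4478 and 3613 UMIs. Clustered again, these 3100 cells gave 13 subclusters at resolution 1 and 8 at resolution 0.5. Under the marker rule 11 of the 13 (2542 cells) matched neither the macrophage nor the monocyte list clearly.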

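Subcluster 2, with 364 cells and *Retnla*, *Fcrls* and *Apoe* among its leading genes, matched the macrophage list and drew 28, 10, 306 and 20 cells from Uninjured, 1, 3 and 7 dpi. Subcluster 9, with 194 cells and *Ace* and *Treml4* among its leading genes, matched the monocyte list and drew 68, 9, 11 and 106 cells. Cells of the remaining subclusters were counted in the class without a subtype.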

Clusters 1, 3 and 6 were macrophages, while clusters 2, 4, and 5 were monocytes (Figure 1D and Table S1, Supporting Information). Notably, cluster 1 macrophages were detected at the injury site immediately following injury (most prevalent in 1dpi samples) and most likely promoted inflammatory response through higher expression of *Tnf*, *Fcgr1*, *Tlr4* and *Il1a* compared to other‐cluster macrophages, suggesting M1 subtype^[^ ^7^, ^26^ ^]^ (Figure 1E–G and Figure S9B–E, Supporting Information). 

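The comparison by time point was made over all monocytes and macrophages, because most subclusters were not named. *Tnf* (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) rose from 136 CPM (95% interval 118 to 156) in Uninjured to 609.7 CPM (596 to 623) at 1 dpi, a ratio of 4.48 (95% interval 3.90 to 5.18), and was at 200.4 CPM at 3 dpi. The ratio of 1 dpi to Uninjured was 3.74 (95% interval 3.27 to 4.29) for *Fcgr1* (ENSMUSG00000015947, chromosome 3, 96282909 to 96293969), itself a marker of the class, and 4.00 (95% interval 2.31 to 7.57) for *Tlr4* (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284). With ComBat adjustment by library the log2 ratio of *Tlr4*, 2.00, was -0.40, with a 95% interval too wide to give a direction (-2.89 to 4.91). *Il1a* (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) had 118 UMIs at 1 dpi and 0 in Uninjured, at least 4.64-fold higher. Summed, the 4 genes had 292, 1204, 569 and 272 CPM in Uninjured, 1, 3 and 7 dpi, and the ratio of 1 dpi to Uninjured was 4.12 (95% interval 3.75 to 4.54). The alternative on the log2 scale that moved this sum most was ComBat, under which its log2 ratio of 2.04 became 4.72.

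The M2 genes *Mrc1*, *Cd163*, *Retnla*, *Tgfb1* and *Csf1r* summed to 1811, 718, 1266 and 1063 CPM, and fell between Uninjured and 1 dpi by a factor of 2.52 (95% interval 2.41 to 2.63). Under ComBat the log2 ratio of this sum was -0.42, with an interval that includes 0 (95% interval -1.03 to 0.27). The genes went both ways. *Mrc1* was 1.37 (95% interval 1.19 to 1.59) times its Uninjured level, and under ComBat its log2 ratio was -0.78 (95% interval -1.82 to 0.54), which gives no direction. *Retnla* was 986-fold lower at 1 dpi (563 to 1914) and *Cd163* 4.08-fold lower (2.43 to 6.69), whereas *Csf1r* was 1.30-fold lower (1.19 to 1.41) but 0.46 higher on the log2 scale among cells picked by a *Cd68* UMI alone. Under the rule for naming genes, the 5 largest increases in the class at 1 dpi were *Ccl12* 35.1-fold, *Il10* 19.8-fold, *Cfb* 17.7-fold, *Gm14636* 16.5-fold and *Ifit3* 16.3-fold. The largest decreases after *Retnla* were *Mgl2* 30.4-fold, *Fcrls* 13.5-fold, *Hpgd* 13.4-fold and *Hes1* 11.5-fold.

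**Figure D2:**
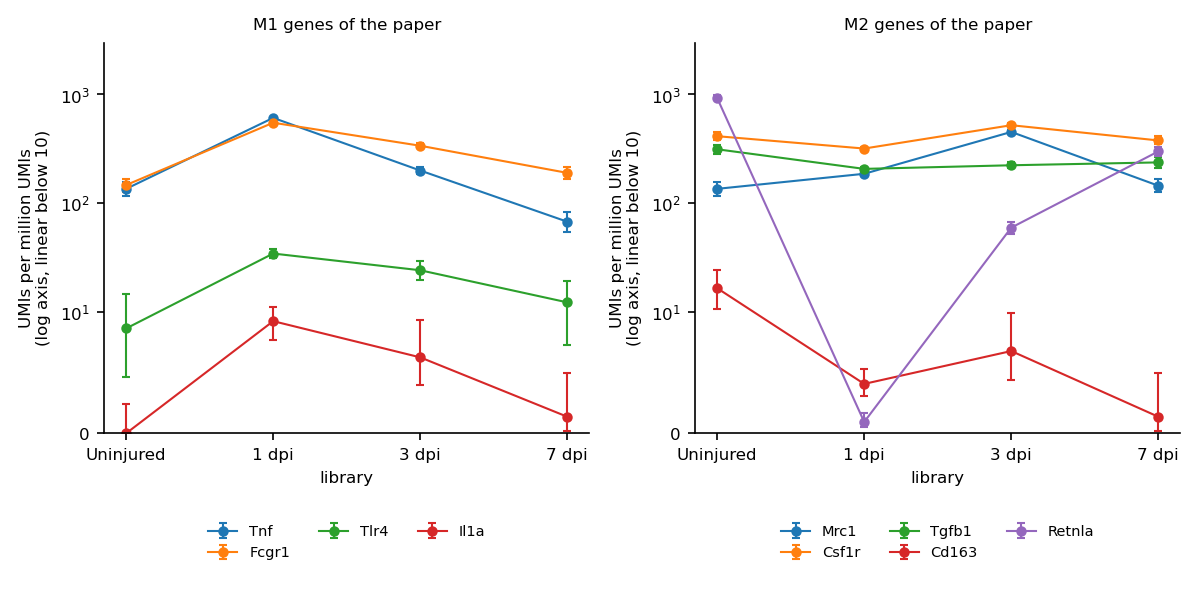
Expression in monocytes and macrophages (vertical axis, CPM, log scale and linear below 10) by library (horizontal axis), for *Tnf*, *Fcgr1*, *Tlr4* and *Il1a* on the left and *Mrc1*, *Csf1r*, *Tgfb1*, *Cd163* and *Retnla* on the right. Points are sums over cells and bars 95% Poisson intervals. *Il1a* went from 0 to 9.27 CPM at 1 dpi and *Retnla* from 930.0 to 0.943 CPM.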

Conversely, cluster 3 appeared to be recruited later (highest abundance at 3 dpi) and tissue‐resident cluster 6 (prevalent in uninjured tissue) were both enriched for *Mrc1*, *Csf1r*, *Tgfb1*, *Cd163* and *Retnla* expression, implying an anti‐inflammatory role characteristic of M2 macrophages (Figure 1G and Figure S9F–I, Supporting Information).^[^ ^7^ ^]^ We also identify 4 clusters of neutrophils (Figure 1H,I and Figure S10A, Supporting Information), and characterized 4 DC subtypes: cDC1 (clusters 2, *Itgax* ^+^/*Xcr1* ^+^), cDC2 (clusters 1, 5 and 8, *Itgax* ^+^/*Cd209a* ^+^), pDC (clusters 4, *Itgax* ^+^/*Cd4* ^+^) and common DC progenitors (CDP, cluster 3, *Itgax* ^−^/*H2‐Aa* ^+^/*Flt3* ^+^/*Csf1r* ^+^/*Adgrg3* ^+^/*Sox4* ^+^) (Figure 1J,K and Figure S10B,C, Supporting Information).^[^ ^27^ ^]^ Clusters 6 and 7 expressed *Ms4a2* and were therefore considered mast cells (Figure S10C, Supporting Information).^[^ ^28^ ^]^

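NK and T cells numbered 536, 1179, 1996 and 1295 in Uninjured, 1, 3 and 7 dpi and formed 14 subclusters, of which 5 with 1650 of the 5006 cells matched no subtype list clearly. Unnamed subclusters 6 and 8 came mostly from 7 dpi and carried collagen genes such as *Col1a1* and *Col2a1*. NK cells made up 22.2, 35.1, 38.8 and 40.8% of the class (119, 414, 775 and 528 cells). Their share rose by 12.9 (95% interval 8.27 to 17.4) percentage points between Uninjured and 1 dpi, and the alternative that moved it most, a gate on a UMI of *Klrb1c* or *Ncr1* and none of *Cd3e*, gave 14.0 points. CD4 T cells were 5.04, 18.2, 18.8 and 3.71% of the class (27, 214, 375 and 48 cells) and CD8 T cells 2.61, 9.67, 14.0 and 0.695% (14, 114, 279 and 9 cells). These time courses depended on the method. Gates on *Cd3e* with *Cd4* and without *Cd8a* gave 4.48, 10.9, 3.91 and 3.94%, and with *Cd8a* and without *Cd4* 10.6, 12.9, 7.36 and 4.79%. Subcluster 4, led by *Ccr7*, *Dapl1* and *Lef1*, held 284, 194, 109 and 13 cells and was among those without a name. Gamma-delta T cells, found by *Trdc* and *Il17a*, numbered 10, 30, 98 and 46, and group 2 innate lymphoid cells, found by *Il1rl1* and *Arg1*, 50, 31, 33 and 36. No subcluster matched NKT cells, while a gate of *Klrb1c* together with *Cd3e* held 9, 43, 31 and 22 cells.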

Exploration of diversity among adaptive immunity cell populations showed that clusters 1, 2, 9 and 10 were likely NK cells (*Klrb1c* ^+^/*Ncr1* ^+^), clusters 3, 4 and 6 were CD4^+^ T cells (*Cd3e* ^+^/*Cd4* ^+^), clusters 5 and 8 were CD8^+^ T cells (*Cd3e* ^+^/*Cd8a* ^+^), cluster 7 comprised NKT cells (*Klrb1c* ^+^/*Cd3e* ^+^), cluster 11 was γδT cells (*Cd3e* ^+^/*Klrb1c* ^−^/*Cd4* ^−^/*Cd8a* ^−^), and cluster 12 included innate lymphoid cells 2 (*Gata3* ^+^/*Klrb1c* ^−^/*Cd3e* ^−^) (Figure 1L,M and Figure S11A,B, Supporting Information). More specifically, cluster 3 CD4^+^ T cells expressed *Foxp3* at high levels, identifying them as Tregs (Figure 1L and Figure S11C, Supporting Information). 

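*Foxp3* (ENSMUSG00000039521, chromosome X, 7573644 to 7595245) led subcluster 12 of the NK and T cells, which matched the Treg list together with *Ctla4*, *Tnfrsf4* and *Izumo1r* and held 2, 51, 27 and 26 cells in Uninjured, 1, 3 and 7 dpi. Among the 281 cells with UMIs of *Cd3e* and *Cd4* and none of *Cd8a*, 24 (8.54%, 95% interval 5.55 to 12.4) carried a *Foxp3* UMI. Among the 1576 NK cells of the *Klrb1c* or *Ncr1* gate, which should lack it, 1 did (0.0635%). Median depths were close, at 3200 and 3176 UMIs per cell.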

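*Tbx21* (ENSMUSG00000001444, chromosome 11, 97098071 to 97115331) was carried by 17.1% of the cells with *Cd3e* and *Cd4* UMIs and no *Cd8a* UMI (95% interval 12.9 to 22.0), and by 8.19% once each cell was thinned, with 0 cells left out. NK cells, which express the gene, had 40.4% before thinning and 14.5% after it, with 54 of 1576 cells left out. MSC lineage cells, which should lack it, had 0.398% (0.117% after thinning), with a median of 6723 UMIs per cell against 3200 in the CD4 cells and 3176 in the NK cells.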

Cluster 6 CD4^+^ T cells expressed *Tbx21*, indicating these were the Th1 population, and cluster 4 were considered naïve CD4^+^ T cells (Figure 1L and Figure S11C, Supporting Information). 

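*Ccr7* (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077) was detected in 30.9% of the 418 cells with UMIs of *Cd3e* and *Cd8a* and none of *Cd4* (95% interval 26.5 to 35.5; median depth 3774 UMIs) and in 1.78% of NK cells (1.18 to 2.56), which should lack it and had a median of 3176 UMIs. Thinning gave 12.7% and 0.591%, with 1 and 54 cells left out. *Tbx21* UMIs were in 22.7% of the CD8 cells (18.8 to 27.1), or 6.71% after thinning.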

Cluster 8, which was positive for *Ccr7*, were potentially naïve CD8^+^ T cells, whereas cluster 5 was considered cytotoxic effector T cells based on their *Tbx21* expression (Figure 1L and Figure S11C, Supporting Information). In addition, we characterized 2 subtypes of B cells: naïve B cells (clusters 1‐6, *Cd19* ^+^ /*Ighd* ^+^/Cd27^−^) and plasma cells (clusters 7, *Tnfrs17* ^+^)^[^ ^29^ ^]^ (Figure 1N,O and Figure S12, Supporting Information).

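B cells numbered 214, 1380, 424 and 209 in Uninjured, 1, 3 and 7 dpi. Their 11 subclusters included 6 that matched no list clearly. Naive B cells made up 82.2, 80.0, 33.7 and 5.74% of them (176, 1104, 143 and 12 cells). The change from Uninjured to 1 dpi, -2.24 (95% interval -7.59 to 3.91) percentage points, depended on the clustering, since at Leiden resolution 0.5 the shares were 9.81, 84.1, 53.1 and 6.22%, and the direction stays open. *Cd27* had 10.9, 9.98, 2.79 and 0 CPM in B cells, and its 0 UMIs at 7 dpi allow up to 8.43 CPM. *Tnfrsf17*, which marks plasma cells, had a UMI in 4, 11, 14 and 5 B cells. Subcluster 10, with 50 cells and *Igha* and *Jchain* among its leading genes, resembled plasma cells but did not pass the marker rule.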

Moreover, we performed an integrated scRNA‐seq analysis combining WT and *Nse*‐*Bmp4* mice of C57BL/6 background, including both uninjured and injured groups. GO analysis revealed that there were a remarkable difference of immune cells and MSC lineage cells between HO model mice and normal mice. Specifically, immune cells exhibit a hyperinflammatory and hyperproliferative phenotype and MSC lineage cells occupied osteochondral capacity in HO model mice after tibial muscle injury (Figure S13, Supporting Information). 

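Immune cells of all classes together (B, NK and T, monocyte and macrophage, dendritic, neutrophil and mast cells) were 12.3% of the cells kept in Uninjured (95% interval 11.7 to 12.9), 53.2% at 1 dpi (52.2 to 54.2), 38.0% at 3 dpi (37.2 to 38.9) and 11.8% at 7 dpi (11.4 to 12.3). The difference from Uninjured was 40.9 (95% interval 39.7 to 42.1) percentage points at 1 dpi. At 7 dpi it was -0.460 points, with an interval that includes 0 (95% interval -1.25 to 0.314). Bone marrow carried over with the muscle is a candidate source of part of the immune cells at 1 dpi. Genes of B cell progenitors were there at 20.7 times (95% interval 17.5 to 24.6) their Uninjured CPM over all cells. The direction at 7 dpi depended on the method. With 4000 variable genes the difference was -1.94 (95% interval -2.71 to -1.18) points, and with gates 4.48 (95% interval 3.68 to 5.27) points. The gate takes any cell with a *Ptprc* UMI, so it also counted cells of mesenchymal clusters. At 7 dpi these were 9.71% of the 5724 cells of cluster 2, 9.78% of 4450 in cluster 3 and 10.3% of 2098 in cluster 8. The sign of the gate value is therefore weak evidence of more immune cells. ComBat adjustment by library moved the 1 dpi difference most, to 47.0 points. Mesenchymal cells (MSC lineage and chondrocyte-like) were 79.9% (79.2 to 80.7) in Uninjured, 39.6% (38.6 to 40.6) at 1 dpi, 51.0% (50.1 to 51.8) at 3 dpi and 75.8% (75.2 to 76.4) at 7 dpi. Their difference from Uninjured was -40.4 (95% interval -41.6 to -39.1) points at 1 dpi and -4.13 (95% interval -5.10 to -3.15) points at 7 dpi. Of the alternatives other than the choice of clusters given next, only Leiden resolution 0.5 changed the sign of a mesenchymal difference, at 7 dpi, to 0.739 points (95% interval -0.194 to 1.68). The direction depended on which clusters count as mesenchymal. Leaving out clusters 1, 4, 10 and 11, which had at least 10 CPM of *Col4a3*, gave 2.17, 13.7, 27.3 and 72.6% in Uninjured, 1, 3 and 7 dpi. Leaving out clusters 1 and 10, with at least 20 CPM, gave 39.2, 22.2, 37.6 and 73.9%. Both limits were chosen after the data were seen. The limit of 10 CPM keeps only 224 of the 8240 mesenchymal cells of Uninjured, so its rise follows largely from the choice. Without clusters and without thinning, cells with UMIs of *Prrx1* and *Col1a1* and none of *Ptprc* were 51.5, 23.9, 32.4 and 43.3% of the cells, and cells with a *Ptprc* UMI 11.2, 52.1, 36.6 and 15.7%. Because shares sum to 100%, a rise in immune cells lowers the mesenchymal share even where the number of mesenchymal cells per muscle stays the same, and numbers per muscle were not measured in these libraries. From percentages of both that it describes as increased after injury, the paper proposes a possible relation between immune and mesenchymal cells.

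**Figure D3:**
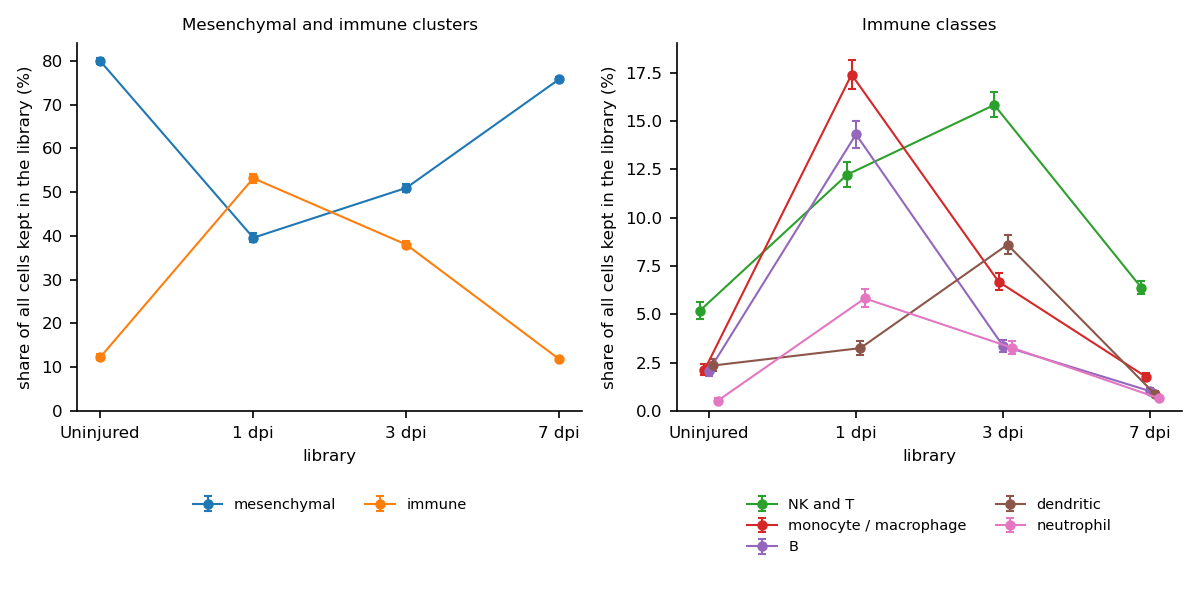
Share of all cells kept in a library (vertical axis, %) by library (horizontal axis), for mesenchymal and immune cells on the left and for 5 immune classes on the right. Points are shares with 95% Clopper-Pearson bars, and lines join the libraries. Mesenchymal cells include every cluster named MSC lineage or chondrocyte. At 1 dpi the immune share exceeds the mesenchymal share, and carried-over bone marrow may be part of it.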

Overall, this analysis revealed that the percentage of MSCs lineage cells (i.e., cellular progenitors of HO) were increased after injury, as were the proportions of immune cells in injured tibial samples compared to matched uninjured samples (Figure S14A,B, Supporting Information), suggesting a possible relationship between immune and mesenchymal cell populations following muscle injury in BMP4‐dependent HO mice.

### 2.2 Quiescent MSCs Transition into Cycling MSCs before Differentiating into Osteochondral‐Specific Lineages After Injury

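Between Uninjured and 1 dpi, *Ly6e* (ENSMUSG00000022587, chromosome 15, 74955051 to 74959905) rose most of the 6 MSC genes of Fig. S8B in MSC lineage cells, to 5.27 times its Uninjured CPM (95% interval 5.18 to 5.37). The ratio was 3.72 (3.30 to 4.19) for *Adam12*, 2.49 (2.42 to 2.56) for *Cxcl12* and 1.82 (1.80 to 1.83) for *Ly6a*. *Pdgfra* and *Prrx1* had 1.44 (1.41 to 1.46) and 1.43 (1.39 to 1.47). Summed, the 6 genes went from 2926 CPM to 5974 CPM. These genes also form the list that named clusters 5 and 17 of the class, so their rise is not independent of the naming. *Ly6e* and *Ly6a* are themselves responsive to interferon, and interferon-stimulated genes were also higher at 1 dpi. Under the rule for naming genes, the largest increases in MSC lineage cells at 1 dpi were *Cxcl5* 191-fold, *Saa3* 156-fold, *Camp* 110.4-fold, *Ngp* 76.0-fold and *Ifi44* 71.1-fold, of which *Camp* and *Ngp* are neutrophil granule genes. The largest decreases were *Hbb-bs* 40.9-fold, *Nr1d1* 26.6-fold, *Hba-a1* 24.0-fold, *Dbp* 22.7-fold and *Hbb-bt* 22.6-fold, namely haemoglobin genes and circadian genes.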

We subsequently analyzed changes in the MSC populations over a 7 d post‐injury observation period and found that MSCs in cluster 5 were principally present in uninjured tibial muscle, whereas MSCs in cluster 4, rather than cluster 5, were the predominant MSC population 1 dpi in the HO lesion (**Figure** **2**A). Since quiescent adult stem cells act as a reservoir for normal tissue turnover and can be activated to enter the cell cycle in response to acute injury or other stimuli,^[^ ^30^ ^]^ we therefore hypothesized that cluster 5 included quiescent MSCs that could give rise to cluster 4 (i.e., MSCs that entered the cell cycle at 1 dpi). Pseudotime trajectory analysis with Monocle 2 indeed supported that cluster 5 likely gave rise to cluster 4 (Figure 2B). Further transcriptomic analysis along the MSC developmental trajectory identified 5306 differentially expressed genes (DEGs) at 1 dpi, which could be categorized into four distinct transcriptional programs (M1–M4) (Figure 2C and Table S1, Supporting Information). 

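In MSC lineage cells, 19 DNA replication genes (*Mcm2* to *Mcm7*, *Pcna* and others) summed to 163, 519, 460.1 and 396 CPM in Uninjured, 1, 3 and 7 dpi. The ratio of 1 dpi to Uninjured was 3.19 (95% interval 3.11 to 3.26), and all 19 genes were higher at 1 dpi, also from thinned cells. *Pcna* (ENSMUSG00000027342, chromosome 2, 132249162 to 132253314) gave 27.1% of these UMIs. The log2 ratio of the list, 1.67, moved most, among alternatives on that scale, with the 2 SD filter on linear counts, to 1.27. Genes of mitosis and its approach (*Mki67*, *Top2a*, *Cdk1*, *Ccnb1* and 6 more) summed to 112, 84.6, 553 and 525 CPM, so that 1 dpi was 0.752 (95% interval 0.721 to 0.784) times Uninjured and 3 dpi 6.53 (95% interval 6.29 to 6.79) times 1 dpi. At 1 dpi 3 of these 10 genes were higher and 7 lower (4 and 6 from thinned cells). From thinned cells the log2 ratio of 1 dpi to Uninjured was -0.19 (95% interval -0.44 to 0.0461), so no fall was detectable at equal depth. The mean of log-normalized values gave a difference of the opposite sign, 0.00749. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was 0.973 (0.869 to 1.09) times its Uninjured CPM at 1 dpi, and *Cdk1* 1.07 (0.933 to 1.22). *Ccnb1* (ENSMUSG00000041431, chromosome 13, 100778650 to 100786570) was 2.71-fold lower (2.06 to 3.61) and *Top2a* 1.78-fold higher (1.62 to 1.96). From the enrichment of DNA replication and cell cycle terms, the paper proposes that the MSCs predominant at 1 dpi are in a proliferative state.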

Functional enrichment analysis showed that genes associated with “PI3K‐AKT signaling,” “DNA replication,” and “cell cycle” were upregulated in cluster 4 MSCs, suggesting a proliferative state compared to cluster 5 MSCs (Figure 2C).

**Figure 2:**
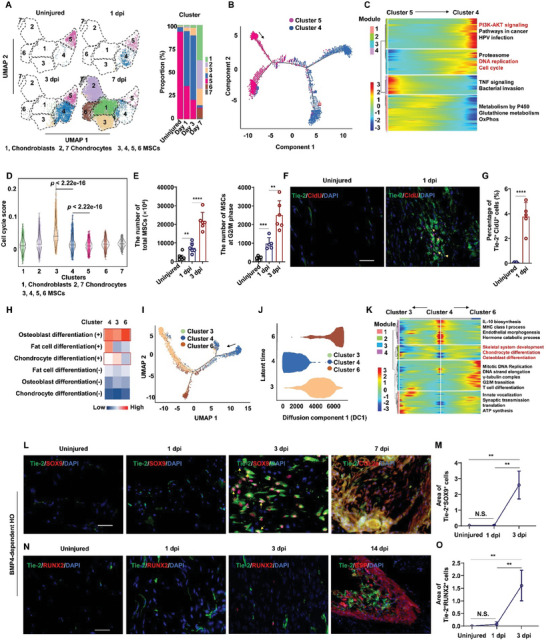
Quiescent MSC enters the cycling stage and differentiates into two lineage cells with osteogenic and chondrogenic capacity after tibial muscle injury. A) UMAP visualization and percentage of MSC linage cells in uninjured and injured tibial muscle of *Nse‐Bmp4* mice at different time points. B) Pseudotemporal trajectories of the quiescent MSCs (cluster 5 mesenchymal lineage cells) and cycling MSCs (cluster 4 mesenchymal lineage cells) in injured tibial muscle of *Nse‐Bmp4* mice using Monocle 2 analysis. C) Heatmap showing relative expressions of four modules genes in quiescent and cycling MSCs along inferred trajectories. D) AddModuleScore analysis of the cell cycle of each type of mesenchymal lineage cells. E) Statistical analysis of the number of total MSCs and MSCs at G2/M phase in uninjured and injured tibial muscle at indicated time points post injury. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. F,G) Representative immunofluorescence staining images of F) CldU and G) statistical analysis of Tie2^+^/CldU^+^ cells in uninjured and injured tibial muscle at 1 dpi from *Tie2‐Cre*; *Rosa^mTmG^*; *Nse‐Bmp4* mice. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 200 µm. H) GSVA analysis of the capacity of trilineage differentiation of cycling MSCs (cluster 4), cMSC (cluster 3) and oMSC (cluster 6). I) Pseudotemporal trajectories of the cycling MSCs (cluster 4), cMSCs (cluster 3) and oMSCs (cluster 6) in injured tibial muscle of *Nse‐Bmp4* mice using Monocle 2 analysis. J) Pseudotime trajectory analysis of cycling MSC, cMSC and oMSC using diffusion map. K) Heatmap showing relative expressions of four modules genes in cycling MSCs, cMSCs and oMSCs along inferred trajectories. L,M) Representative immunofluorescence staining images of L) Tie2 and SOX9 and statistical analysis of M) Tie2^+^/SOX9^+^ cells in uninjured and injured tibial muscle from *Nse‐Bmp4* mice. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01, N. S. indicated no significance. Scale bar, 200 µm. N,O) Representative immunofluorescence staining images of N) Tie2 and RUNX2 and O) statistical analysis of Tie2^+^/RUNX2^+^ cells in uninjured and injured tibial muscle from *Nse‐Bmp4* mice. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01, N. S. indicated no significance. Scale bar, 200 µm.

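Cell cycle phase was assigned from 43 S phase and 54 G2/M genes with the scanpy function score_genes_cell_cycle, on MSC lineage cells thinned to equal depth. This left out 0, 12, 328 and 930 cells of Uninjured, 1, 3 and 7 dpi. In G2/M were 3.60% (95% interval 3.21 to 4.03) of Uninjured cells and 3.89% (3.30 to 4.55) at 1 dpi, a difference of 0.286 (95% interval -0.443 to 1.06) percentage points. G2/M rose to 11.8% (11.0 to 12.6) at 3 dpi and 20.7% (19.9 to 21.5) at 7 dpi. The level of the share depended on which cells were scored together and on depth. Scored with all mesenchymal clusters it was 17.7, 16.0, 24.6 and 33.4%, with a difference of -1.76 points (95% interval -3.19 to -0.306) between 1 dpi and Uninjured, and with cells thinned to 2000 UMIs 1.31, 1.16, 9.01 and 17.7%. The mean G2/M score was -0.0880, -0.0805, -0.0545 and -0.0280. S phase held 28.9% (28.0 to 29.9), 34.0% (32.5 to 35.5), 31.2% (30.0 to 32.4) and 34.0% (33.1 to 34.9). Without thinning, 0.825, 0.550, 9.48 and 20.3% were in G2/M and 10.6, 25.5, 26.7 and 33.1% in S phase. The difference in S phase between 1 dpi and Uninjured was 5.08 (95% interval 3.28 to 6.90) points, and skipping the thinning moved it most, to 14.9 points.

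**Figure D4:**
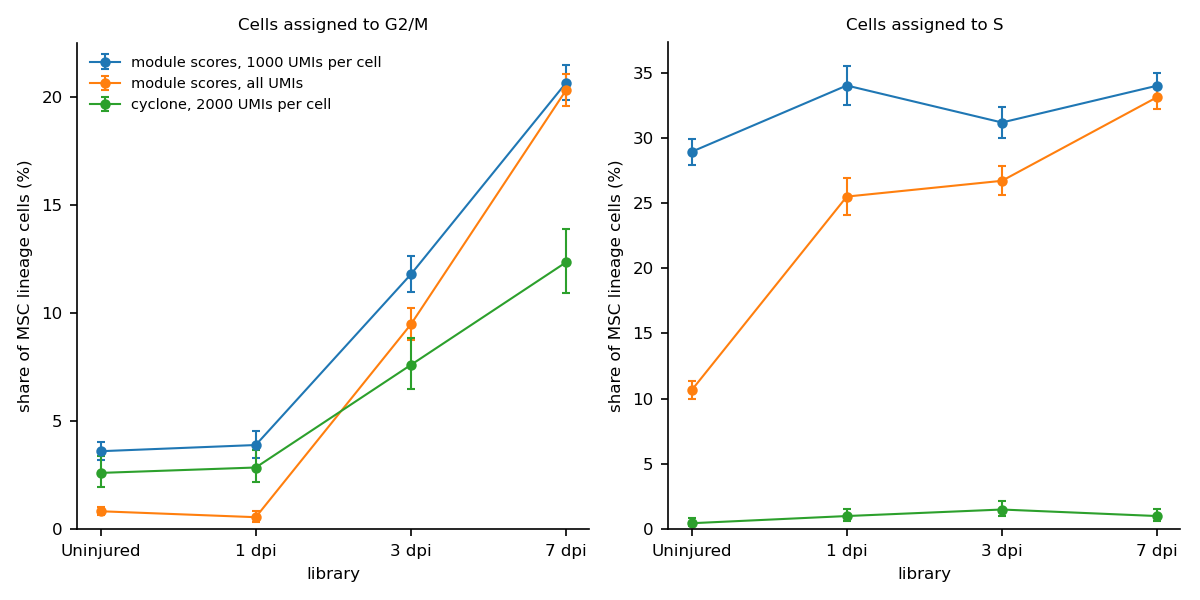
Share of MSC lineage cells (vertical axis, %) in G2/M (left) and S phase (right) by library (horizontal axis). Lines are module scores on cells thinned to 1000 UMIs, module scores on all UMIs, and cyclone on cells thinned to 2000 UMIs, with 95% Clopper-Pearson bars. In G2/M the module scores rise at 3 dpi and stay level between Uninjured and 1 dpi on thinned cells.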

Additional analysis by AddModuleScore indicated that cell cycle scores, especially of G2/M scores, were higher in cluster 4 than cluster 5 (Figure 2D and Figure S15A, Supporting Information). 

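The scran package (version 1.30.0) assigns phases with cyclone, which compares pairs of marker genes within each cell. It was run on 2000 MSC lineage cells drawn from each library and thinned to 2000 UMIs, which left out 45, 186, 1029 and 3403 cells. It placed 2.60, 2.85, 7.60 and 12.3% of cells in G2/M and 0.450, 1.00, 1.50 and 1.00% in S phase for Uninjured, 1, 3 and 7 dpi. With 2000 cells the 95% interval of the G2/M share was 1.95 to 3.40 in Uninjured and 2.17 to 3.68 at 1 dpi.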

Cell cycle analysis with the Scran package also suggested that cluster 4 (which emerged at 1 dpi in injured samples) had a higher proportion of MSCs in the S and G2/M phases than cluster 5 (Figure S15B, Supporting Information). To validate that MSCs in uninjured muscle transitioned into the cell cycle at 1 dpi, we used flow cytometry with propidium iodide (PI) staining to quantify actively cycling MSCs at 1 dpi. This assay confirmed that CD45^−^/CD31^−^/PDGFRa^+^/Sca1^+^ MSC numbers were indeed significantly higher at 1 dpi than in uninjured muscle (Figure 2E and Figure S16A, Supporting Information). Moreover, significantly more MSCs were detected in the G2/M phase in 1 dpi samples than in uninjured muscle (Figure 2E and Figure S16B–D, Supporting Information). Furthermore, we sought to validate the switch from quiescent to cycling MSCs by labeling *Tie2* ^+^ MSCs^[^ ^18^, ^24^, ^31^, ^32^, ^33^ ^]^ through a single dose of 5‐chloro‐2′‐deoxyuridine (CldU) in *Tie2‐Cre*; *Rosa^mTmG^*; *Nse‐Bmp4* mice before CTX‐induced muscle injury. At 1 dpi, the proportion of *Tie2* ^+^ MSCs in the cycling state was obviously greater in injured muscle than uninjured muscle (Figure 2F,G). These data confirmed that quiescent MSCs in soft tissues transition into actively cycling MSCs after injury.

We next analyzed MSC development in muscle samples of *Nse‐Bmp4* mice at 3 dpi. We found that cluster 4 MSCs (i.e., cycling MSCs) gradually increased from 1 to 3 dpi, as did MSCs in clusters 3 and 6 (Figure 2A). 

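From 1 to 3 dpi, *Mki67* in MSC lineage cells rose 5.78-fold (95% interval 5.25 to 6.38), *Cdk1* 5.19-fold (4.63 to 5.83) and *Ccnb1* 14.2-fold (11.0 to 18.6). *Top2a* (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) rose 3.39-fold (3.14 to 3.67). Under the rule for naming genes, the largest increases from 1 to 3 dpi were *Ddah1* 46.5-fold, *Ccl20* 45.2-fold, *Chl1* 38.4-fold, *Plxna4* 23.5-fold and *Cda* 21.5-fold, and the largest decreases *Bglap* 49.0-fold, *Bglap2* 23.8-fold, *Slfn4* 15.3-fold, *Oas3* 9.97-fold and *Ccl12* 9.02-fold.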

Based on previous studies that showed MSCs display aberrant repair functions in response to inflammation, differentiating into osteochondral lineage cells,^[^ ^24^, ^32^ ^]^ we speculated that cycling MSCs might further convert into chondrogenic‐ and/or osteogenic‐committed progenitor MSCs by 3 dpi. Gene set variation analysis (GSVA) revealed that cluster 3 MSCs indeed expressed chondrogenesis‐related genes at higher levels but had lower expression of osteogenesis‐ and adipogenesis‐related genes compared to cycling MSCs in cluster 4. In addition, cluster 6 MSCs also expressed osteoblast differentiation‐associated genes at higher levels than cycling MSCs, but appeared to lose their chondrogenic and adipogenic capacity (Figure 2H). These data implied that cluster 3 MSCs entered an early stage of chondrogenic lineage differentiation (cMSC), whereas cluster 6 MSCs showed early capacity for generating osteocyte lineage cells (oMSC). 

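Summed over MSC lineage cells, 14 chondrogenic genes (*Sox9*, *Acan*, *Comp* and others) had 67.0, 83.6, 114 and 1360.2 CPM in Uninjured, 1, 3 and 7 dpi. Their ratio of 3 dpi to 1 dpi was 1.37 (95% interval 1.31 to 1.43), and that of 7 dpi to 3 dpi 11.9 (95% interval 11.6 to 12.2). At 3 dpi 10 of the genes were higher than at 1 dpi and 3 lower, and *Comp* (ENSMUSG00000031849, chromosome 8, 70373558 to 70382066) alone gave 46.5% of the UMIs. *Sox9* (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) did not change detectably, at 1.06 (95% interval 0.983 to 1.14). The adipogenic list (10 genes) had 1349, 1106, 677 and 319 CPM and was lower at 3 dpi than at 1 dpi by a factor of 1.63 (95% interval 1.61 to 1.66), with *Lpl* giving 61.1% of its UMIs at 3 dpi. Of its genes, 5 were higher and 5 lower. Among the alternatives on the log2 scale, leaving doublets in moved the chondrogenic log2 ratio of 3 to 1 dpi most, from 0.45 to 0.30.

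**Figure D5:**
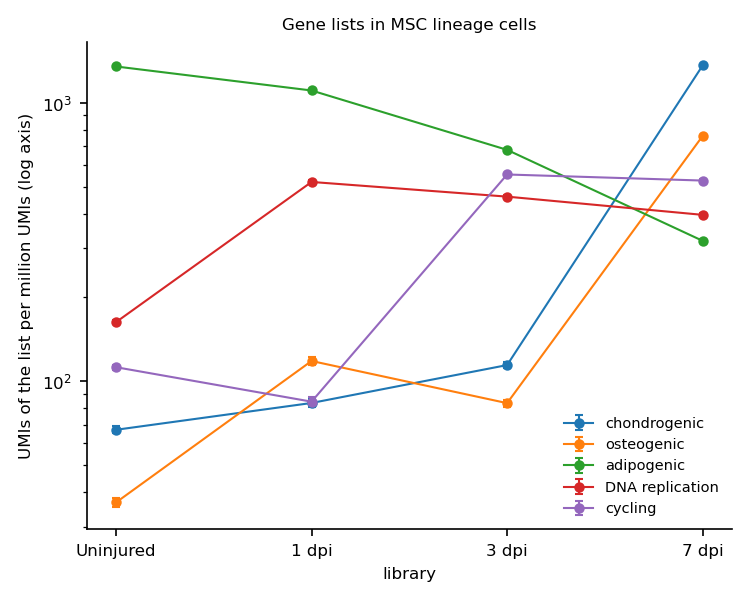
Summed expression of gene lists in MSC lineage cells (vertical axis, CPM, log scale) by library (horizontal axis), for chondrogenic, osteogenic, adipogenic, DNA replication and cycling genes. Points are sums over cells, and the 95% Poisson bars are mostly smaller than the points. The chondrogenic and osteogenic lists rise most at 7 dpi, and the adipogenic list falls throughout.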

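The osteogenic list (13 genes, among them *Runx2*, *Sp7*, *Ibsp*, *Spp1*, *Bglap* and *Bglap2*) had 36.8, 118, 83.5 and 759.8 CPM in MSC lineage cells of Uninjured, 1, 3 and 7 dpi. At 3 dpi it was lower than at 1 dpi by a factor of 1.42 (95% interval 1.36 to 1.48), with 4 genes higher and 8 lower, and its ratio of 7 to 3 dpi was 9.10 (95% interval 8.82 to 9.38). *Bglap* and *Bglap2*, the osteocalcin genes, held 499 and 408 UMIs at 1 dpi against 16 and 27 at 3 dpi, and the 1 dpi library also held markers of bone marrow. Without these genes, a choice made after the data were seen, the remaining 11 genes had 36.3, 92.5, 82.8 and 759 CPM, and the log2 ratio of 3 to 1 dpi was -0.16 in place of -0.50. Leaving doublets in moved it most, to -1.78. With classes taken from gates on *Prrx1*, *Col1a1* and *Ptprc* the sign changed, to 0.07.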

Additional analysis with Monocle 2 and Diffusion Mapping to evaluate the developmental trajectory of cycling MSCs, cMSCs, and oMSCs confirmed that cycling MSCs of cluster 4 were the likely founder population that developed into cluster 3 cMSCs and cluster 6 oMSCs (Figure 2I,J). Functional enrichment analysis showed that genes associated with “skeletal system development”, “chondrocyte differentiation” and “osteoblast differentiation” were enriched in cMSCs and oMSCs compared to cycling MSCs (Figure 2K and Tables S2‐S6, Supporting Information).

To verify that cycling MSCs preferentially differentiate into osteochondral lineage cells in muscle, we again injured the tibial muscle of *Tie2‐Cre*; *Rosa^mTmG^*; *Nse‐Bmp4* mice at 1 and 3 dpi and performed immunostaining to examine the expression of SOX9 and RUNX2. This experiment showed that Tie2^+^ MSCs expressed SOX9 and RUNX2 at 3 dpi, but not at 1 dpi, nor in uninjured muscle (Figure 2L‐O). Consistently, *Prrx1*‐expressing MSCs also expressed SOX9 and RUNX2 at 3 dpi (Figure S17A‐D, Supporting Information). Additionally, Monocle 2 and RNA velocity analyses revealed that cMSCs served as the original cellular source of chondroblasts and mature chondrocytes, supporting their identification as cMSCs (Figure S18A,B, Supporting Information). We also noted that Tie2^+^ MSCs expressed mature chondrocyte marker, COL2a, at 7 dpi and osteocyte marker, BSP, at 14 dpi (Figure 2L,N). Taken together, these results further supported the likelihood that quiescent MSCs in BMP4‐dependent HO mice transition into cycling state MSCs prior to specializing into two distinct lineages that both undergo heterotopic osteochondral ossification.

### 2.3 Prevalent Communication among Immune Cells and Transitioning MSCs within Inflammatory Lesions

The coinciding timeline of immune cell accumulation and MSC development inspired us to check for possible interactions between immune cells and MSCs (Figure S14A,B, Supporting Information). 

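By clusters, the immune classes did not share a time course. Monocytes and macrophages made up 2.12, 17.4, 6.69 and 1.78% of cells in Uninjured, 1, 3 and 7 dpi, and B cells 2.08, 14.3, 3.36 and 1.03%, both highest at 1 dpi. NK and T cells (5.20, 12.2, 15.8 and 6.38%) and dendritic cells (2.36, 3.26, 8.61 and 0.892%) were highest at 3 dpi. With gates on UMIs in cells that were not thinned, NK and T cells (*Klrb1c* or *Cd3e*) were level between 1 and 3 dpi, at 3.03, 9.60, 9.57 and 5.47%, and dendritic cells (*Itgax*) were at 1.21, 3.93, 5.26 and 1.67%. At 1 dpi the share of monocytes and macrophages had risen by 15.3 (95% interval 14.5 to 16.1) percentage points and that of B cells by 12.2 (95% interval 11.5 to 13.0). Bone marrow carried over into the 1 dpi library may be part of both rises. At 3 dpi NK and T cells were 10.6 (95% interval 9.86 to 11.4) points above Uninjured and dendritic cells 6.25 (95% interval 5.67 to 6.83) points. Mast cells were 0.00970, 0.145, 0.254 and 1.09% of cells, the Uninjured value being a single cell. Endothelial cells were 0.223, 0.695, 1.18 and 1.43% by clusters and 2.48, 2.77, 3.22 and 2.59% by a gate on *Cdh5* or *Prox1*, so their rise depended on the method. Muscle clusters with *Pax7* or *Myog* were 2.12, 1.14, 4.17 and 2.26% and Schwann cells 2.39, 1.98, 1.34 and 1.11%. Clusters of smooth muscle cells and pericytes were 1.27, 0.228, 0.246 and 6.15% and tenocytes 0.718, 0.446, 0.738 and 0.379%. Gates gave 8.72, 18.9, 12.4 and 6.84% of cells with an *Mbp* UMI, 3.89, 3.34, 5.25 and 43.1% with *Acta2* and without *Pdgfra*, and 0.815, 0.384, 0.746 and 2.21% with *Kera*. Cells of unnamed clusters were 1.05, 2.75, 3.32 and 1.02%.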

CellChatDB^[^ ^34^ ^]^ inference of intercellular communication networks among immune cells and MSCs identified at 1, 3, and 7 dpi, as well as in uninjured tissues, revealed several interaction networks with varying interaction strength between MSCs and immune cells (**Figure** **3**A). Of note, among several types of MSCs, cycling MSCs showed the highest outgoing and incoming interaction strength, suggesting a higher capacity for cellular communication than other MSC types in response to inflammation (Figure 3A). Although MSCs exhibited immunoregulative properties, which is important for tissue regeneration, we mainly focused on the influence of immune cells on MSCs, owing to their substantial contribution to HO formation.^[^ ^23^, ^35^ ^]^ We found that the interaction number at 1 dpi was increased between monocyte/macrophage, neutrophil, and NK immune cells with quiescent and cycling MSCs, but not between MSCs and DC or T/B cells, compared to that in uninjured tissue (Figure 3B and Table S7, Supporting Information). Interaction strength analysis further confirmed this dynamic (Table S8, Supporting Information). Moreover, since cycling MSCs could give rise to cMSCs and oMSCs at 3 dpi, we further compared interactions among immune cells and MSCs between 3 dpi and the uninjured group, as well as those at 1 dpi. We found that signaling from immune cells to cMSCs at 3 dpi was increased compared to the uninjured group but decreased compared to that in 1 dpi samples. By contrast, signaling from immune cells to oMSCs was enhanced at 3 dpi over that at 1 dpi, and further increased by 7 dpi (Figure 3C and Tables S7 and S8, Supporting Information).

**Figure 3:**
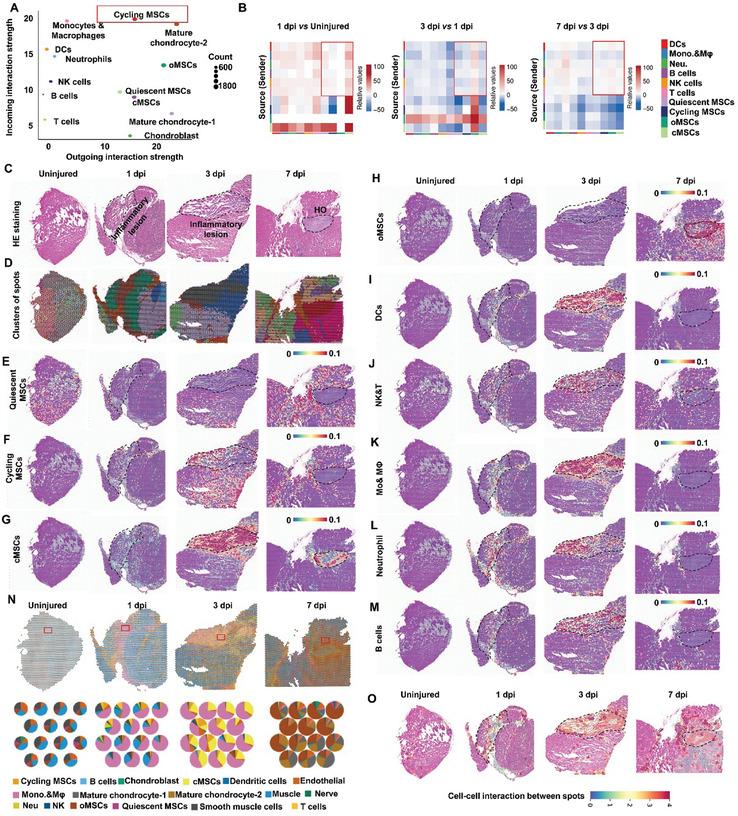
Interaction of MSC with immune cells in the inflammatory niche of injured tibial muscle of *Nse‐Bmp4* mice. A) Signaling role of MSCs and immune cells in tibial muscle of *Nse‐Bmp4* mice covering 4 time points. B) Heatmap displaying differential interactions between immune cells and MSCs at three indicated time points: Day 1 versus Uninjured, Day 3 versus Day 1, and Day 7 versus Day 3. C) HE staining images of uninjured and injured tibial muscles for spatial transcriptome sequencing. D) Mapping of 12 types of cluster cells across tissue regions. E–M) Using AddModule analysis for mapping the cell types generated from single‐cell RNA sequencing to spatial transcriptomics, including E) quiescent MSCs, F) cycling MSCs, G) cMSCs, H) oMSCs, I) DCs, J) NK&T cells, K) macrophages & monocytes, L) neutrophils and M) B cells. N) RCTD analysis of the distribution of each type of cells across the tissue regions at different time points. O) Stlearn analysis of the interaction between two spots across the tissue regions at different time points.

After characterizing cell‐to‐cell interactions from immune cells to MSCs, we next examined the spatial distribution of these communicating cell populations within the inflammatory niche of injured muscles. To this end, we again injured the tibial muscle of *Nse‐Bmp4* mice and collected samples of injured tissue at 1, 3 and 7 dpi, as well as uninjured samples for spatial transcriptome analysis^[^ ^36^ ^]^ (Figure 3C and Figure S19A, Supporting Information). Subsequent UMAP dimensionality reduction and unsupervised clustering of the spatial transcriptomics data identified 12 clusters across the 3 time points and uninjured controls (Figure 3D and Figure S19B, Supporting Information). Specific sites within sections of the inflammatory lesion (termed spots, hereafter) that we histologically outlined were annotated as containing clusters 6, 7, and 8, and had detectable expression of both immune cell and MSC markers (Figure S19C and Table S9, Supporting Information). AddModuleScore analysis using gene signatures derived from our scRNA‐seq data to map MSCs and immune cells showed that quiescent MSCs were mainly distributed in the uninjured muscle (Figure 3E), while cycling MSCs initially accumulated in the lesion at 1 dpi and were further enriched at 3 dpi (Figure 3F). Similarly, cMSCs and oMSCs were mainly detected in the inflammatory lesion at 3 dpi (Figure 3G,H). Additionally, several immune cells, including monocytes/macrophages, neutrophils, DCs, NK&T and B cells were all present in the inflammatory lesion at 1 and 3 dpi (Figure 3I–M).

We next examined the potential interplay between MSCs and immune cells within spots during the post‐injury inflammatory stage (1 and 3 dpi). For this analysis, we performed robust cell type decomposition (RCTD) analysis for injured muscle at 1 and 3 dpi. We found that each immune cell type could be present at the same time as cycling MSCs, but not quiescent MSCs, within any given spot at 1 dpi (Figure 3N and Table S10, Supporting Information). Moreover, the number of spots containing monocytes/macrophages along with cycling MSCs was the highest, suggesting these cells shared the strongest communications (Figure 3N and Table S10, Supporting Information). At 3 dpi, T cells, B cells, NK cells and neutrophils were rarely found sharing spots with cycling MSCs, cMSCs and oMSCs, whereas monocytes/macrophages and DCs were still abundant in the presence of these MSCs (Figure 3N and Table S10, Supporting Information). In addition, stlearn analysis exploring potential spot–spot communication between immune cells and MSCs revealed that spot–spot communication was greater within inflammatory lesions at 1 and 3 dpi than in uninjured tissue (Figure 3O). These analyses collectively suggest that immune cells, especially monocytes/macrophages, are located in close proximity and interact with cycling MSCs, oMSCs, and cMSCs in the inflammatory niche of injured muscle tissue of BMP4‐dependent HO mice.

### 2.4 Macrophages Promote MSC Proliferation and Osteochondral Differentiation in Injured Muscle of HO Model Mice

Monocyte‐derived macrophages, including M1 and M2 subtypes, have been shown to play a role in wound healing, including HO.^[^ ^37^ ^]^ However, the role of macrophage dynamics in MSC fate determination after soft tissue injury remains poorly understood. We first examined interactions between M1 macrophages and each type of MSC at each time point and in control tissue via CellChatDB analysis. We found that the number of interactions between M1 macrophages and quiescent MSCs at 1 dpi was increased compared to their interactions in uninjured tissue (Table S11, Supporting Information). Moreover, M1 macrophages had more interactions with cycling MSCs than any other pairwise interactions between immune cell‐MSC subtypes (**Figure** **4**A and Table S11, Supporting Information). Further RCTD analysis examining the distribution of M1 macrophages and MSCs within spots in spatial transcriptome data showed that M1 macrophages mainly shared spots with cycling MSC, rather than quiescent MSCs, cMSCs or oMSCs, suggesting that M1 macrophages could potentially promote transition from quiescent to cycling MSCs and subsequent differentiation (Figure 4B,C).

**Figure 4:**
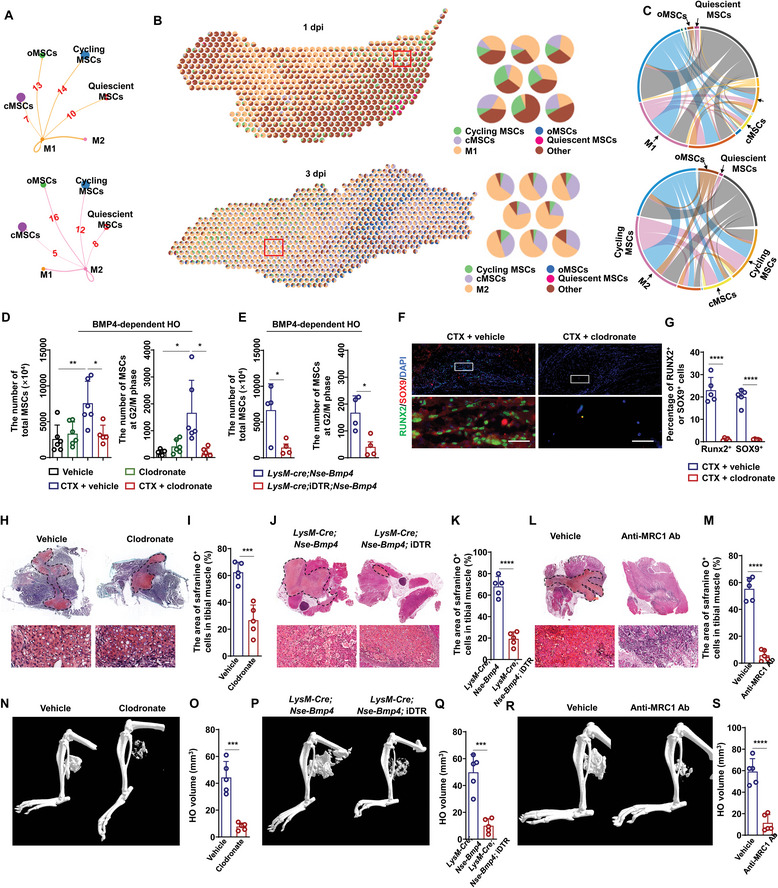
Macrophages promote transition of quiescent MSCs into cycling MSCs and aberrant osteochondral differentiation of cycling MSCs. A) The interaction number for M1 and M2 macrophages (source) and each subtype of MSCs (recipients). B) RCTD analysis for the interaction among M1 macrophages and MSCs at 1 dpi and M2 macrophages and MSCs at 3 dpi. C) Interaction analysis for M1 macrophages and MSCs at 1 dpi and M2 macrophages and MSCs at 3 dpi. D) Statistical analysis of total MSCs and MSCs at G2/M phase in injured tibial muscle of *Nse‐Bmp4* mice with vehicle or clodronate liposome treatment at 1 dpi. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05, ** *p* < 0.01. E) Statistical analysis of the number of total MSCs and MSCs at G2/M phase in injured tibial muscle of *LysM‐Cre*; *Nse‐Bmp4* and *LysM‐Cre*; *iDTR*; *Nse‐Bmp4* mice with DT treatment at 1 dpi. (*n* = 4 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05. F) Representative immunofluorescence staining images and G) statistical analysis of the area of RUNX2^+^ and SOX9^+^ in the injured tibial muscle of *Nse‐Bmp4* mice with vehicle or clodronate treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 50 µm. H) Representative images and I) statistical analysis of safranine O^+^ area in injured tibial muscle of *Nse‐Bmp4* mice with vehicle or clodronate liposome treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. *** *p* < 0.001. Scale bar, 50 µm. J) Representative images and K) statistical analysis of safranine O^+^ area in injured tibial muscle of *LysM‐Cre*; *Nse‐Bmp4 and LysM‐Cre; iDTR; Nse‐Bmp4* mice with DT treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 50 µm. L) Representative images and M) statistical analysis of safranine O^+^ area in injured muscle of *Nse‐Bmp4* mice with vehicle or anti‐MRC1 antibody treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 50 µm. N) Representative microCT images and O) statistical analysis of HO volume in injured tibial muscle of *Nse‐Bmp4* mice with vehicle or clodronate treatment from 7 to 14 dpi. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001, N. S. indicated no significance. P) Representative microCT images and Q) statistical analysis of HO volume in injured tibial muscle of *LysM‐Cre*; *Nse‐Bmp4 and LysM‐Cre; iDTR; Nse‐Bmp4* mice with DT treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. *** *p* < 0.001. R) Representative microCT images and S) statistical analysis of HO volume in injured tibial muscle of *Nse‐Bmp4* mice with either vehicle or anti‐MRC1 antibody treatment (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001.

We thus hypothesized that M1 macrophages might regulate the proliferation and/or differentiation of MSCs in muscle. Therefore, to investigate the effect of M1 macrophages on cycling MSCs, we pre‐treated *Nse‐Bmp4* mice with clodronate liposome via intravenous injection to deplete circulatory monocytes before tibial muscle injury, preventing infiltration of monocyte‐derived M1 macrophages to the injury site (Figure S20A‐E, Supporting Information). Following 3 treatments of clodronate or vehicle liposome, we injured the tibial muscle of *Nse‐Bmp4* mice and examined the number of MSCs at 1 dpi. Flow cytometry analysis indicated that the number of total MSCs and MSCs at G2/M phase in injured muscle of clodronate‐treated *Nse‐Bmp4* mice were significantly lower than in injured mice treated with the vehicle (Figure 4D). Additionally, we used *LysM‐Cre*; iDTR; *Nse‐Bmp4* mice, in which monocytes/macrophages were depleted by pre‐injection of diptheria toxin (DT), to further determine how M1 macrophages could affect MSC proliferation at 1 dpi. As expected, the number of total MSCs and G2/M phase MSCs were significantly decreased compared to that in *LysM‐Cre*; *Nse‐Bmp4* control mice (Figure 4E). We next explored the effects of M1 macrophages on cycling MSC differentiation in muscle. Immunostaining of SOX9 and RUNX2 revealed that the percentages of SOX9^+^ or RUNX2^+^ cells in the injury site of clodronate‐treated *Nse‐Bmp4* mice were significantly lower than their proportions in the vehicle group (Figure 4F,G). These results indicated that pro‐inflammatory (M1) macrophages promote transition of quiescent MSCs into cycling MSCs and further differentiation of cycling MSCs into cMSCs and oMSCs.

In light of these apparent effects of M1 macrophages on cycling MSCs in injured muscle at 1 dpi, we next checked the function of M2 macrophages at 3 dpi. CellChatDB analysis revealed that M2 macrophages most likely regulate the function of cycling MSCs, cMSCs and oMSCs (Figure 4A and Table S12, Supporting Information). To spatially assess the function of M2 macrophages, we performed RTCD analysis for macrophages at 3 dpi. The results showed that M2 macrophages could share spots with cMSCs and oMSCs, but not cycling MSCs, indicating that M2 macrophages potentially regulate the osteochondral differentiation of MSCs (Figure 4B,C). We next injected clodronate or liposome vehicle into injured muscle tissue of *Nse‐Bmp4* mice from 3 to 7 dpi and found that chondrocyte differentiation was limited in mice with macrophage depletion (Figure 4H,I and Figure S21A,B, Supporting Information). Additionally, significantly fewer COL2^+^ or Safranine O^+^ chondrocytes were detected in *LysM‐Cre*; *iDTR*; *Nse‐Bmp4* mice compared to that in *LysM‐Cre*; *Nse‐Bmp4* mice (Figure 4J,K and Figure S21C,D, Supporting Information). Moreover, since M2 macrophages specifically expressed *Mrc1*, we administered an MRC1 neutralizing antibody (Abs) via intravenous injection in *Nse‐Bmp4* mice from 3 to 7 dpi. We observed that Safranine O^+^ chondrocytes cells were significantly decreased in MRC1 Abs‐treated *Nse‐Bmp4* mice compared to that in the vehicle group (Figure S21E,F, Supporting Information and Figure 4L,M).

We subsequently investigated the role of M2 macrophages in heterotopic osteogenesis of oMSCs. Spatial transcriptome analysis revealed that *Mrc1* ^+^ M2 macrophages were the dominant immune cells around peri‐chondrocyte regions, which were also enriched for oMSCs (Figure S22A,B, Supporting Information). RCTD analysis further demonstrated that *Mrc1* ^+^ M2 macrophages shared spots with oMSCs (Figure S22C, Supporting Information). Moreover, clodronate‐ and *LysM‐Cre*; iDTR‐mediated macrophage depletion from 7 to 14 dpi in injured muscle of *Nse‐Bmp4* mice indeed alleviated ectopic bone formation, indicated by the significantly lower HO volume in these mice compared to the vehicle group (Figure 4N–Q). Consistent with these findings, HO volume was significantly decreased in MRC1 Abs‐treated *Nse‐Bmp4* mice compared to the vehicle group (Figure 4R,S). Taken together, these results suggested that macrophages play a substantial role in BMP4‐dependent HO formation via promoting MSC cycling and differentiation.

### 2.5 Neutrophils and NK Cells Promote MSC Proliferation

We next examined whether and how other immune cells, in addition to macrophages, might affect the transition of cycling MSCs (i.e., MSC proliferation). 

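Neutrophils were 0.534% (95% interval 0.402 to 0.694, 55 cells) of the cells in Uninjured, 5.83% (5.37 to 6.32, 562 cells) at 1 dpi, 3.28% (2.97 to 3.60, 413 cells) at 3 dpi and 0.660% (0.553 to 0.781, 134 cells) at 7 dpi. The share was 5.30 (95% interval 4.81 to 5.80) percentage points above Uninjured at 1 dpi and 2.74 (95% interval 2.40 to 3.09) points above it at 3 dpi. Carried-over bone marrow may be part of the rise at 1 dpi, and at 3 dpi it could not be ruled out. Cells with a *Ly6g* UMI, counted without clusters and without thinning, were 0.340, 3.28, 1.34 and 0.113% of the cells. *Ly6g* detection depends on depth, which fell from Uninjured to 7 dpi. The class included cluster 28, whose cells (2, 115, 123 and 31 in the 4 libraries) carried *Elane* and *Prtn3*, genes of granulocyte progenitors. Under the rule for naming genes, the largest increases within neutrophils at 1 dpi were *Elane* 21.7-fold, *Prtn3* 17.1-fold, *Hist1h2ae* 13.6-fold, *Mki67* 11.4-fold and *Hist1h2ap* 9.77-fold. The largest decreases were *Sparc* 56.1-fold, *Col1a1* 38.9-fold, *Col1a2* 34.0-fold, *Igfbp6* 31.6-fold and *Col3a1* 30.2-fold, so the few neutrophil droplets of Uninjured also held mesenchymal transcripts.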

Investigation of neutrophils, which are also rapidly recruited to injury sites to eliminate pathogens and facilitate tissue repair,^[^ ^38^, ^39^ ^]^ confirmed that neutrophils infiltrated the inflammatory lesion by 1 dpi in *Nse‐Bmp4* mice, remained at stable levels through 3 dpi, then progressively decreased (Figure 1I and Figure S23A–D, Supporting Information), which implied a possible function in MSC fate determination. CellChatDB analysis of neutrophil interactions with each MSC type across different timepoints and uninjured controls showed that neutrophils had more potential signaling interactions with cycling MSCs than other MSC types (**Figure** **5**A, Tables S7 and S8, Supporting Information). Similarly, RCTD analysis indicated that neutrophils shared spots (in cluster 6) with cycling MSCs more than other MSCs (Figure S19B, Supporting Information and Figures 2B and 5B), together suggesting that neutrophils could influence cycling MSCs.

**Figure 5:**
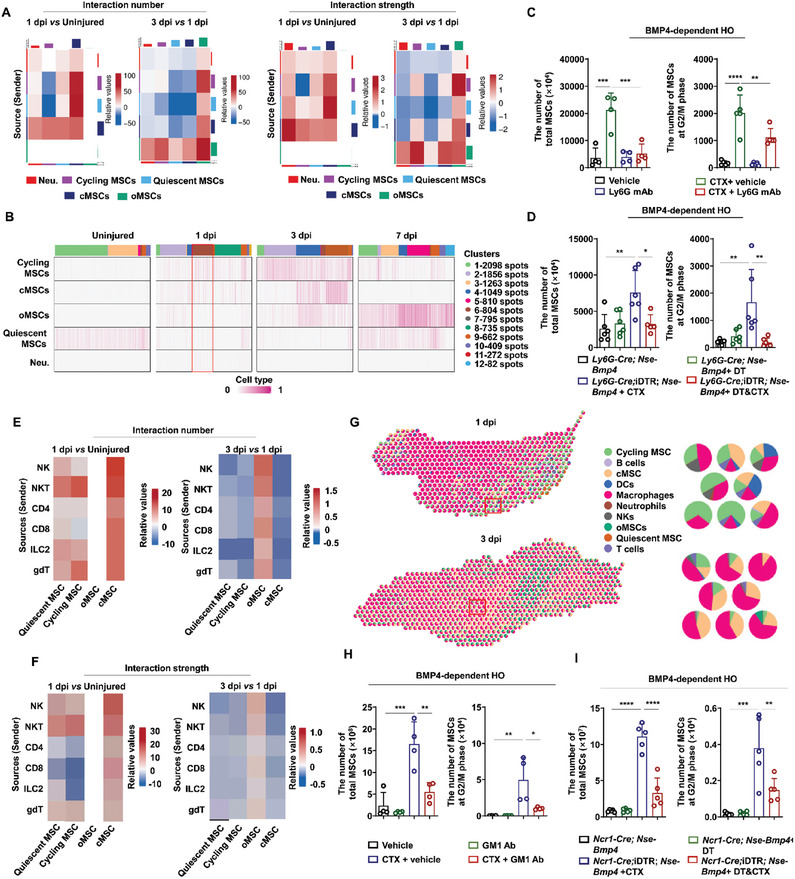
Neutrophils and NK cells potentiates the proliferation of MSC in injured tibial muscle of *Nse‐Bmp4* mice. A) The differential interaction number and strength between neutrophils and MSCs at 1 dpi compared to uninjured group, or at 3 dpi compared to 1 dpi. B) RCTD analysis of the interaction between neutrophils and each subtype of MSCs. C) Statistical analysis of the number of total MSCs and MSCs at G2/M phase in injured tibial muscle of *Nse‐Bmp4* mice with either vehicle or Ly6G antibody treatment at 1 dpi (*n* = 4 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001. D) Statistical analysis of number of total MSCs and MSCs at G2/M phase in injured tibial muscle of *Ly6G‐Cre*; *Nse‐Bmp4 and Ly6G‐Cre; iDTR; Nse‐Bmp4* mice with DT treatment. (*n* = 6 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05, ** *p* < 0.01. E,F) The differential interaction number and strength of NK or T cells with MSCs at 1 dpi compared to uninjured group, or at 3 dpi compared to 1 dpi. G) RCTD analysis of the interaction of NK or T cells with each subtype of MSCs. H) Statistical analysis of the number of total MSCs and MSCs at G2/M phase in injured tibial muscle of *Nse‐Bmp4* mice with either vehicle or GM1 antibody treatment at indicated time points after injury. (*n* = 4 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.0001. I) Statistical analysis of number of total MSCs and MSCs at G2/M phase in injured tibial muscle of *Ncr1‐Cre*; *Nse‐Bmp4 and Ncr1‐Cre; iDTR; Nse‐Bmp4* mice with DT treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** p < 0.01, *** p < 0.001, **** *p* < 0.0001.

To further examine the effect of neutrophils on cycling MSCs, we pre‐treated *Nse‐Bmp4* mice with Ly6G monoclonal antibody (mAb) via intravenous injection to deplete the neutrophils prior to tibial muscle injury, thus preventing neutrophil infiltration in the injury site (Figure S24A‐D, Supporting Information). Flow cytometry quantification of MSCs at 1 dpi in injured tibial muscle of *Nse‐Bmp4* mice pre‐treated with 3 doses of Ly6G mAb or PBS indicated that significantly fewer total MSCs and MSCs at G2/M phase were present at the inflammatory lesion in mice with neutrophil depletion compared to the vehicle control group (Figure 5C). Additionally, the number of total MSC and MSC at G2/M phase were significantly decreased in *Ly6G‐Cre*; iDTR; *Nse‐Bmp4* mice compared to *Ly6G‐Cre*; *Nse‐Bmp4* mice (Figure 5D).

We found that interaction number and interaction strength between NKs and quiescent MSCs also increased at 1 dpi (Figure 5E,F) and RCTD analysis confirmed that NK cells shared spots primarily with cycling MSCs (Figure 5G). To better understand how their interactions affected cycling MSCs, we depleted NK cells from the inflammatory lesion by intravenously injecting *Nse‐Bmp4* mice with Asialo GM1 antibody^[^ ^40^ ^]^ (NK cell‐depleting antibody) before tibial muscle injury, thus preventing infiltration of NK cell, but not macrophages (Figure S24E–H, Supporting Information). After 3 injections of Asialo GM1 antibody or PBS, tibial muscle was injured and MSCs were counted by flow cytometry, which revealed that the abundance of total MSCs and MSCs at G2/M phase was lower in injured tibial muscle of NK‐depleted mice than in the injury site of PBS‐treated control mice at 1 dpi (Figure 5H). Additionally, *Ncr1‐Cre*; iDTR; *Nse‐Bmp4* mice, in which NK cells were depleted by pre‐injection of diptheria toxin (DT), showed significantly decreased numbers of both total and G2/M phase MSCs compared with *Ncr1‐Cre*; *Nse‐Bmp4* mice (Figure 5I). These results indicated that neutrophils and NK cells also promote MSC cycling and proliferation.

### 2.6 CD4^+^ and CD8^+^ T Cells Potentiate Chondrogenic Differentiation by MSCs in Muscle After Injury

We next investigated the effect of immune cells on MSC differentiation in muscle during HO formation. To this end, we measured interaction number and strength between these T cells and quiescent or cycling MSCs at 1 dpi. Compared to their interactions in uninjured muscle samples, we found no obvious differences in CD4^+^ or CD8^+^ T cell interaction numbers or interaction strength with either quiescent or cycling MSCs at 1 dpi (Figure 5E,F). RCTD analysis revealed that CD4^+^ and CD8^+^ T cells rarely shared the same spot with cycling MSCs or quiescent MSCs (Table S13, Supporting Information). Conversely, NKT cells, like NK cells, showed enhanced interaction number and strength with quiescent or cycling MSCs at 1 dpi, compared to that in uninjured tibial muscle (Figure 5E,F). Additionally, the number of gdT cell interactions with quiescent or cycling MSC increased after injury, but the strength of these interactions with quiescent/cycling MSCs was unchanged at 1 dpi compared to that in uninjured tibial muscle. These results suggested that gdT cells did not likely exert regulatory effects on MSC proliferation.

Since CD4^+^ and CD8^+^ T cells account for largest population of immune cells that function in adaptive immunity, we next focused on their possible role in osteochondral differentiation of MSCs. CellchatDB analysis revealed that CD4^+^ and CD8^+^ T cells showed more and stronger interactions with cMSCs and oMSCs at 3 dpi compared to that in other samples (Figure 5E and Table S13, Supporting Information). RCTD analysis indicated that CD4^+^ and CD8^+^ T cells shared spots with cMSCs and cycling MSCs, suggesting that these immune cells could potentially regulate osteochondral differentiation of MSCs (**Figure** **6**A–C). Because chondrocyte differentiation was found to occur from 3 to 7 dpi, preceding osteocyte formation, we injected CD4 mAb or CD8 mAb into the injured muscle of *Nse‐Bmp4* mice from 3 to 7 dpi (for 3 injections) to deplete these cell types individually. We found that chondroid weights decreased following CD4 mAb treatment (Figure 6D). Likewise, chondrogenic differentiation of MSCs was also significantly inhibited in mice treated with CD8 mAb (Figure 6D,E). Additionally, *Lck‐Cre*‐mediated T cell depletion in iDTR; *Nse‐Bmp4* mice after DT administration from 3 to 7 dpi resulted in a significant decrease in Safranine O^+^ cells in *Lck‐Cre*; *iDTR*; *Nse‐Bmp4* mice compared to that in *Lck‐Cre*; *Nse‐Bmp4* mice (Figure 6F,G). RCTD analysis of the effects of CD4^+^ and CD8^+^ T cells on osteogenic differentiation of MSCs showed that no CD4^+^ and CD8^+^ T cells shared the same spot with oMSCs, indicating that neither T cell subtype affected osteogenic differentiation of MSCs (Figure 6C). These results collectively indicated that CD4^+^ and CD8^+^ T cells could promote chondrogenic, but not osteogenic differentiation of MSCs following muscle injury of *Nse*‐*Bmp4* mice.

**Figure 6:**
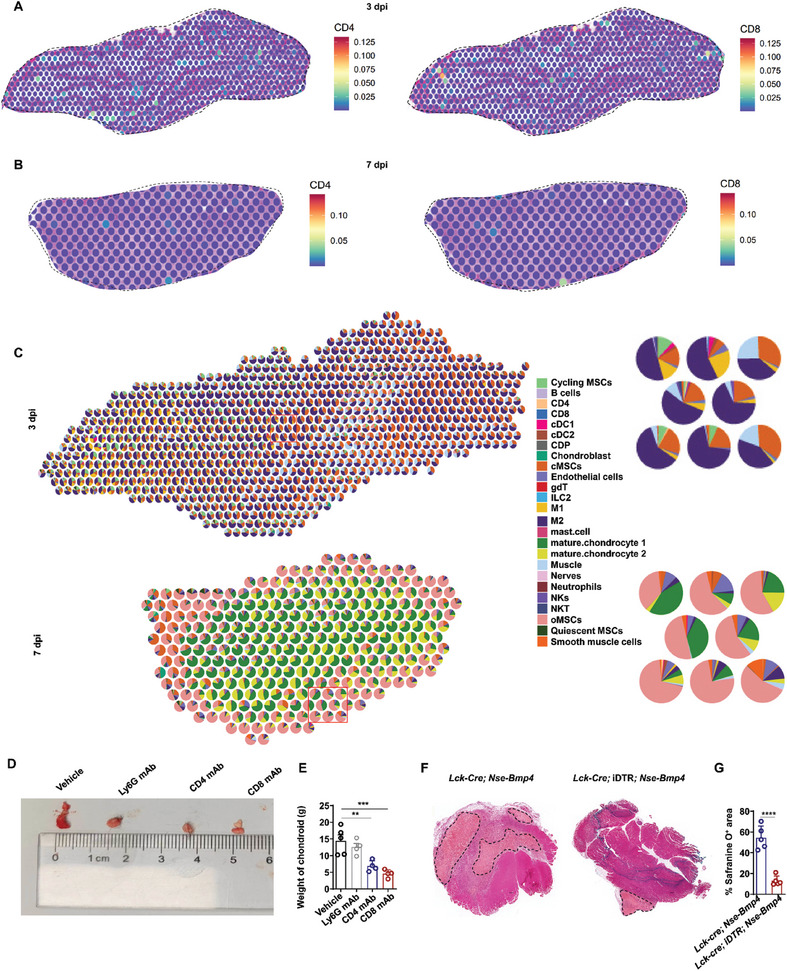
CD4^+^ and/or CD8^+^ T cells promote chondrogenic differentiation of cMSCs. A,B) AddModuleScore analysis of A) *Cd4* and *Cd8* at 3 and B) 7 dpi using spatial transcriptome analysis. C) RCTD analysis of CD4^+^ and CD8^+^ T cells at 3 and 7 dpi using spatial transcriptome analysis. D) Representative images and E) statistical analysis of the chondroid weight after either Ly6G mAb, CD4 mAb or CD8 mAb treatment. (*n* = 4 or 5 per group). Data are presented as means ± SD of biological replicates. ** *p* < 0.01, *** *p* < 0.001. F) Representative safranine O staining images and G) statistical analysis of the injured tibial muscle of *Lck*‐*Cre*; *Nse*‐*Bmp4* mice and *Lck‐Cre*; iDTbR; *Nse*‐*Bmp4* mice (*n* = 5 per group). Data are presented as means ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 200 µm.

### 2.7 Inflammatory Immune Cells Promote Tendon MSC Development into HO

Since MSCs in tendon may also differentiate into osteochondral cells, resulting in HO, under inflammatory conditions,^[^ ^35^, ^41^, ^42^ ^]^ we next examined whether quiescent MSCs resident in tendon also entered the cell cycle after injury. Flow cytometry analysis using the same markers (CD45^−^/CD31^−^/PDGFRa^+^/Sca1^+^) as above indicated that MSC populations were slightly higher in injured tendon compared to the sham group at 1 dpi, but significantly increased over that in the sham group by 3 dpi, as did the population of MSCs in the G2/M phase at the tenotomy site at 3 dpi compared to that in uninjured tendon (**Figure** **7**A and Figure S25, Supporting Information), suggesting that the timeline of MSC response to inflammation differed between tendon and muscle tissues. Additionally, Tie2^+^ MSCs contribute to each stage of tenotomy HO (Figures S26A–C and S27A–D, Supporting Information). At day 3 post tenotomy in *Tie2‐Cre*; *Rosa^mTmG^* mice, the proportion of *Tie2* ^+^ MSCs in the cycling state in tendon was significantly higher than in uninjured tendon (Figure 7B,C).

**Figure 7:**
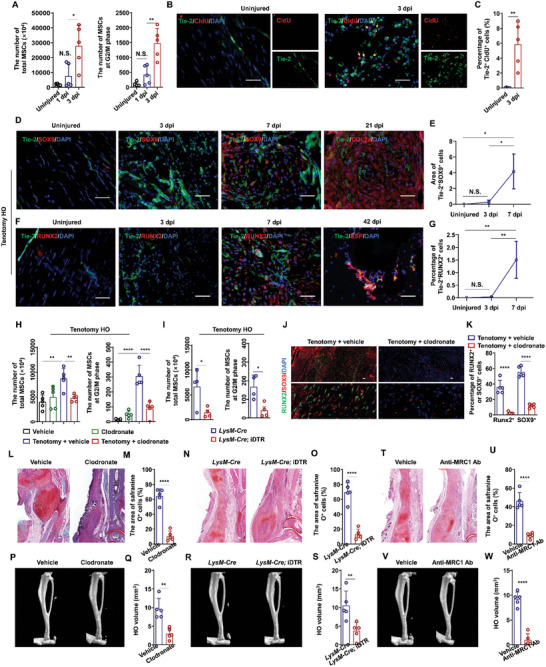
Macrophages promotes MSC proliferation and osteochondral differentiation in tendon. A) Statistical analysis of the number of total MSCs and MSCs at G2/M phase in injured tendon at indicated time points after injury. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05, ** *p* < 0.01, N. S. indicated no significance. Representative immunofluorescence staining images of B) Tie2 and CldU and C) statistical analysis of Tie2^+^/CldU^+^ cells in uninjured and injured tendon at 3 dpi from *Nse‐Bmp4* mice. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01. Scale bar, 200 µm. Representative IF staining images of D) Tie2, SOX9, and Col2a and statistical analysis of E) Tie2^+^/SOX9^+^ cells in uninjured and injured tendon from WT mice. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05, N. S. indicated no significance. Scale bar, 200 µm. Representative IF staining images of F) Tie2, RUNX2 and BSP and G) statistical analysis of Tie2^+^/RUNX2^+^ cells in uninjured and injured tendon from WT mice. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01, N. S. indicated no significance (unpaired two‐tailed t‐test). Scale bar, 200 µm. H) Statistical analysis of the number of total MSCs and MSCs at G2/M phase in injured tendon of WT mice with either vehicle or clodronate liposome treatment at 3 dpi. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01, **** *p* < 0.0001. I) Statistical analysis of the number of total MSCs and MSCs at G2/M phase in injured tendon of *LysM‐Cre* and *LysM‐Cre*; *iDTR* mice with DT treatment at indicated time points after injury. (*n* = 4 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05. Representative IF staining images of J) SOX9 and RUNX2 and K) statistical analysis of SOX9^+^ or RUNX2^+^ cells in injured tendon from WT mice with either vehicle or clodronate treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 200 µm. L) Representative images and M) statistical analysis of safranine O^+^ area in injured tendon of WT mice with either vehicle or clodronate treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 200 µm. N) Representative images and O) statistical analysis of safranine O^+^ area in injured tendon of *LysM‐Cre and LysM‐Cre; iDTR* mice with DT treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 200 µm. P) Representative images and Q) statistical analysis of HO volume in injured tendon of WT mice with either vehicle or clodronate treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 200 µm. R) Representative microCT images and S) statistical analysis of HO in injured tendon of *LysM‐Cre* and *LysM‐Cre*; iDTR mice. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01. T) Representative safranine O^+^ area and V) microCT images and U) statistical analysis of safranine O^+^ area and W) HO volume in injured tendon of WT mice with MRC1 antibody (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01 **** *p* < 0.0001.

Following the same timeline used to observe MSCs in muscle, we next examined the MSC capacity for osteochondral differentiation in tendon at 7 dpi. Immunostaining analysis indicated that Tie2^+^ MSCs did not express SOX9 or RUNX2 in either uninjured tendon or injured tendon at 3 dpi (i.e., the proliferation stage), but showed high expression of SOX9 and RUNX2 at 7 dpi, implying that Tie2^+^ tendon MSCs could give rise to osteochondral lineages after proliferation (Figure 7D–G). At 21 dpi in tendon, Tie2^+^ MSCs expressed the mature chondrocyte marker, COL2a (Figure 7D) and expressed osteocyte marker, BSP, at 42 dpi (Figure 7F).

Additionally, we investigated whether macrophages also participate in fate determination of tendon‐resident cycling MSCs from 3 to 7 dpi via intravenous injection of clodronate liposomes (Figure S28A,B, Supporting Information). Following depletion of macrophages via either clodronate or by genetic depletion (*i.e*., *LysM‐Cre*; iDTR), we found that the total MSC and G2/M phase MSC populations were significantly decreased in injured tendon compared to that in controls (Figure 7H,I).^[^ ^37^ ^]^ Furthermore, the proportions of SOX9^+^ or RUNX2^+^ cells were also significantly lower in the injured tendon of clodronate‐treated WT mice compared to the vehicle group (Figure 7J,K). In addition, the chondrocyte abundance and HO formation were also inhibited following macrophage depletion by chemical or genetic methods (Figure 7L–S), while Safranine O^+^ cell numbers and HO volume were significantly lower in tenotomy mice given intravenous injection of MRC1 neutralizing antibody from 7 to 21 dpi compared to vehicle control mice (Figure 7T–W).

We then explored the effects of other immune cells on tendon MSC fate determination. Consistent with results in muscle, chemically or genetically induced depletion of either neutrophils or NK cells resulted in significantly impaired proliferation of tendon MSCs (Figure S29A–D, Supporting Information). Moreover, inhibition of CD4^+^ or CD8^+^ T cells led to significantly reduced chondrocyte differentiation and lower volume of HO in tendon tissue (Figure S30A–D, Supporting Information). DC and B cells did not affect HO formation (Figure S31A–H, Supporting Information). Taken together, these results supported the likelihood that the inflammatory niche could enhance aberrant proliferation and osteochondral differentiation of tendon MSCs.

### 2.8 Molecular Regulation of MSC by Immune Cells in the Inflammatory Niche

Based on our results showing that immune cells in the inflammatory niche can regulate MSC fate determination in muscle and tendon, we next sought to identify the molecular networks that potentially control MSC development during HO formation. To this end, we first investigated the transcription factors responsible for MSC proliferation and differentiation. 

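*Stat2* (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) in MSC lineage cells went from 31.8 CPM (95% interval 30.6 to 33.1) in Uninjured to 81.3 CPM (78.3 to 84.3) at 1 dpi, a ratio of 2.56 (2.42 to 2.70). For *Stat3* (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540) the ratio was 1.83 (1.76 to 1.89). At 3 dpi, *Stat2* had 47.9 CPM and *Stat3* 188 CPM. These are transcript levels of the factors, not the activity of their target sets.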

Regulon analysis revealed that *Stat* family genes, including *Stat3*, *Stat2* and *Stat1*, were more actively transcribed in cycling MSCs than in quiescent MSCs, suggesting that the JAK‐STAT signaling pathway contributed to inducing cell cycle entry in cycling MSCs (**Figure** **8**A). Further analysis of potential signals interaction between immune cells and MSCs at 1 dpi by CellChatDB identified 34 significant ligand‐receptor pairs that might contribute to aberrant proliferation in MSCs (Figure 8B). These pairs could be categorized into 17 distinct signaling pathways, including the OSM, TWEAK, TNF, THBS, SPP1, SEMA4, SELL, NCAM, VISFATIN, MIF, GALECTIN, ITGAL‐ITGB2, VCAM, IFN‐II, PARs, FN1 and COLLAGEN pathways.

**Figure 8:**
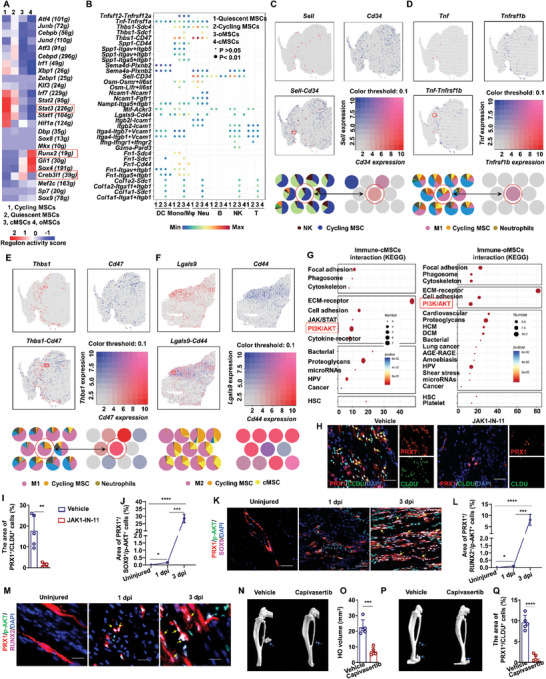
Molecular regulation of MSC by immune cells. A) Heatmap of the activity of the regulons of each subtype of MSCs. B) Molecular interaction pairs between immune cells (donors) and MSCs (recipients). C) Co‐expression pattern of *Sell* and *Cd34* in the spatial section and the spatial feature plots of *Sell* and *Cd34*‐enriched NK/MSC expansion units at 1 dpi. D) Coexpression pattern of *Tnf* and *Tnfrsf1b* in the spatial section and the spatial feature plots of *Tnf* and *Tnfrsf1b*‐enriched NK/MSC expansion units at 1 dpi. E) Co‐expression pattern of *Thbs1* and *Cd47* in the spatial section and the spatial feature plots of *Thbs1* and *Cd47*‐enriched NK/MSC expansion units at 1 dpi. F) Coexpression pattern of *Lgals9* and *Cd44* in the spatial section and the spatial feature plots of *Lgals9* and *Cd44*‐enriched NK/MSC expansion units at 3 dpi. G) KEGG analysis of immune‐MSC interaction pairs. H) IF staining and I) statistical analysis of the PRX1^+^/CldU^+^ MSCs in injured tendon with or without JAK inhibitor (JAK1‐IN‐11) treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01. Scale bar, 50 µm. J) IF staining and K) statistical analysis of the PRX1^+^/SOX9^+^/p‐AKT^+^ MSCs in injured tendon at different time points post injury. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. *** *p* < 0.001, **** *p* < 0.0001, Scale bar, 50 µm. M) IF staining and L) statistical analysis of the PRX1^+^/RUNX2^+^/p‐AKT^+^ MSCs in injured tendon at different time points post injury. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. *** *p* < 0.001, **** *p* < 0.0001, Scale bar, 20 µm. N) Representative microCT images and O) statistical analysis of muscle HO volume in *Nse‐Bmp4* mice after Capivasertib treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. *** *p* < 0.001. P) Representative microCT images and Q) statistical analysis of tendon HO volume after Capivasertib treatment. (*n* = 5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001.

Since MSCs undergo two pathophysiological processes to form HO, i.e., rapid proliferation followed by osteochondral differentiation, we next sought to identify signal molecules that played key roles in regulating these two processes. Following our above data that confirmed M1 macrophages, neutrophils, and NK cells promote MSC proliferation at 1 dpi, we therefore characterized the suite of immune cell‐derived molecules that might participate in driving proliferation. CellChatDB analysis was used to first identify ligand genes in NKs that could interact with receptors expressed in quiescent and/or cycling MSCs at 1 dpi, since our observation that quiescent MSCs transition to actively cycling MSCs suggested that immune cells initially interact with quiescent MSCs, then consistently interact with cycling MSCs. We found that the expression of eight ligand genes (*Sema4d*, *Sema4a*, *Mif*, *Itgb2*, *Itga4*, *Gzma*, *Sell* and *Pdgfb*) was increased in NK cells at 1 dpi (Figure S32, Supporting Information). 

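The small number of NK cells in Uninjured limits the precision of the ratios of 1 dpi to Uninjured. Among the ligand genes the paper lists for NK cells, *Pdgfb* (ENSMUSG00000000489, chromosome 15, 79995874 to 80014977) had a ratio of 2.02 (95% interval 1.24 to 3.49). The intervals of *Sema4d* at 1.30 (0.872 to 2.00), *Sema4a* at 1.24 (0.940 to 1.66) and *Mif* at 1.10 (0.918 to 1.33) included 1, as did those of *Itgb2* at 0.976 (0.819 to 1.17) and *Itga4* at 0.930 (0.801 to 1.08). *Gzma* (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) was 2.71-fold lower at 1 dpi (2.61 to 2.82). Over NK and T cells together, the largest increases under the rule for naming genes were *Igkc* 10.8-fold, *Ctla4* 8.69-fold, *P2ry10* 6.05-fold, *Ifi204* 5.94-fold and *Myb* 5.82-fold, and the largest decreases *Hbb-bs* 15.3-fold, *Csf2* 6.94-fold, *Hist1h2bc* 5.01-fold, *Hist1h2ap* 4.86-fold and *Ube2c* 4.72-fold.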

Subsequent Stlearn analysis of our scRNA‐seq data to identify possible interactions involving these ligands showed that *Sell* was expressed at the highest levels, and that a *Sell‐Cd34 pair* was distributed in the same spot occupied by NK/cycling MSCs (Figure 8C), implying that NK cell‐expressed *Sell* might promote MSC proliferation through interaction with *Cd34*. Additionally, seven ligand genes in neutrophils (*Ncam1*, *Osm*, *Sell*, *Sema4a*, *Sema4d*, *Thbs1* and *Tnf*) and four in M1 macrophages (*Gdf*, *Nampt*, *Thbs1* and *Tnf*) were identified as upregulated at 1 dpi (Figures S33 and S34, Supporting Information). Moreover, both of these populations showed high expression of *Thbs1* and *Tnf* at the same time, while Stlearn analysis indicated that *Tnf*‐*Tnfrsf1b* and *Thbs1*‐*Cd47* pairs were expressed in the same spots containing neutrophils, M1 macrophages, and cycling MSCs (Figure 8D,E). It should also be noted that *Tnf* and *Cd47* have been reported to promote activation of the JAK‐STAT signaling and cell proliferation,^[^ ^43^, ^44^, ^45^ ^]^ supporting the likelihood that these two signal pairs could contribute to aberrant proliferation of MSCs.

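Neutrophils at 1 dpi had a higher CPM than in Uninjured of 6 ligand genes the paper lists for them, each with an interval above 1. *Tnf* had a ratio of 9.32 (95% interval 3.97 to 28.8), *Ncam1* (ENSMUSG00000039542, chromosome 9, 49502136 to 49798925) 8.46 (95% interval 3.60 to 26.1) and *Thbs1* (ENSMUSG00000040152, chromosome 2, 118111876 to 118127133) 2.77 (95% interval 2.40 to 3.22). *Sema4d* had 1.97, *Osm* 1.61 and *Sema4a* 1.56. Mesenchymal transcripts in the neutrophil droplets of Uninjured lower the CPM of every neutrophil gene there. In monocytes and macrophages, *Nampt* (ENSMUSG00000020572, chromosome 12, 32819545 to 32853349) had a ratio of 4.15 (95% interval 3.35 to 5.20) and *Thbs1* 1.68 (95% interval 1.57 to 1.81). *Gdf* is not the symbol of a single gene in the deposited counts and was not assessed.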

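*Thbs1* in neutrophils had 617, 1709.5, 895 and 896 CPM in Uninjured, 1, 3 and 7 dpi, and *Tnf* 16.1, 149.6, 119 and 53.3 CPM. In monocytes and macrophages *Thbs1* had 563, 947, 1005 and 201 CPM, so it was as abundant at 3 dpi as at 1 dpi. *Tnfrsf1b* (ENSMUSG00000028599, chromosome 4, 145213463 to 145246870) in MSC lineage cells rose 1.64-fold (95% interval 1.51 to 1.77) from Uninjured to 1 dpi, to 29.5 CPM. *Cd47* (ENSMUSG00000055447, chromosome 16, 49800533 to 49915010) rose 1.11-fold (1.09 to 1.13), to 555 CPM. *Cd34* had a ratio of 1.24 (1.22 to 1.25).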

We next explored molecules potentially associated with osteochondral differentiation of MSCs in injured muscle. 

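*Runx2* (ENSMUSG00000039153, chromosome 17, 44495987 to 44814797) in MSC lineage cells rose from 7.83 CPM (95% interval 6.93 to 8.81) at 1 dpi to 31.0 CPM (29.6 to 32.5) at 3 dpi, a ratio of 3.96 (3.49 to 4.52). *Sox4* (ENSMUSG00000076431, chromosome 13, 28948919 to 28953713) rose 2.86-fold (2.69 to 3.04). *Gli1* (ENSMUSG00000025407, chromosome 10, 127329882 to 127341974), with 130 UMIs at 1 dpi and 102 at 3 dpi, was 2.00-fold lower (1.53 to 2.62) at 3 dpi. *Creb3l1* (ENSMUSG00000027230, chromosome 2, 91982328 to 92024502) fell from 212 CPM (207 to 217) at 1 dpi to 132 CPM (129 to 135) at 3 dpi. Transcript levels of these factors over all MSC lineage cells were measured here, while regulon activity in separate MSC subtypes was not rebuilt.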

Regulon analysis revealed that *Runx2*, *Gli1* and *Sox4* could be closely associated with osteogenic differentiation, whereas *Creb3l1* might regulate chondrogenic differentiation in MSCs (Figure 8A). Given our above finding that M2 macrophages, CD4^+^ and CD8^+^ T cells promote aberrant osteochondral differentiation of MSCs, we therefore sought to identify signal molecules from M2 macrophages that could influence cycling MSCs. This analysis identified the *Lgals9*, *Thbs1*, *Spp1*, *Osm* and *Gas6* genes as upregulated at 1 dpi. 

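Over all monocytes and macrophages, 3 of the 5 genes *Lgals9*, *Thbs1*, *Spp1*, *Osm* and *Gas6* had a higher CPM at 1 dpi than in Uninjured. *Lgals9* (ENSMUSG00000001123, chromosome 11, 78962974 to 78984946) had a ratio of 4.14 (95% interval 3.50 to 4.94) and *Osm* (ENSMUSG00000058755, chromosome 11, 4236420 to 4241026) 1.28 (95% interval 1.18 to 1.38), and *Thbs1* was also higher. *Gas6*, at 0.890 (0.651 to 1.24), did not change detectably. *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) was 1.21-fold lower (1.15 to 1.26) from summed UMIs. Its log2 ratio of -0.27 was 0.15 with thinned cells (95% interval -0.0503 to 0.36) and turned positive with cells picked by *Cd68* (0.84) and under ComBat (3.67). By the mean of log-normalized values, 5 of the genes were higher.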

Although CD4^+^ and CD8^+^ T cells could also interact with cycling MSCs (Table S14, Supporting Information). 

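The subclusters named CD4 and CD8 T cells held 27 and 14 cells of Uninjured, which widens the intervals of the ratios of 3 dpi to Uninjured. Another 284 Uninjured cells were in subcluster 4 (*Ccr7*, *Lef1*), which stayed unnamed and is not part of these ratios. *Itga4* (ENSMUSG00000027009, chromosome 2, 79255426 to 79333123) had a ratio of 3 dpi to Uninjured of 1.97 (95% interval 1.22 to 3.37) in CD4 T cells and 0.880 (95% interval 0.609 to 1.31) in CD8 T cells. *Mif* (ENSMUSG00000033307, chromosome 10, 75859353 to 75860240) had 0.737 (95% interval 0.467 to 1.22) in CD4 and 0.723 (95% interval 0.417 to 1.36) in CD8 T cells. Apart from *Itga4* in CD4 T cells, these intervals include 1, so no difference was detectable in the cells named.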

Although CD4^+^ and CD8^+^ T cells could also interact with cycling MSCs (Figure 6C), we found that *Itga4* and *Mif* were expressed at higher levels in both of these T cell types at 3 dpi compared to uninjured samples (Table S14, Supporting Information). It is noted that *Vcam1* (receptor of Itga4) and *Cd44* (receptor of *Mif*) were reported to promote chondrocyte differentiation.^[^ ^46^ ^]^ We found that *Lgals9* and *Ifng* were expressed at higher levels in both of these T cell types at 3 dpi compared to 1 dpi (Figure 8B). 

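From 1 to 3 dpi, *Ifng* (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) rose 2.07-fold (95% interval 1.82 to 2.36) in CD4 T cells and 1.41-fold (1.22 to 1.63) in CD8 T cells. *Lgals9* went the other way in CD4 T cells, with a ratio of 0.640 (0.440 to 0.924), and in CD8 T cells its ratio of 0.833 (0.547 to 1.27) was not detectably different from 1. In MSC lineage cells *Vcam1* (ENSMUSG00000027962, chromosome 3, 116109949 to 116129688) rose 1.51-fold (1.43 to 1.59) and *Cd44* (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) 3.26-fold (3.16 to 3.38).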

We found that *Lgals9* consistently interacted with cycling MSCs and cMSCs, but not oMSCs, suggesting that the *Lgals9*‐*Cd44* pair could promote chondrogenic differentiation (Figure 8B). Additionally, *Osm* also consistently interacted with cycling MSCs, rather than oMSCs (Figure 8B). Given that *Osm* has been shown to play a role in osteogenic differentiation,^[^ ^47^ ^]^ these results suggested that *Osm* expressed by M2 macrophages cells at 3 dpi might influence cycling MSC differentiation into oMSCs. Stlearn analysis showed that *Lgals9*‐*Cd44* (the latter of which may promote CREB signaling—a likely factor in chondrocyte differentiation^[^ ^48^ ^]^ were expressed in the same spots containing M2 macrophages, cycling MSCs, and cMSCs (Figure 8F). These collective results identified candidate signal molecules specific to each inflammatory immune cell type in injured muscle that could potentially interact with cycling MSCs in close proximity to stimulate their proliferation and differentiation, leading to HO formation. Since *Tnf*‐*Tnfrsf1b* and *Thbs1*‐*Cd47* could activate JAK/STAT signaling, which is also important for transitioning quiescent MSC into the cycling stage according to Regulon analysis (Figure 8A), we revealed that JAK/STAT inhibitor, JAK1‐IN‐11, significantly inhibited the proliferation of MSCs (Figure 8G,H). Regarding osteochondral differentiation of MSCs, we performed the signaling pathway (KEGG) analysis for immune‐MSC interaction molecular pairs using scRNA‐seq and spatial transcriptome database and found that genes associated with PI3K/AKT signaling pathway was enriched in both immune‐cMSCs and immune‐oMSCs interaction, suggesting that PI3K/AKT signaling regulates aberrant osteochondral differentiation of MSC during HO formation (Figure 8I and Figure S35, Supporting Information). Immunofluorescence staining confirmed that PRX1^+^/SOX9^+^ cells and PRX1^+^/RUNX2^+^ cells at 3 dpi expressed higher level of phosphorylated AKT, compared to PRX1^+^/SOX9^−^/RUNX2^−^ MSCs in uninjured tibial muscle and injured tibial at 1 dpi (Figure 8J–M). Moreover, we applied Capivasertib, an inhibitor of AKT kinase, to treat BMP4‐dependent HO mice and traumatic tenotomy HO mice and found that Capivasertib effectively inhibit the HO formation (Figure 8N–Q). These results substantiate the indicated molecular mechanism of HO.

## 3 Discussion

MSCs are heterogenous, multipotent stem cell population that play a well‐established role in muscle and tendon repair after trauma but can also initiate aberrant osteochondral differentiation and eventual heterotopic ossification, the lineage dynamics and cellular molecular mechanisms of which have remained incompletely understood. Here, we found that quiescent MSCs can transition into cycling MSCs before differentiating into two specialized osteo‐ or chondrogenic progenitors, and potentially form heterotopic endochondral bone in soft tissues. Moreover, our results indicate that fate determination in these stem/progenitor cells is regulated by immune cells, including macrophages, neutrophils, NK cells and T cells, in the inflammatory niche. Exploration of immune cell diversity and network interactions suggested that M1 macrophages, neutrophils and NK cells may stimulate cell cycling and proliferation in MSCs, possibly through *Sell*‐, *Tnf*‐ and *Thbs1*‐mediated activation of STAT signaling, whereas *Lgals9* expressed by M2 macrophages and *Ifng* expressed by CD4^+^ and/or CD8^+^ T cells might promote osteochondral differentiation. Characterization of this cellular diversity and post‐injury MSC differentiation trajectory during HO formation suggests that MSC fate determination is mechanistically governed by osteoimmunological signaling from the inflammatory niche and points to several potential therapeutic targets for HO treatment.

The subsets of resident MSCs differ among tissues, and muscle resident MSCs, i.e., fibroadipogenic progenitors (FAP), give rise to myofibroblasts, adipocytes, and osteochondral lineage cells.^[^ ^32^, ^33^ ^]^ ScRNA‐seq and lineage tracing assays in this study revealed that, after muscle or tendon injury, MSCs follow a stepwise developmental progression from quiescent MSCs to cycling MSC at 1 dpi, then differentiate into cMSC or oMSC subpopulations at 3 dpi, which respectively differentiate into chondrocytes at 7 dpi or remain quiescent oMSCs in perichondrium of heterotopic cartilage. It is noteworthy that this aberrant MSC differentiation we observed in soft tissues strongly resembles the progression of endochondral bone formation occurring under physiological conditions.^[^ ^49^ ^]^ We also observed that MSC lineage cells showed highest outgoing and incoming interactions with other cell types, i.e., they potentially regulated immunogenicity of immune cells and could also be contingent on immune cells. Cycling MSCs showed highest incoming interaction score, which represents they will receive most ligands and activate associated signaling pathways during HO formation; this raises the central hypothesis that immune cells is critical to trigger quiescent MSC transition and cycling MSC differentiation. cMSCs and oMSCs emerged after cycling MSC and also interacted with immune cells, which could initiate the aberrant osteochondral differentiation.

Skeletal muscle tissues are known to retain a larger pool of quiescent stem or progenitor cells for tissue repair than other tissues,^[^ ^50^ ^]^ which is consistent with our results showing rapid MSC proliferation in injured muscle of HO model mice. Thus, inhibiting MSC proliferation, for instance by blocking STAT pathway activation via targeting the *Sell*‐*CD34*, *Tnf*‐*Tnfrsf1b* and *Thbs1*‐*Cd47* ligand‐receptor pairs, might suppress HO but could also hinder repair of skeletal muscle. Results in this work show that STAT pathway genes are upregulated in cycling MSCs after muscle or tendon injury, especially targets of *Stat3* and *Stat1* known to play a role in cell proliferation among other processes.^[^ ^51^ ^]^ Interestingly, inhibition of JAK1/2 could prevent neurogenic HO.^[^ ^52^ ^]^ We noted that both traumatic HO and FOP share some common features in pathology, i.e., injury‐induced inflammatory response will promote or accelerate heterotopic endochondral bone formation in the soft tissues. However, there are still difference between two types of HO, *i.e*., FOP is caused by gain‐of‐function mutations of ACVR1 and subsequent hyperactivation of BMP signaling pathway, whereas tHO might be closely associated with TGFβ signaling activation.^[^ ^53^ ^]^ Future work will investigate whether any of these STAT pathway molecules might serve as specific targets for alleviating HO.

Upregulation of *Cd44* in cycling MSCs could activate *Creb3l1* and/or *Runx2* expression, which respectively promote chondrogenic and osteogenic differentiation. Since *Cd44* is expressed in both chondrocytes and osteoblasts, we speculated that *Cd44* signaling could be involved in osteochondral differentiation. Furthermore, disrupted CD44 expression (fragment) is enhanced in osteoarthritis (OA) patients.^[^ ^48^ ^]^ We found that M2 macrophages at the injury site express *Lgals9*, which could activate *Cd44* on nearby cycling MSCs, and macrophages reportedly promote HO formation, suggesting *Cd44* participates in both chondrogenic and osteogenic differentiation. The OSM‐OSMR pair has also been shown to play an essential role in osteochondral differentiation,^[^ ^47^ ^]^ and was especially activated during aberrant chondrogenic differentiation in this study. Our evidence showing that the same pathways for endochondral bone formation are involved in HO suggest that these targets might be exploited for engineering bone regeneration in future therapeutic development.

So‐called “niches” include both specific anatomical locations as well as the resident stem and immune cells required to regulate tissue generation, maintenance, and repair.^[^ ^54^ ^]^ Niche populations serve as a reservoir to mitigate depletion, provide context/signaling to ensure functionality of its specific constituent somatic stem cell populations, and suppress excessive proliferation via signaling that balances stem cell proliferation and fate determination with host requirements.^[^ ^55^ ^]^ Tissue‐resident stem cells display remarkable plasticity in damaged regions where inflammatory cells also accumulate to form the inflammatory niche in reparative responses.^[^ ^56^ ^]^ MSCs have the capacity for multipotent differentiation, especially in HO formation, and future work will explore the full diversity of the in vivo MSC niche. We identified several immune cells recruited to the lesion that form a niche with resident MSCs. Our scRNA‐seq and spatial transcriptomic analysis revealed that the immune cell types interacting with MSCs differ among MSC developmental stages. Macrophage‐derived TGFb1, activin A, and BMPs are essential for osteochondral differentiation in MSCs.^[^ ^57^ ^]^ In addition, macrophages exhibit dynamic shifts in their role in the inflammatory niche, with M1 macrophages inducing apoptosis in cartilage while M2 macrophages promote cartilage hypertrophy and ectopic bone formation.^[^ ^49^ ^]^ However, our results indicate that M1 macrophages consistently interact with quiescent and cycling MSCs after muscle injury to promote proliferation and preferential osteochondral differentiation in HO development. Moreover, the M1 macrophage population transitions to an M2 type, promoting chondrocyte and osteocyte formation.

We noted that macrophages (clusters 3 and 6) in uninjured state expressed *Mrc1* and could be associated with tissue homeostasis maintenance as a population of tissue‐resident macrophages. Clusters 4 and 5 consisted of monocytes, likely serve as a reservoir for tissue‐specific macrophages. After injury, cluster 2 monocytes and cluster 1 macrophages expressed *Tnf* and increased rapidly, indicating their role as inflammation‐responsive M1 monocytes/macrophages. However, at 3 dpi, clusters 3, 4, 5 and 6 were reassembled. Particularly, cluster 3 macrophages (*Mrc1* ^+^) showed a significant increase at 3 dpi, suggesting that these macrophages were initiating the repair process. By 7 dpi, tissue‐repairing macrophages persisted at levels comparable to those in uninjured tissue, indicating a completion of the macrophage‐mediated tissue repair process. Therefore, the function of macrophages undergoes dynamic changes compared to the uninjured state.

Additionally, we found that M1 macrophages, but not M2 macrophages, occurred only at 1 dpi. Pre‐treatment of clodronate could inhibit the M1 macrophages at 1 dpi. At this time point (1 dpi), M1 macrophage–MSC interaction was examined, without perturbation of M2 macrophages. When explore the interaction between M2 macrophages and MSCs, we applied MRC1 neutralizing antibody to specifically inhibit M2 macrophages. Considering that M1 and M2 macrophages respectively affect MSCs proliferation and osteochondral differentiation, we used clodronate to deplete both M1 and M2 macrophages along proliferation and differentiation stage and hope to inhibit HO formation and in this experiment, clodronate indeed potentially inhibit the M1 macrophages at early stage and subsequent occurrence of M1‐derived M2 macrophages, but this result demonstrated that macrophages’ contribution in HO formation. These findings underscore the critical role of macrophages in tissue repair and their potential impact on HO formation.

Taken together, we revealed a stepwise amplifying strategy for osteochondral differentiation of MSCs during HO formation. The disclosure of spatiotemporal patterning of inflammatory niche at single‐cell resolution provides key insights into the intrinsic nature of MSC and their progeny as well as the osteoimmunological interaction for networking and functioning, although the molecular mechanism of environmental cues in shaping MSC development requires further exploration. Our study will provide the molecular landscape of osteoimmunological interactions that occur during aberrant osteochondral differentiation that could be useful for HO treatment.

## 4 Experimental Section

### Mice

*Nse‐Bmp4* transgenic mice (C57BL/6 background) were provided by Dr Kan Lixin (Northwestern University, USA). As described previously, the *Nse‐Bmp4* transgene was constructed by cloning a 1246‐bp fragment containing the murine *Bmp4* cDNA downstream of the rat neuron‐specific enolase (*Nse*) promoter and upstream of an SV40 polyadenylation signal. C57BL/6 background *Tek‐Cre*, *LysM‐Cre*, *Itgax‐Cre*, *Lck‐Cre*, *Rosa26^mT/mG^* and *Rosa26^iDTR^* mice were purchased from Jackson laboratories. *Ly6G‐Cre* mice were purchased from Shanghai Model Organisms Center, Inc. *Tek‐Cre* mice were mated with *Rosa26^mT/mG^* mice to obtain *Tek‐Cre*; *Rosa26^mT/mG^* mice for tracing *Tek* ^+^ MSCs development after soft tissues injury. *Tek‐Cre*, *LysM‐Cre*, *Itgax‐Cre*, *Lck‐Cre* and *Ly6G*‐*Cre* mice were mated with *Rosa26^iDTR^* mice to obtain *LysM‐Cre*; *Rosa26^iDTR^*, *Itgax‐Cre*; *Rosa26^iDTR^*, *Lck‐Cre*; *Rosa26^iDTR^* and *Ly6G*‐*Cre*; *Rosa26^iDTR^* mice respectively. All mice were bred and maintained under SPF conditions with 12 h dark/light cycle, regular chow diet, 24 °C temperature, and 60% humidity. All experimental procedures involving mice were carried out as prescribed by the National Guidelines for Animal Usage in Research (China) and were approved by the Ethics Committee of Anhui Medical University (reference: LLSC20210807; Hefei, China).

### HO Model Mice

BMP4‐dependent HO was induced by Cardiotoxin (CTX) injury of tibial muscle in *Nse‐Bmp4* mice, according to previous reports.^[^ ^17^ ^]^ For tenotomy HO model, mice were anesthetized with 1% pentobarbital sodium. The skin was incised to expose the Achilles tendon. The Achilles tendon received 20 times of repeated clamping by the hemostatic forceps and then was cut by the scissors. Finally, the skin was closed with sutures.^[^ ^58^ ^]^

### scRNA‐seq Data Preprocessing

Uninjured and injured tibial muscles at 1, 3 and 7 dpi from *Nse‐Bmp4* mice (3 tibial muscles were mixed for one group) were harvested and performed the scRNA‐seq assay using 10× genomics platform. The Cell Ranger software pipeline (10× Genomics, version 5.0.0) was used to demultiplex cellular barcodes, map reads to the genome and transcriptome using the STAR aligner, and down‐sample reads as required to generate normalized aggregate data across samples, producing a matrix of gene counts versus cells. Using the R package Seurat (version 3.1.1), the unique molecular identifier (UMI) count matrix was processed. To remove low‐quality cells and likely multiplet captures, cells were filtered out with UMI/gene count values that were more than 2 standard deviations from the mean, assuming a Gaussian distribution of each cells' UMI/gene numbers. Visual inspection of cell distributions was used to further discard low‐quality cells where >10% of the counts belonged to mitochondrial genes. Additionally, the DoubletFinder package (version 2.0.2) was applied to identify potential doublets. After applying these quality control criteria, single cells were included in downstream analyses. Library size normalization with the NormalizeData function in Seurat was performed to obtain the normalized count. Specifically, the global‐scaling normalization method was used “LogNormalize,” which normalized the gene expression measurements for each cell by the total expression, then multiplied by a scaling factor (10 000 by default) and log‐transformed the results. Top variable genes across single cells were identified using the method described in Macosko et al. The most variable genes using the FindVariableGenes function were selected (mean.function = FastExpMean, dispersion.function = FastLogVMR) in Seurat. The RunPCA function was then used in Seurat to perform principal component analysis (PCA) to reduce the dimensionality [A4] of the data. Finally, graph‐based clustering was performed to cluster cells according to their gene expression profile using R based on the hypergeometric distribution.

### Regulon Analysis

Regulon analysis was performed by The SCENIC package, which was run using the motifs database for RcisTarget and GRNboost with the default parameters. In detail, transcription factor (TF) binding motifs over‐represented on a gene list with RcisTarget package were identified. The activity of each group of regulons in each cell was scored by AUCell package. To evaluate the cell type specificity of each predicted regulon, the regulon specificity score (RSS) was calculated, which was based on the Jensen‐Shannon divergence (JSD), a measure of the similarity between two probability distributions. The connection specificity index (CSI) for all regulons was calculated with the scFunctions (https://github.com/FloWuenne/scFunctions/) package.

### Spatial Transcriptome Analysis

Uninjured and injured tibial muscles at 1, 3 and 7 dpi from *Nse*‐*Bmp4* mice were cut into s 4–5 mm pieces and treated with cleanroom wipers. After removing blood stains on the tissue surface, fresh tissue was embedded with OCT then snap frozen at −80 °C. Cryosections were cut at 10 µm thickness, mounted onto the ST arrays. Next, the tissue was dehydrated with isopropanol for 1 min followed by staining with H&E. Slides were mounted in 80% glycerol and brightfield images were taken on 3D HISTECH Pannoramic MIDI FL, whole‐slide scanner at 40× resolution. Unstaining cryosections were then for library preparation, tissue optimization, on‐slide tissue permeabilization, cDNA synthesis, library construction and sequencing. Finally, the generated FASTQ files were processed and aligned to mouse reference genome using Space Ranger software (version 2.0.1) from 10X genomics, with unique molecular identifier (UMI) counts summarized for each barcode. To distinguish tissue overlaying spots from the background, tissue overlaying spots were detected according to the images. The filtered UMI count matrix was then analyzed using Seurat (version 4.1.0) R package. To infer the cell‐type composition of each spot, SPOTlight (version 0.1.2) was applied with default parameters. Specifically, A non‐negative matrix decomposition (NMF) based deconvolution algorithm was used to infer the cell composition of each spot by combining single‐cell transcriptome data (scRNA‐seq) and cell type marker gene information with spatial transcriptome data. The diameter of a spot is 50 µm. there are on average 1–10 cells per spot depending on tissue type. Differentially expressed genes (DEGs) were selected using the Seura function FindMarkers (test.use = presto). *P* value < 0.05 and |log2foldchange| > 0.58 was set as the threshold for significantly differential expression. GO enrichment and KEGG pathway enrichment analysis of DEGs were respectively performed using R (version 4.0.3) based on the hypergeometric distribution.

### MicroCT

Mouse hindlimbs were harvested and imaged after injury at different time points. To quantitatively measure the HO volume and bone parameters, microCT (Skyscan 1176, Bruker) was used with the setting parameters of 180° rotation, constant 90 kV voltage, and a voxel size of 72 µm. 3D images were reconstructed with SkyScan software. The HO region was first outlined by the ROI module and then quantified by individual 3D object analysis.

### Histology Analysis

WT and *Nse‐Bmp4* mouse hindlimbs with or without injury were harvested at different time points and then were subjected to the indicated staining. Briefly, hindlimbs were fixed at 4 °C in 4% paraformaldehyde or 10% neutral‐buffered formalin. Samples were then decalcified in 20% (m/v) EDTA solution for 4–6 weeks at 4 °C until deformable manually. Bones were paraffin‐embedded and 10 µm sections were cut and stored at −20 °C. Paraffin sections were selected for dewaxing and then HE staining (HE staining Kit, G1120, Solaribio), Saffron‐O staining (modified safranine O‐fast green FCF cartilage staining Kit, G1371, Solarbio) and Masson trichrome staining (Masson trichrome staining kit, BP‐DL023, Sbjbio) assays were performed according to the manufacturer's instructions.

### Immunofluorescence Assays

Immunostaining for different markers was performed as previously described.^[^ ^59^ ^]^ Briefly, sections were prefixed with 4% paraformaldehyde in PBS. Nonspecific binding was blocked with 10% normal goat serum diluted in 1% bovine serum albumin (V900933, Sigma) and 0.25% Triton X‐100 (X100, Sigma) for 1 h at room temperature. For CldU staining, one day before injury, CldU (42.5 mg kg^−1^) was injected intraperitoneally into adult (>1 month old) *Nse‐Bmp4* mice three times per day. After CTX injury or tenotomy injury at indicated time point, the mice were sacrificed, and the tissues were harvested. sections were first denatured by incubating the sections in 2 n HCl for 30 min at 37 °C, neutralized with 0.1 m sodium borate, pH 8.5, for 10 min at room temperature, rinsed twice with PBS. Then, sections were then incubated with primary antibodies diluted with 1% BSA + 0.25% Triton X‐100 at 4 °C overnight (the primary antibodies used in this study are listed in Table S15, Supporting Information). After washing, the sections were incubated with appropriate secondary antibodies (Alexa Fluor 488‐ or Alexa Fluor 594‐conjugated antibodies) diluted with 1% BSA + 0.25% Triton X‐100 in the dark at room temperature for 2 hand counterstained with 4,6‐diamidino‐2‐phenylindole (1:4000). Other immunostaining assays were directly performed from blocking step. All fluorescence microscopy images were acquired using a ZEISS Axio Observer (Carl Zeiss).

### Drugs or Neutralizing Antibodies Treatment In Vivo

C57BL/6 background *Nse‐Bmp4* and/or WT mice (*n* = 4–6) were treated with either clodronate or PBS liposomes (CP‐005‐005, 200 µL per mouse, Liposoma) through i.p. injection according to the protocols in the indicated experiments. Regarding neutrophils, CD3^+^, CD4^+^ and CD8^+^ T cells depletion, injured *Nse‐Bmp4* mice with neutralizing antibodies were treated, including Ly6G (BE0075‐1, 500 µg in 100 µL PBS per mouse, BioXCell), CD3 (A2104, 50 µg in 100 µL PBS per mouse, Selleck), CD4 (A2101, 200 µg in 100 µL PBS per mouse, Selleck), CD8 (A2102, 200 µg in 100 µL PBS per mouse, Selleck) and Asialo GM1 (986‐10001, 20 µL per mouse, Wako Pure Chemical corporation) via tail vein injection at the indicated time points. Inhibitors of JAK (MCE, JAK1‐IN‐11) and AKT (MCE, Capivasertib) were i.p. injected into the indicated mice. The readouts of these treatments included a) the numbers of MSCs and their subpopulations at different time points and b) microCT parameters (for HO volume quantification analysis).

### Flow Cytometry

Quantification of macrophages and myeloid cells was performed by flow cytometry. In brief, injured site cells of mouse muscle and tendon were harvested, washed, and incubated for 20 min at 4 °C in phosphatase buffered saline (PBS) containing the anticipated antibodies (see Table S15, Supporting Information). Next, the cells were analyzed using Cytoflex (Beckman).

### Statistical Analysis

Unless otherwise noted, data are presented as the mean ± s.d. of biological replicates (independent animals/independent experiments; the numbers (*n*) are specified in each figure legend). Unpaired two‐tailed Student's t‐tests were used to determine the significance of differences between two groups. One‐way ANOVA is applied into multiple comparisons with a single factor. *P* < 0.05 was considered statistically significant (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001, and **** *p* < 0.0001).

### Data Availability

The RNA‐sequencing data are deposited in GEO (accession number: GSE246445 and GSE246448). scRNA‐seq data of tibial muscle in normal mice were from GEO database (GSE138826). The antibodies used are shown in Table S15 (Supporting Information). The data that support the findings of this study are available from the corresponding author upon request. Additionally, images in Graphic abstract and Figure 1A were created in BioRender. com (Lience: BioRender. com/z20a072).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

C.K. and Z.T. contributed equally to this work. H.Z., C.K., and H.F. conceived and conducted the project. H.Z. supervised the project. C.K. and H.Z. wrote the paper. C.K., Z.T., W.W., H.F., J.Y., Y.Z., X.L., Q.C., L.C., C.P., L.Z., K.L., J.Z., C.Z., H.W., and Y.L. performed the experiments and data analysis. H.W. and L.Z. contributed to the experimental design and execution.

## Supporting information

Supporting Information

Supporting Tables

## Data Availability

The data that support the findings of this study are openly available in GEO at https://www.ncbi.nlm.nih.gov/geo/, reference number 246445, 246448 and 138826.

# Supplementary material for: Spatiotemporal Analysis of Mesenchymal Stem Cells Fate Determination by Inflammatory Niche Following Soft Tissue Injury at a Single‐Cell Level
**Source:** Adv Sci (Weinh). 2024 Sep 23;11(43):2310282. doi: 10.1002/advs.202310282
**Supplement:** Supplementary file 1 — Supporting Information

**Supplemental information**

**Spatiotemporal analysis of mesenchymal stem cells fate determination by** **inflammatory niche following soft tissue injury at a single-cell level**

**Chen Kan, Zhenya Tan, Haitao Wang, Wei Wang, Jiazhao Yang, Ya Zhang, Xiaoling Lu, Qirong Cheng, Lanyi Chai, Chao Peng, Jicheng Zhu, Chenghang Zhu, Hailin Wang, Li Zhan, Keqiong Lin, Yakun Liu, Lingqiang Zhang, Haitao Fan, Hong Zheng**

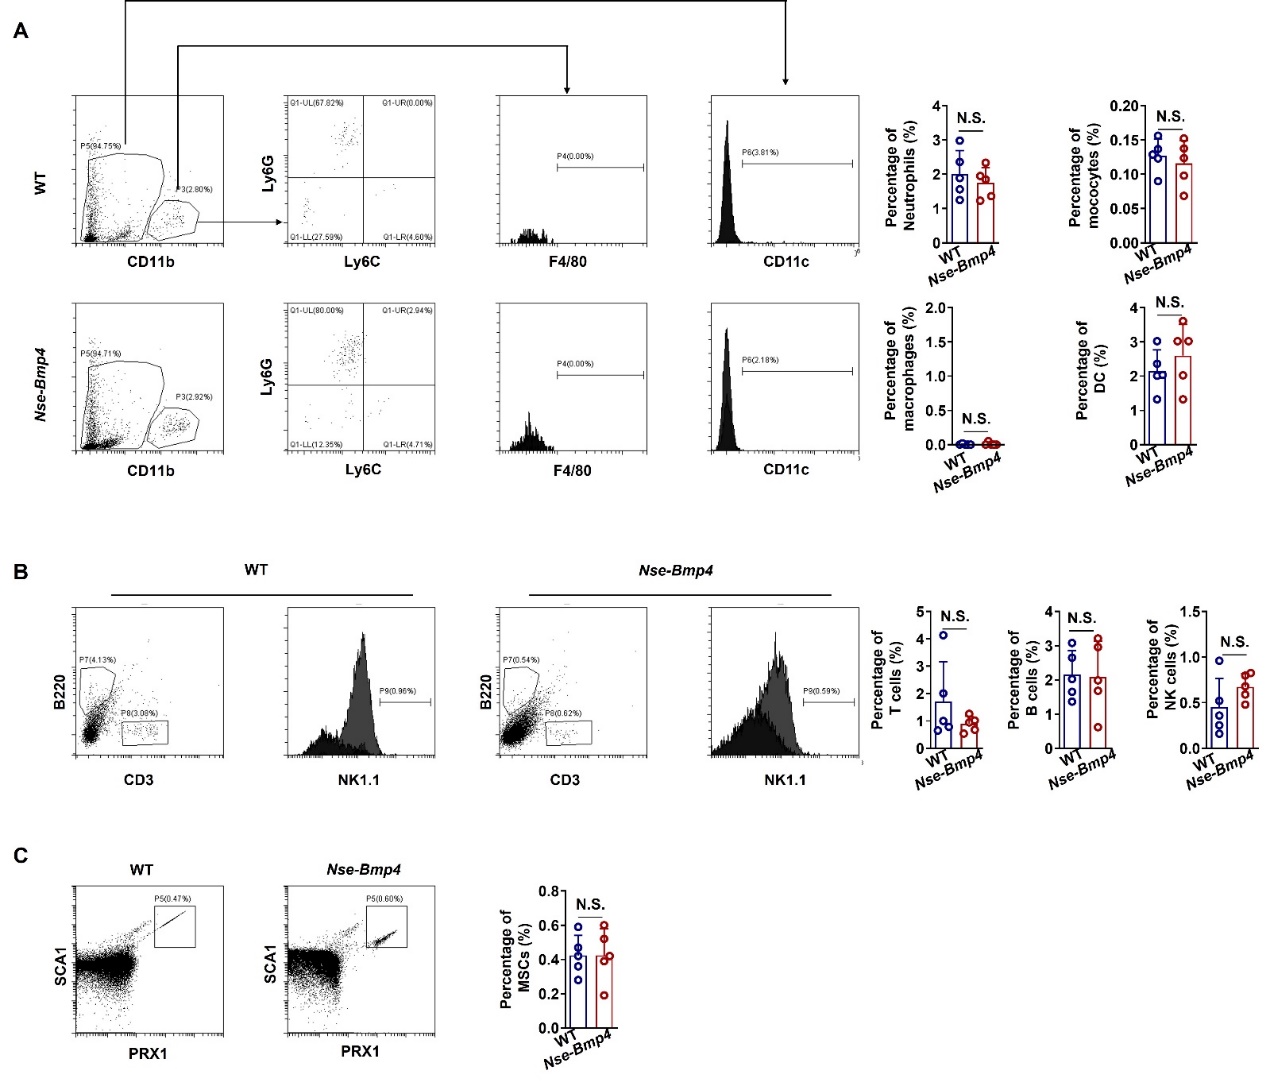

**Figure S1. There was no significant difference in the profile of immune cell and MSCs between uninjured WT and *Nse*-*Bmp4* mice**. (**A**) Representative flow cytometry analysis and statistical analysis of innate immune cells in uninjured tibial muscle of WT and *Nse-Bmp4* mice (n=5 per group). Data are presented as mean ± SD of biological replicates. N.S. indicated no significance. (**B**) Representative flow cytometry analysis and statistical analysis of adaptive immune cells in uninjured tibial muscle of WT and *Nse-Bmp4* mice (n=5 per group). Data are presented as mean ± SD of biological replicates. N.S. indicated no significance. (**C**) Representative flow cytometry analysis and statistical analysis of PRX1^+^/SCA1^+^ MSCs in uninjured tibial muscle of WT and *Nse-Bmp4* mice (n=5 per group). Data are presented as mean ± SD of biological replicates. N.S. indicated no significance.

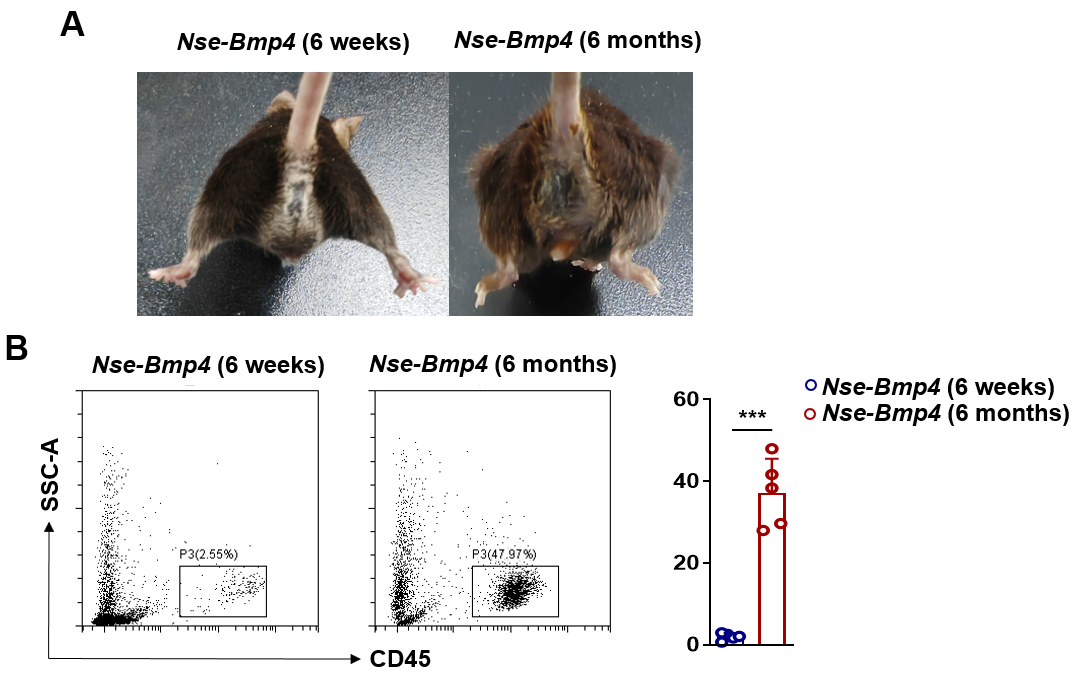

**Figure S2. Identification of the limb phenotype of *Nse*-*Bmp4* mice**. (**A**) Representative hind limb images of uninjured *Nse-Bmp4* mice at 6-weeks old and 6-months old. (**B**) Representative flow cytometry analysis and statistical analysis of CD45^+^ cells in tibial muscle of *Nse-Bmp4* mice at 6-weeks old and 6-months old (n=5 per group). Data are presented as mean ± SD of biological replicates. *** *p* < 0.001.

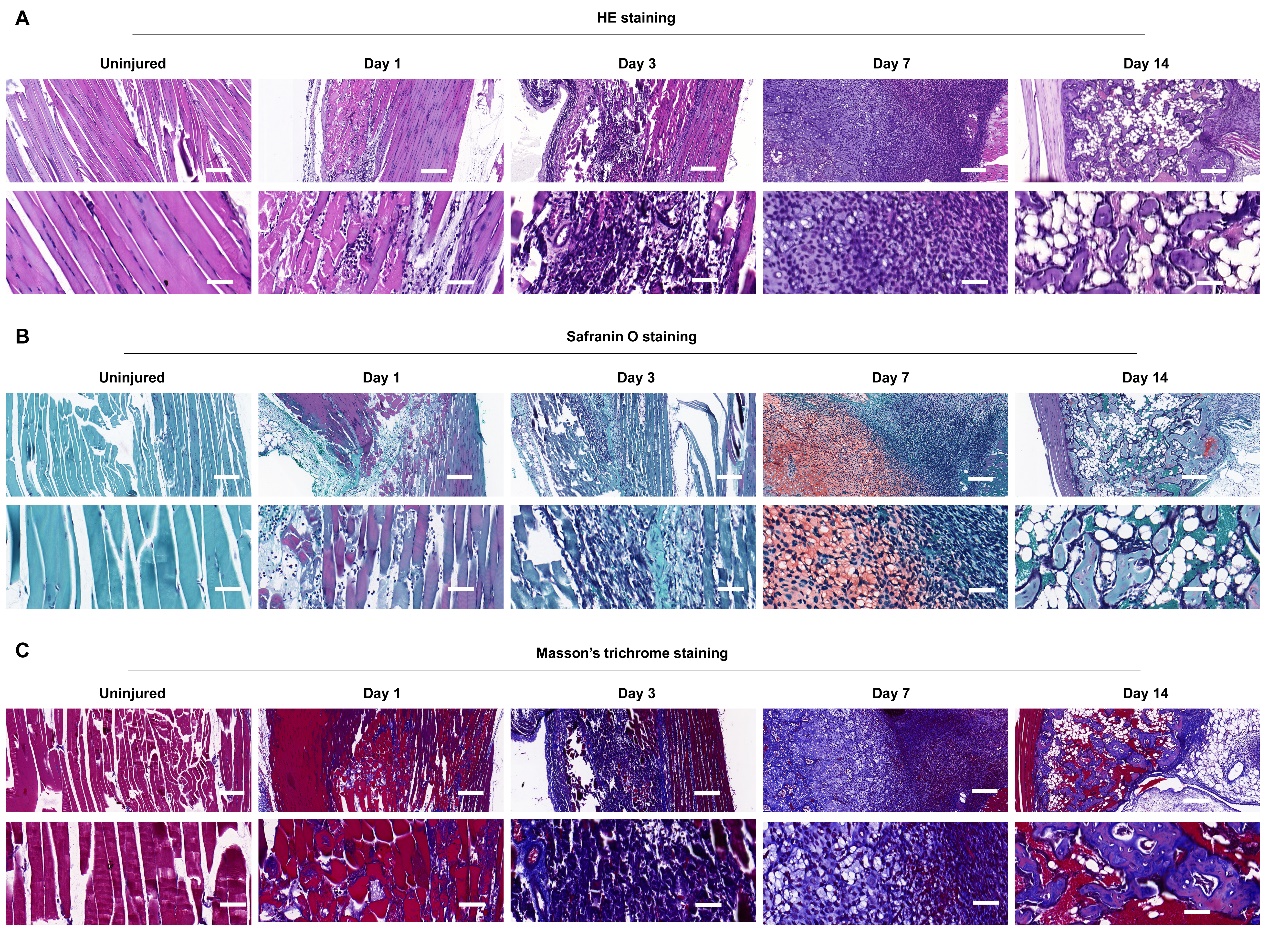

**Figure S3. Histologic analysis of the HO development in tibial muscle of *Nse-Bmp4* mice following injury**. (**A**) Representative HE staining images of uninjured and injured tibial muscle of *Nse-Bmp4* mice at different time points post injury (*i.e*., 1, 3, 7 and 14 dpi). (**B**) Representative Safranine O and fast green staining images of uninjured and injured tibial muscle of *Nse-Bmp4* mice at different time points post injury (*i.e*., 1, 3, 7 and 14 dpi). (**C**) Representative Masson staining images of uninjured and injured tibial muscle of *Nse-Bmp4* mice at different time points post injury (*i.e*., 1, 3, 7 and 14 dpi).

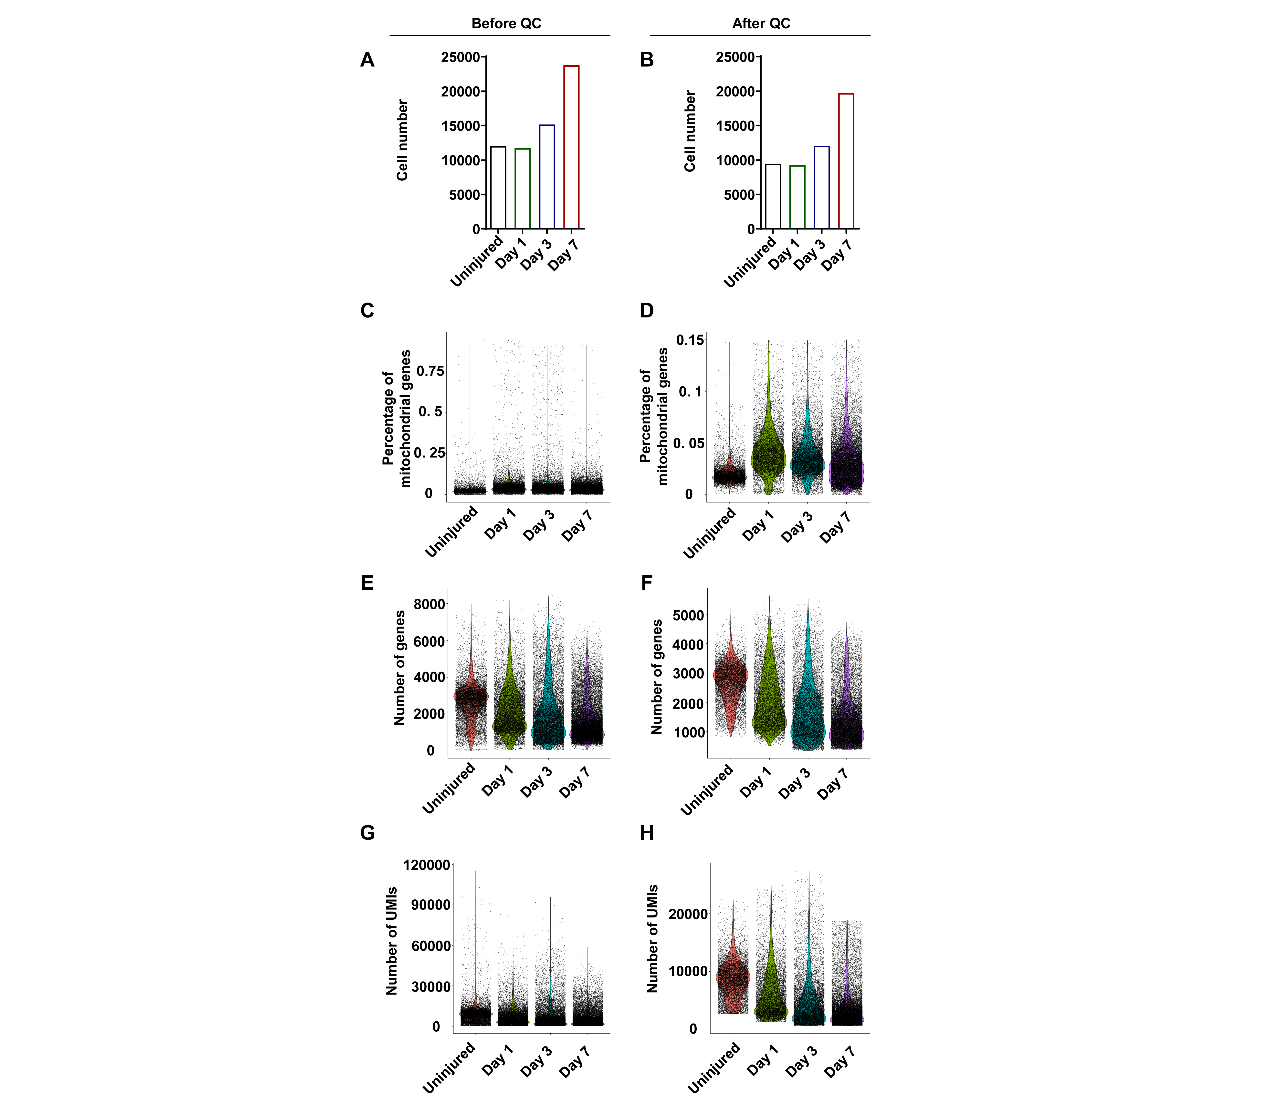

**Figure S4. Quantification of the cells from tibial muscle of *Nse-Bmp4* mice for scRNA-seq assay**. (**A**) Bar plot showing the number of sequenced cells collected at different time points. (**B**) Bar plot showing the number of qualified cells for further bioinformatics analyses. (**C-H**) Quantification of the percentage of mitochondrial genes, number of UMIs and number of detected genes per cell before (**C, E and G**) and after (**D, F and H**) cell filtering.

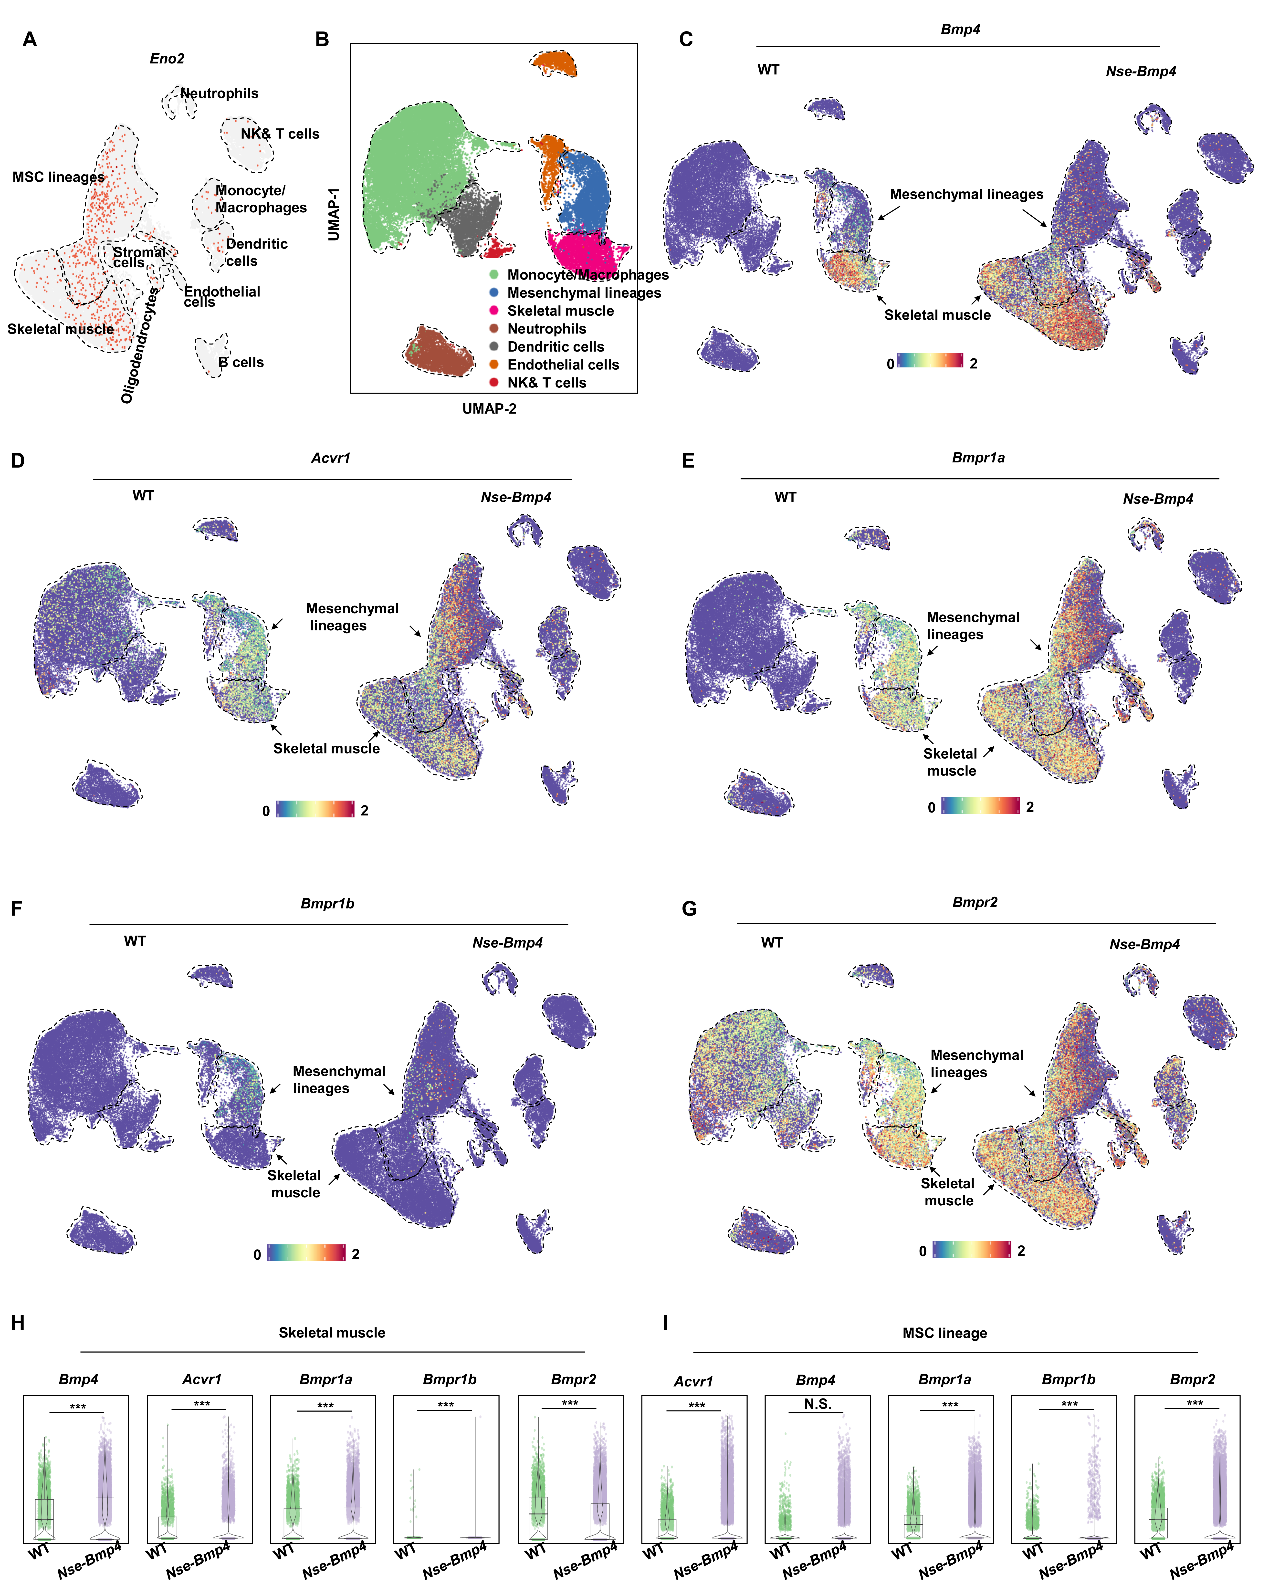

**Figure S5. The expression of BMP signaling pathway-associated genes increases in *Nse*-*Bmp4* mice using scRNA-seq analysis.** (**A**) Feature plot of *Nse* (*Eno2*) in skeletal muscle of *Nse*-*Bmp4* mice with or without injury. (**B**) UMAP visualization of diverse cell types in skeletal muscle of WT mice with or without injury. (**C-G**) Feature plot images of *Bmp4* (**C**), *Acvr1* (**D**). *Bmpr1a* (**E**), *Bmpr1b* (**F**) and *Bmpr2* (**G**) in tibial muscle of WT and *Nse*-*Bmp4* mice with or without injury. (**H, I**) Viloin plot images of *Bmp4*, *Acvr1*. *Bmpr1a*, *Bmpr1b* and *Bmpr2* in muscle cells (**H**) and MSC lineage cells (**I**) of tibial muscle of WT and *Nse*-*Bmp4* mice.

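Violin plots of this kind show, for each cell, the log-normalized level of a gene. For *Nse-Bmp4* mice the same genes can be given as sums. The BMP type I receptor *Bmpr1a* (ENSMUSG00000021796, chromosome 14, 34410734 to 34503341) had 59.5, 67.1, 60.4 and 59.9 CPM in MSC lineage cells of Uninjured, 1, 3 and 7 dpi and 39.6, 76.1, 56.8 and 50.2 CPM in the *Pax7* and *Myog* muscle clusters. *Acvr1* (ENSMUSG00000026836, chromosome 2, 58388644 to 58567157) had 23.8, 27.3, 35.0 and 41.1 CPM in MSC lineage cells and 20.1, 33.6, 34.9 and 27.6 CPM in muscle clusters. *Bmpr2* (ENSMUSG00000067336, chromosome 1, 59763400 to 59879014) had 70.5, 98.1, 93.0 and 60.2 and 52.7, 127, 67.9 and 60.3 CPM. *Bmpr1b* (ENSMUSG00000052430, chromosome 3, 141837136 to 142169425) was near the counting limit in Uninjured MSC lineage cells, at 0.0646 CPM (5 UMIs), and reached 5.80 CPM (95% interval 5.20 to 6.44) at 7 dpi.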

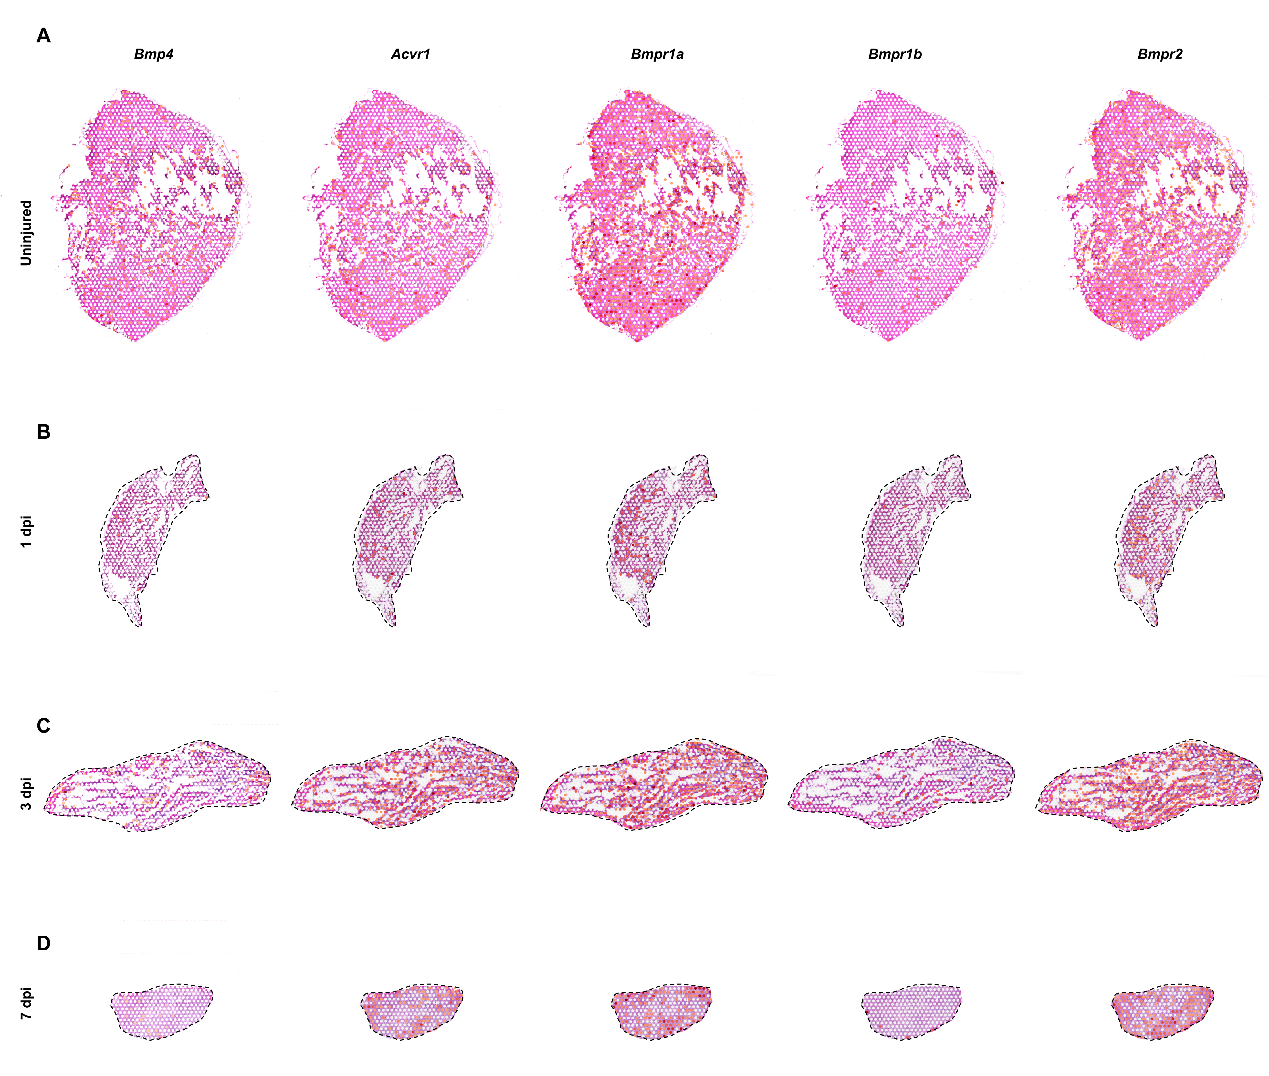

**Figure S6. Spatial transcriptome analysis of BMP signaling-associated genes in injured sites of *Nse*-*Bmp4* mice.** (**A-D**) Spatial expression of *Bmp4*, *Acvr1*. *Bmpr1a*, *Bmpr1b* and *Bmpr2* in uninjured (**A**) or injured site of *Nse-Bmp4* mice at1 (**B**), 3 (**C**) and 7 (**D**) dpi.

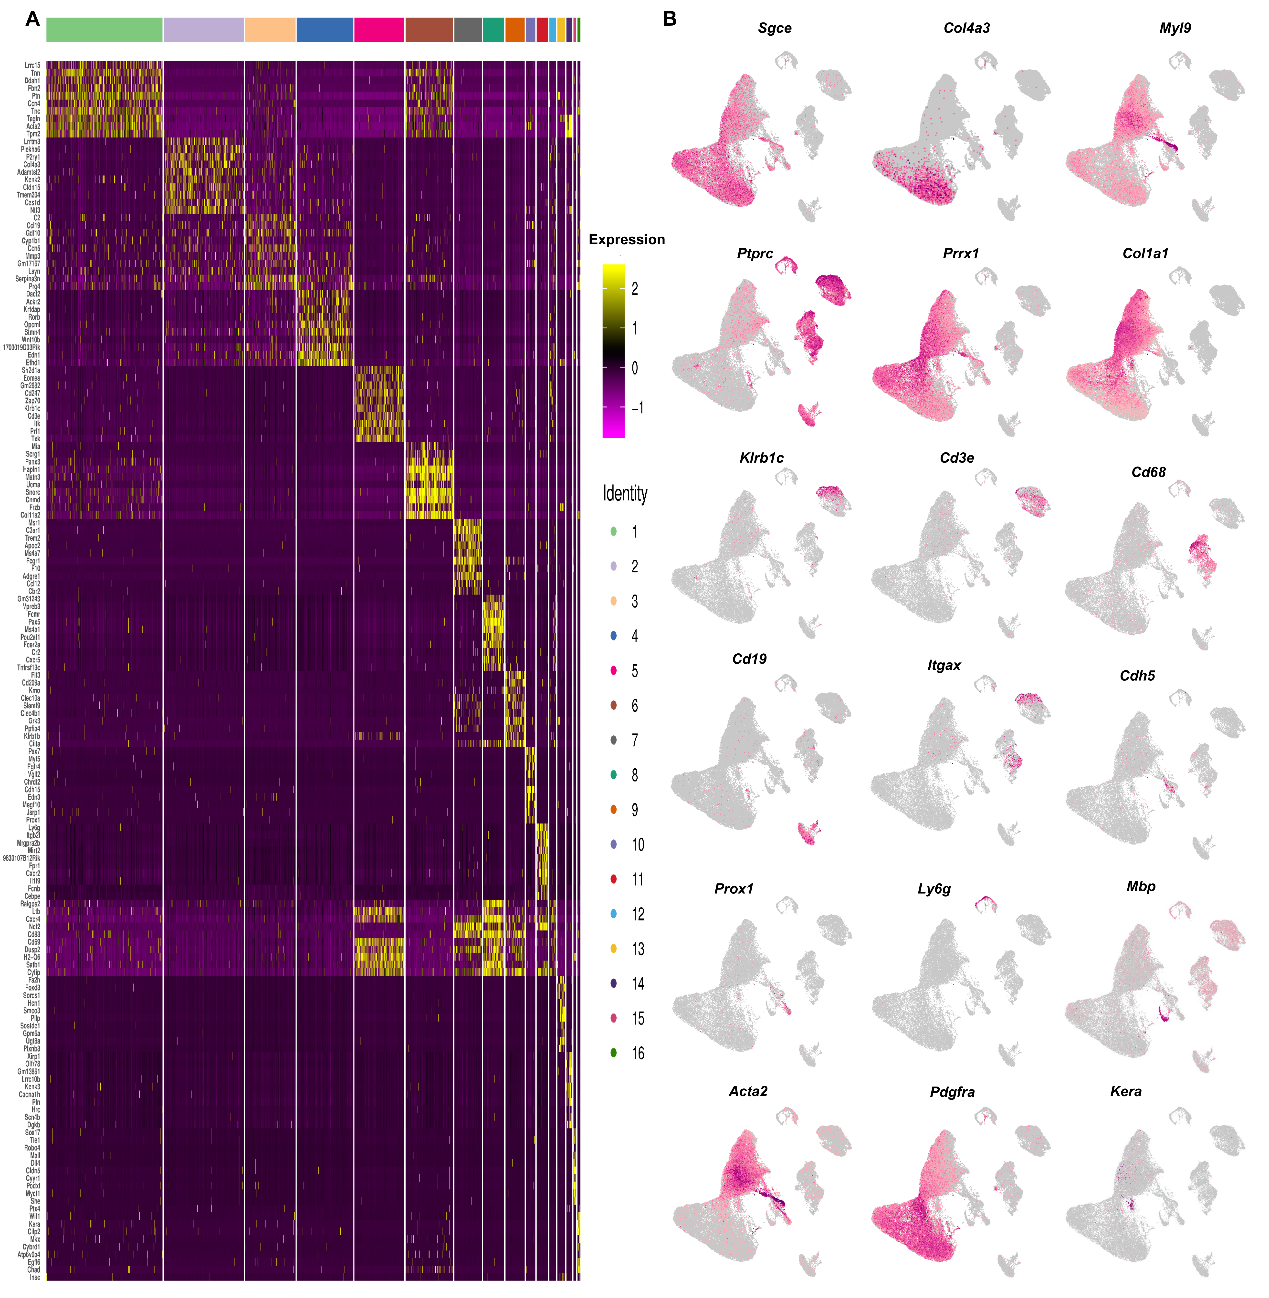
**Figure S7. Identification of the cell types involved in BMP4-dependent HO formation in muscle.** (**A**) Heatmap showing the top 10 differentially expressed genes, which is enriched in diverse cell types of tibial muscle of *Nse*-*Bmp4* mice. (**B**) UMAP visualization of diverse cell types from our dataset, including mesenchymal lineage cells (*Prrx1*^+^/*Col1a1*^+^/*Ptprc*^-^), skeletal muscle cells (*Sgce*^+^/*Col4a3*^+^/*Myl9*^+^/*Ptprc*^-^), NK & T cells (*Klrb1c*^+^ or *Cd3e*^+^), monocytes/macrophages (*Cd68*^+^), B cells (*Cd19*^+^), Dendritic cells (*Itgax*^+^), endothelial cells (*Cdh5*^+^ or *Prox1*^+^), neutrophils (*Ly6g*^+^), oligodendrocytes (*Mbp*^+^), smooth muscle cells (*Acta2*^+^/*Pdgfra*^-^), and stromal cells (*Kera*^+^).

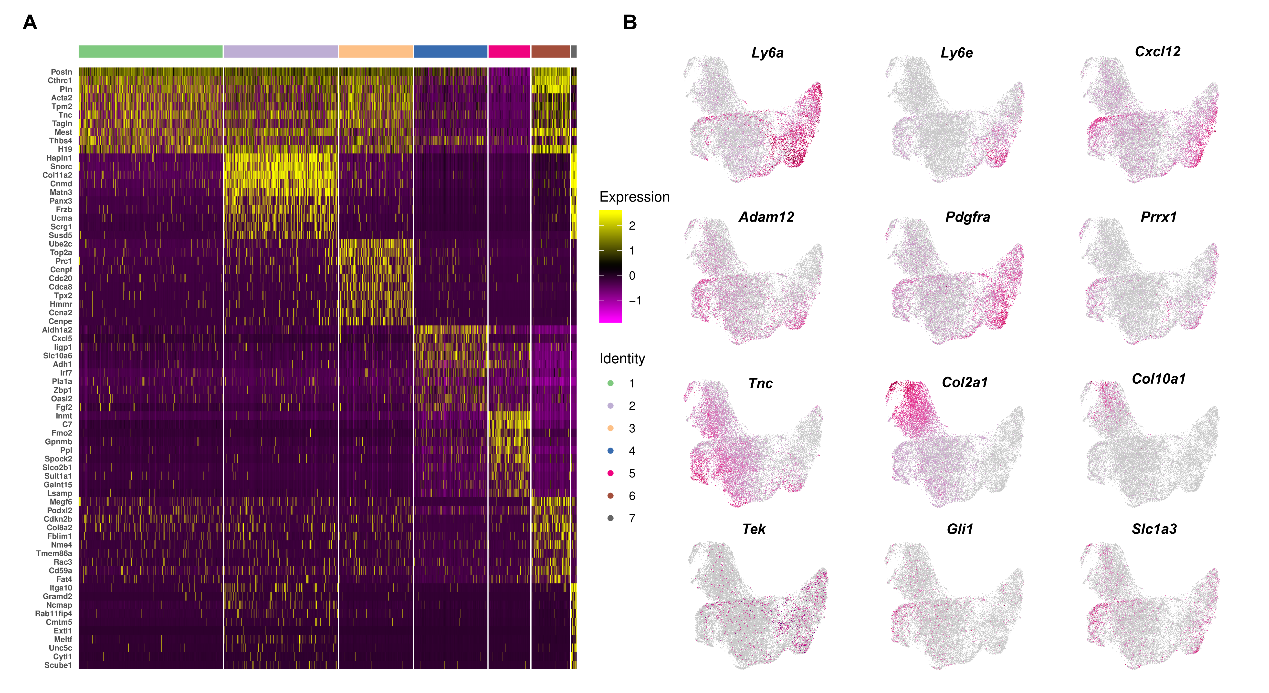

**Figure S8. Identification of the MSCs in tibial muscle of *Nse-Bmp4* mice with or without injury.** (**A**) Heatmap showing the top 10 differentially expressed genes enriched among diverse types of MSCs and their descendants in tibial muscle of *Nse*-*Bmp4* mice. (**B**) UMAP visualization of diverse cell types from mesenchymal lineage cells, including MSCs (*Pdgfra*^+^*/Prrx1*^+^*/Ly6a*^+^/*Ly6e*^+^/*Cxcl12*^+^/*Adam12*^+^), chondroblast (*Tnc*^+^) and mature chondrocytes (*Col2a1*^+^/*Col10a1*^+^).

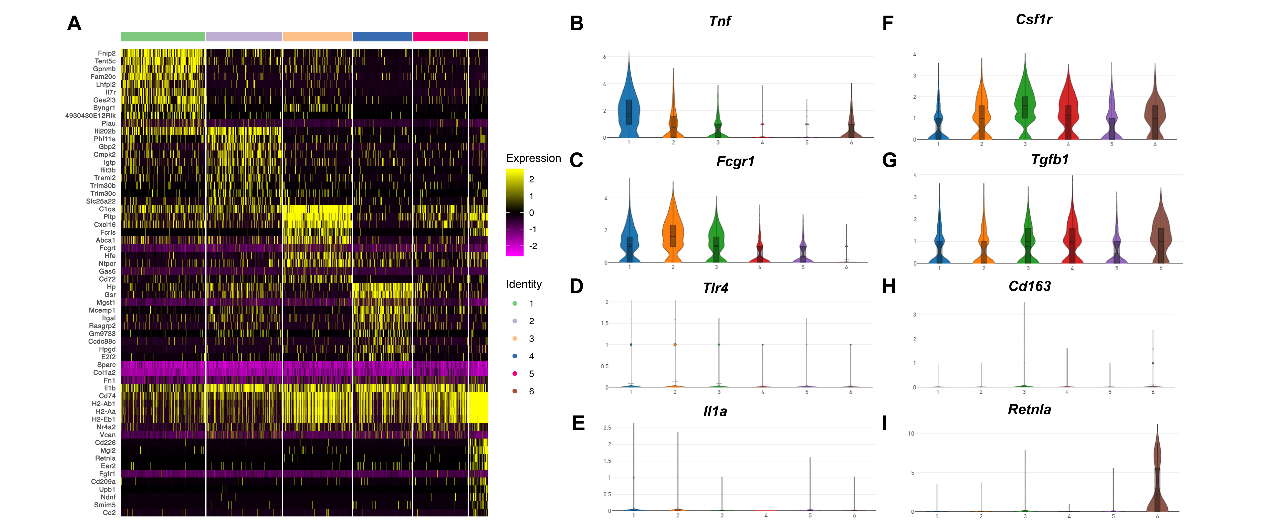

**Figure S9. Identification of the subtypes of macrophages in tibial muscle of *Nse-Bmp4* mice with or without injury.** (**A**) Heatmap showing the top 10 differentially expressed genes enriched among diverse types of macrophages in tibial muscle of *Nse*-*Bmp4* mice. (**B-G**) Violin plots showing the specific expression of M1 macrophages (*Tnf*, *Fcgr1*^+^/*Tlr4*^+^/*Il1a*^+^) and M2 macrophage (*Mrc1*^+^/*Csf1r*^+^/*Tgfb1*^+^/*Cd163*^+^/*Retnla*^+^) in tibial muscle of *Nse*-*Bmp4* mice.

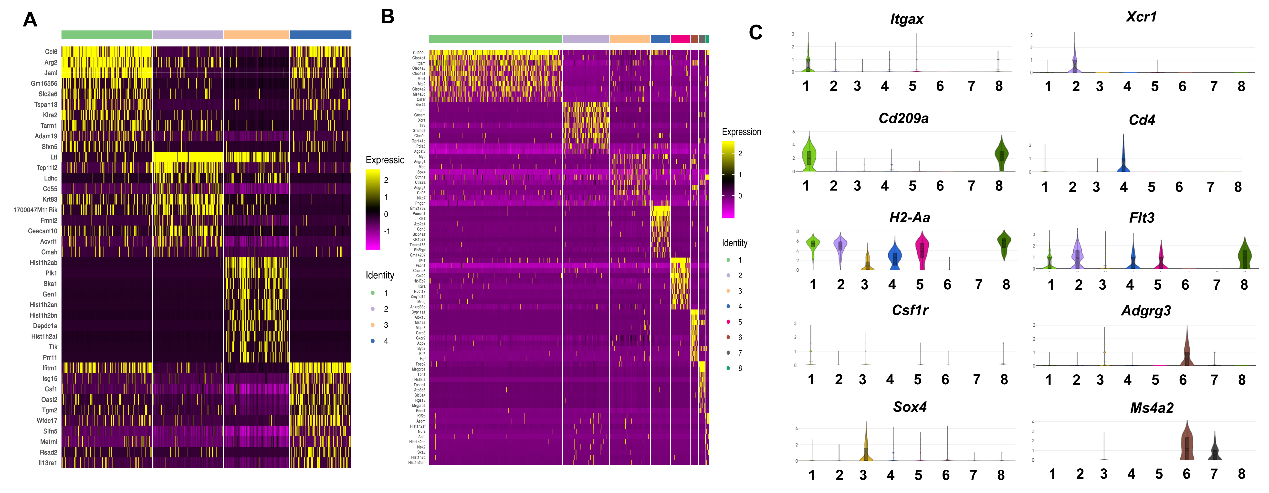

**Figure S10. Characterization of neutrophils and DCs in tibial muscle of *Nse-Bmp4* mice with or without injury.** (**A, B**) Heatmap showing the top 10 differentially expressed genes enriched among diverse types of neutrophils (**A**) and DCs (**B**) in tibial muscle of *Nse*-*Bmp4* mice. (**C**) Violin plots showing the specific expression of each type of DCs, including cDC1 (*Itgax*^+^/*Xcr1*^+^), cDC2 (*Itgax*^+^/*Cd209a*^+^), pDC (*Itgax*^+^/*Cd4*^+^), common DC progenitors (*Itgax*^-^/*H2-Aa*^+^/*Flt3*^+^/*Csf1r*^+^/*Adgrg3*^+^/*Sox4*^+^) and mast cells (*Ms4a2*^+^) in tibial muscle of *Nse*-*Bmp4* mice.

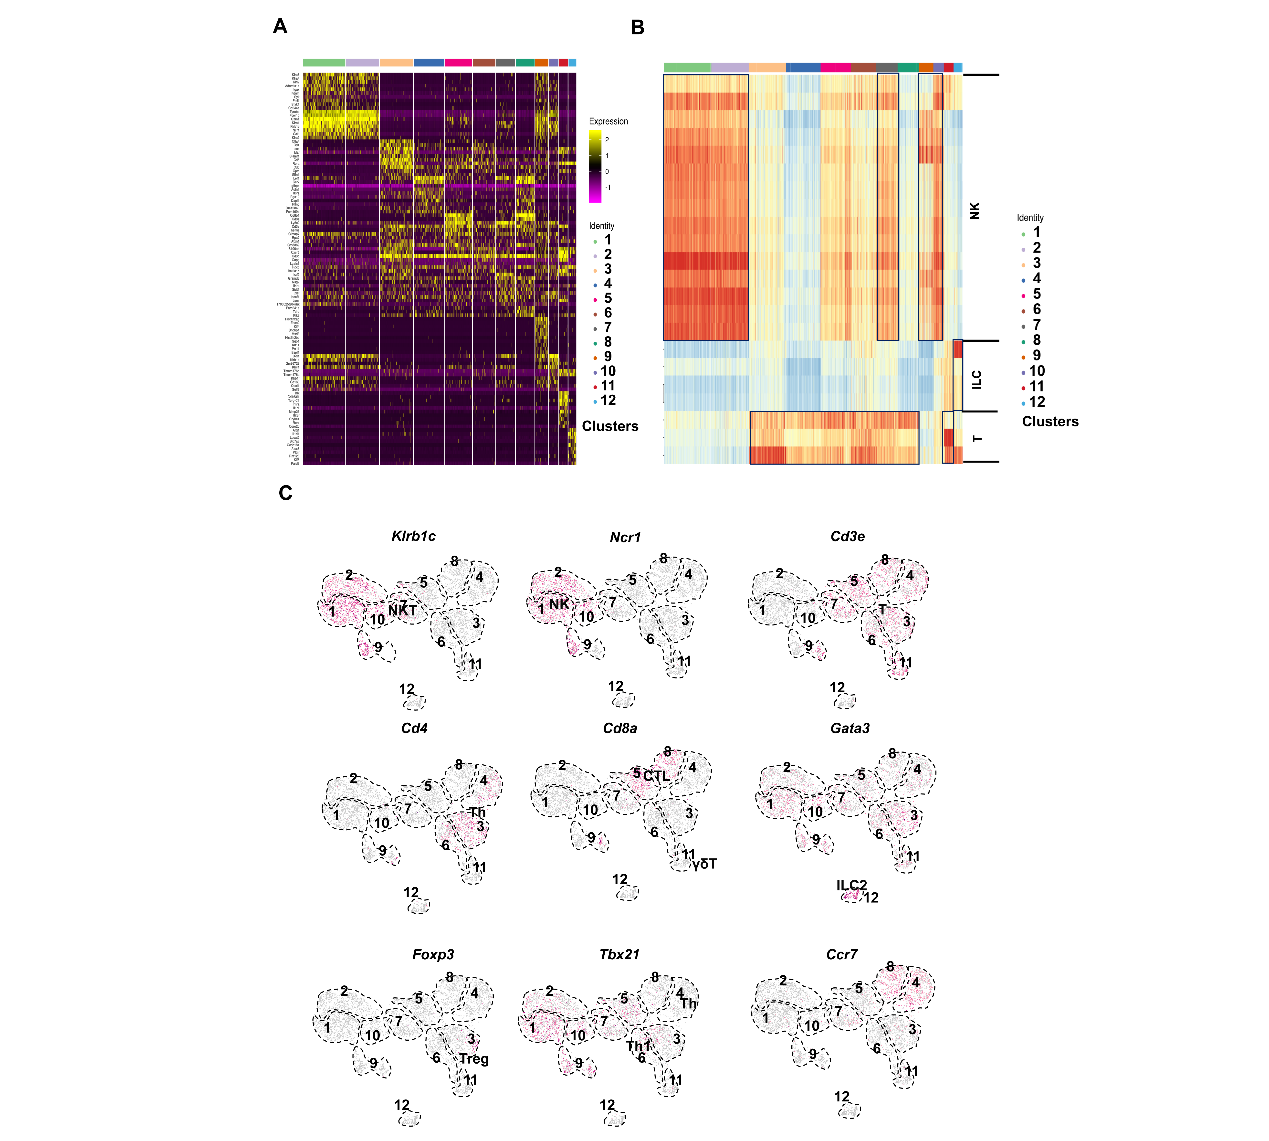

**Figure S11. Characterization of NK and T cells in tibial muscle of *Nse-Bmp4* mice with or without injury.** (**A**) Heatmap showing the top 10 differentially expressed genes enriched among diverse types of NK and T cells in tibial muscle of *Nse*-*Bmp4* mice. (**B**) Heatmap of genes associated with NK and T cells using Immgen database. (**C**) UMAP visualization of diverse cell types from NK and T cells, including NK cells (*Klrb1c*^+^/*Ncr1*^+^), CD4^+^ T cells (*Cd3e*^+^/*Cd4*^+^), CD8^+^ T cells (*Cd3e*^+^/*Cd8a*^+^), NKT cells (*Klrb1c*^+^/*Cd3e*^+^), γδT cells (*Cd3e*^+^/*Klrb1c*^-^/*Cd4*^-^/*Cd8a*^-^), and innate lymphoid cells 2 (*Gata3*^+^/*Klrb1c*^-^/*Cd3e*^-^)

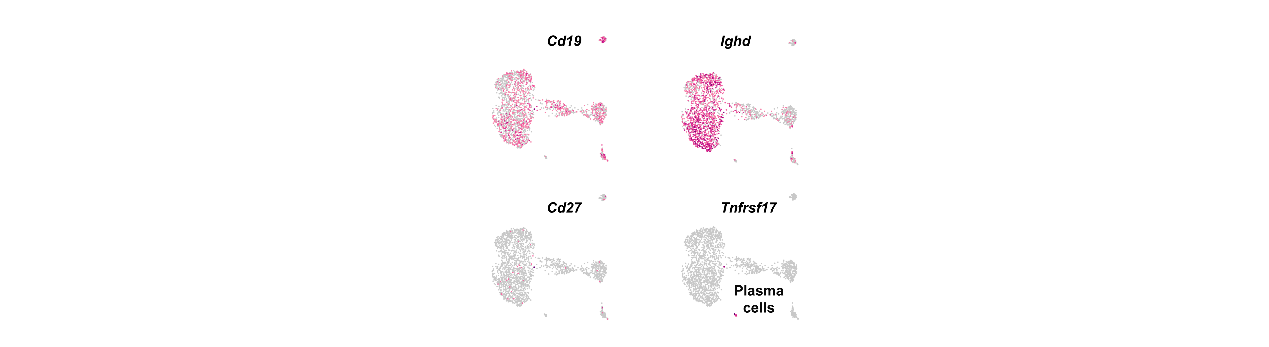

**Figure S12. UMAP visualization of diverse cell types from B cells**

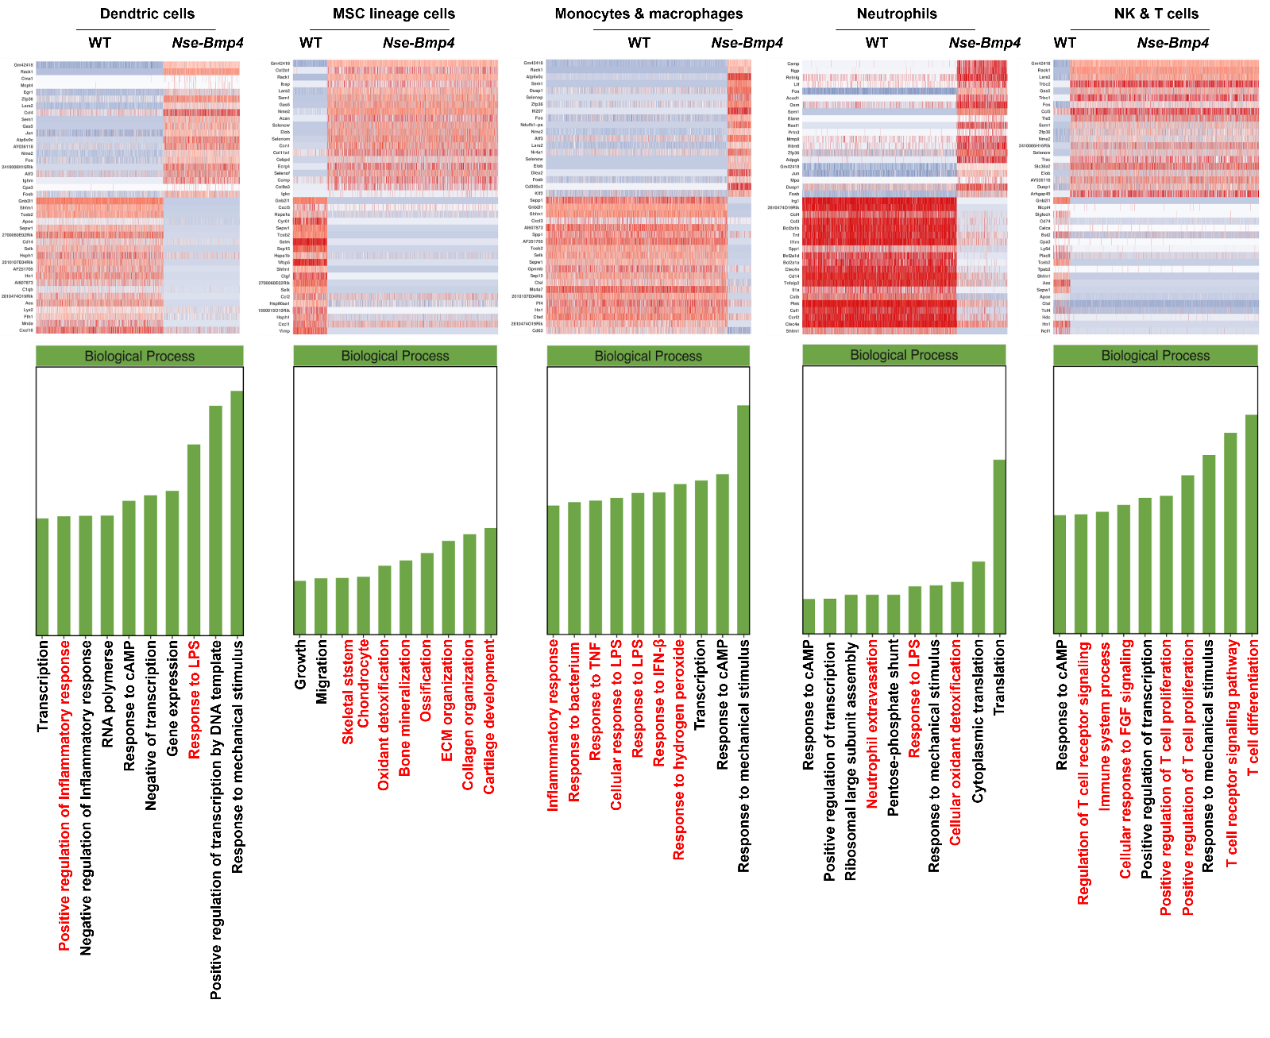

**Figure S13. GO analysis of immune cells and MSC lineage cells between HO model mice and normal mice.**

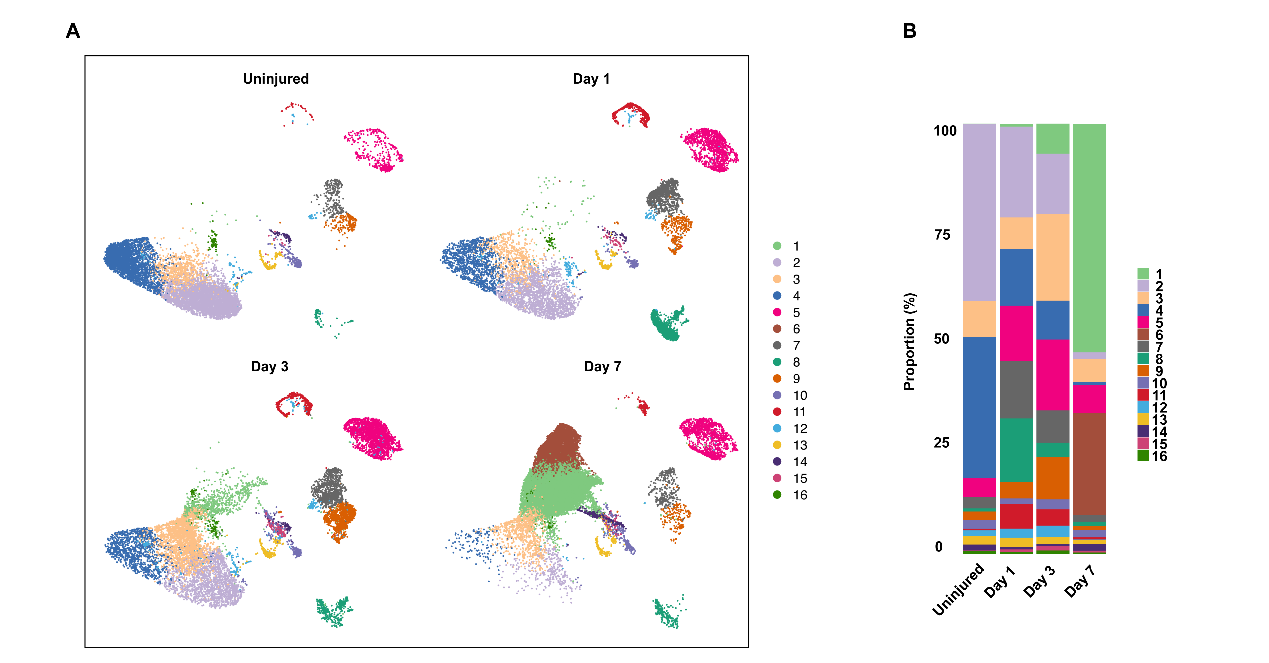

**Figure S14. MSC lineage cells, accompanied with immune cells were increased following tibial muscle injury.** (**A**) UMAP visualization of dynamic changes of each cell types in the uninjured and injured tibial muscle at 1, 3 and 7 dpi. (**B**) The percentage of each type of immune cells in the uninjured and injured tibial muscle at 1, 3 and 7 dpi.

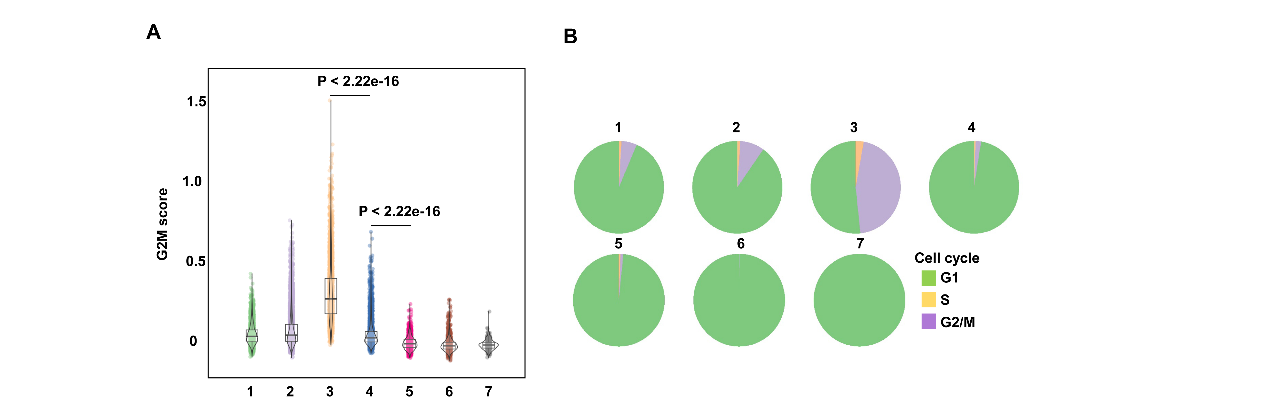

**Figure S15. Cell cycle analysis of MSC lineage cells.** (**A**) Addmodulescore analysis of G2M phase-associated genes for MSC lineage cells. (**B**) Scran cell cycle analysis for MSC lineage cells.

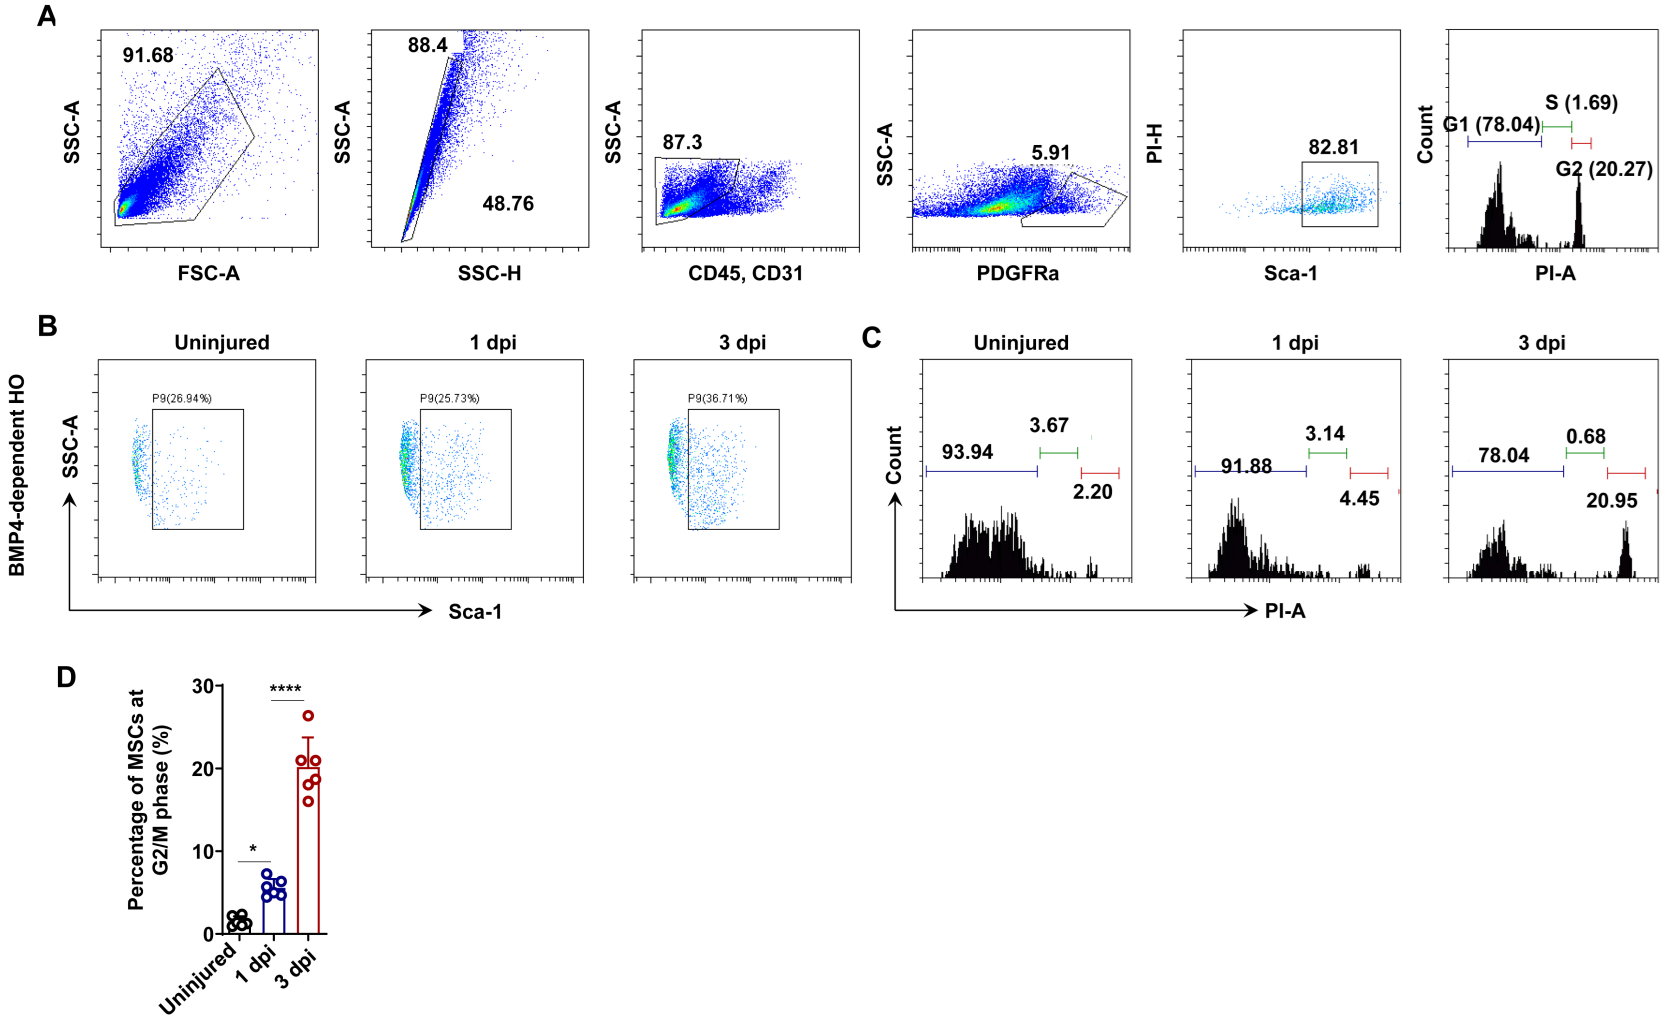

**Figure S16. The population of MSCs of tibial muscle were increased at 1 and 3 dpi compared to that in uninjured muscle of *Nse*-*Bmp4* mice. (A)** Gating strategy of for MSC and their cell cycle analysis. (**B**) Representative flow cytometry analysis for MSCs in uninjured tibial muscle and tibial muscle at 1 and 3 dpi. (**C**) Representative cell cycle analysis for MSCs in uninjured tibial muscle and tibial muscle at 1, 3 and 7 dpi. (**D**) Statistical analysis of percentage of MSCs at G2M phase in uninjured tibial muscle and injured tibial muscles (n=6 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05, **** *p* < 0.0001.

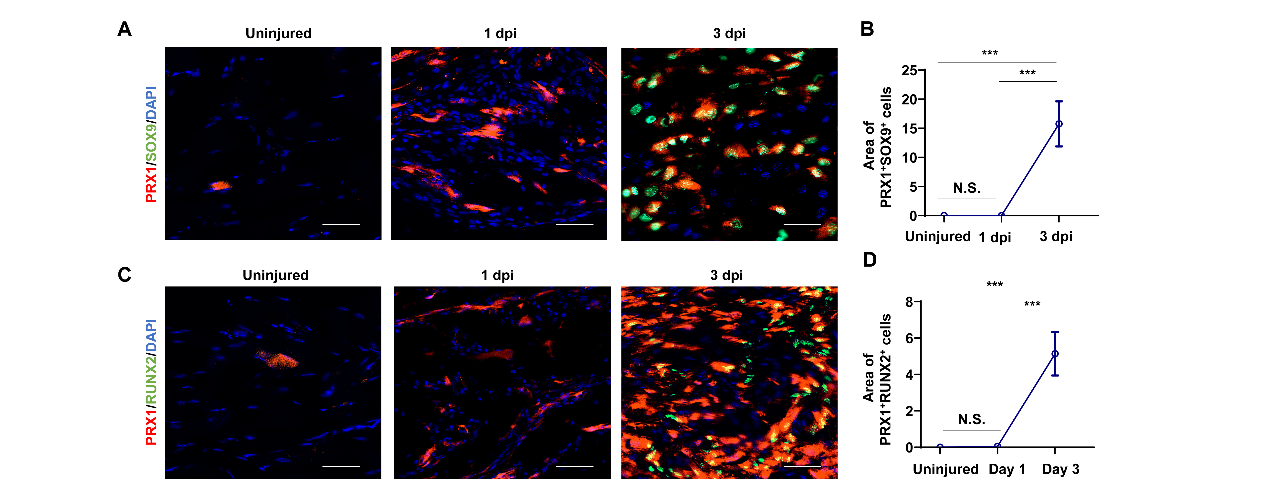
**Figure S17. *Prrx1*-expressing MSCs transitioned into osteochondral lineages.** (**A, B**) Representative IF images (**A**) and statistical analysis (**B**) of PRX1^+^/SOX9^+^ cells in tibial muscle of *Prrx1-Cre*; *Nse-Bmp4*; Ai9 mice at 0, 1 and 3 dpi. (**C, D**) Representative IF images (**C**) and statistical analysis (**D**) of PRX1^+^/RUNX2^+^ cells in tibial muscle of *Prrx1-Cre*; *Nse-Bmp4*; Ai9 mice at 0, 1 and 3 dpi (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001.

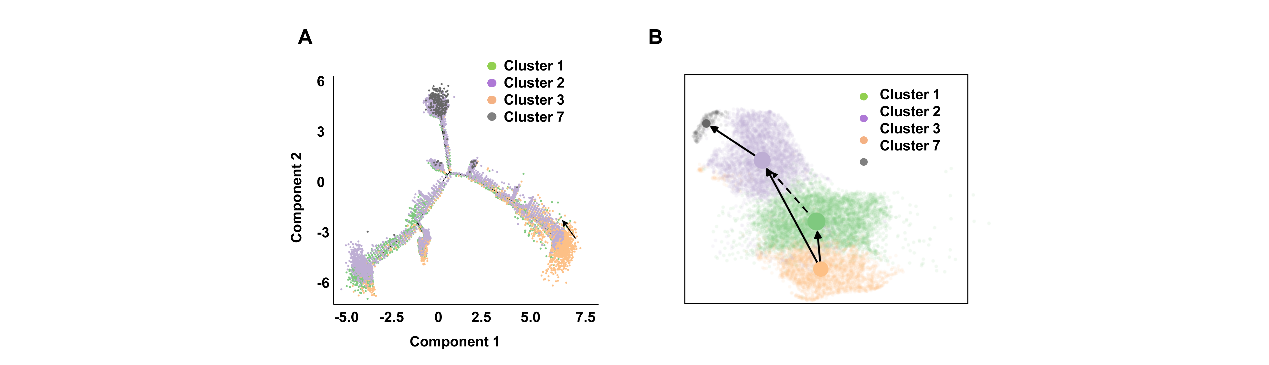
**Figure S18. cMSC can give rise to chondroblasts, which are the origin of mature chondrocytes.** (**A**) Pseudotemporal trajectories of the chondrocytes development (from cMSC to chondroblasts and eventually to mature chondrocytes) in injured tibial muscle of *Nse-Bmp4* mice using Monocle 2 analysis. (**B**) RNA velocity analyses revealed that cMSCs served as the original cellular source of chondroblasts and mature chondrocytes.

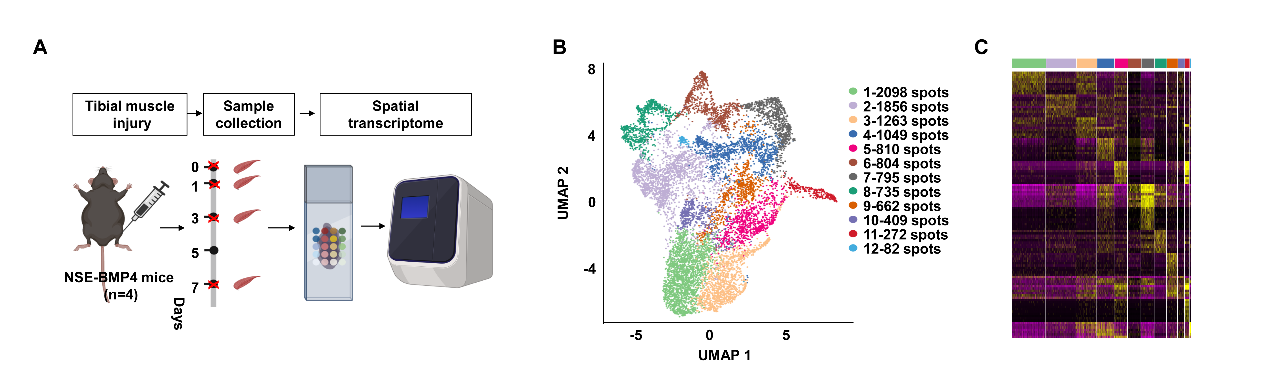
**Figure S19. Spatial transcriptomic analysis of the cell types in tibial muscle of *Nse*-*Bmp4* mice.** (**A)** Working flow for spatial transcriptome of uninjured and injured site of *Nse-Bmp4* mice at 0, 1, 3 and 7 dpi. (**B**) UMAP visualization of the spots containing various cell types in the HO lesion using spatial transcriptome sequencing. (**C**) Heatmap showing the top 10 differentially expressed genes enriched among diverse spots in tibial muscle of *Nse*-*Bmp4* mice.

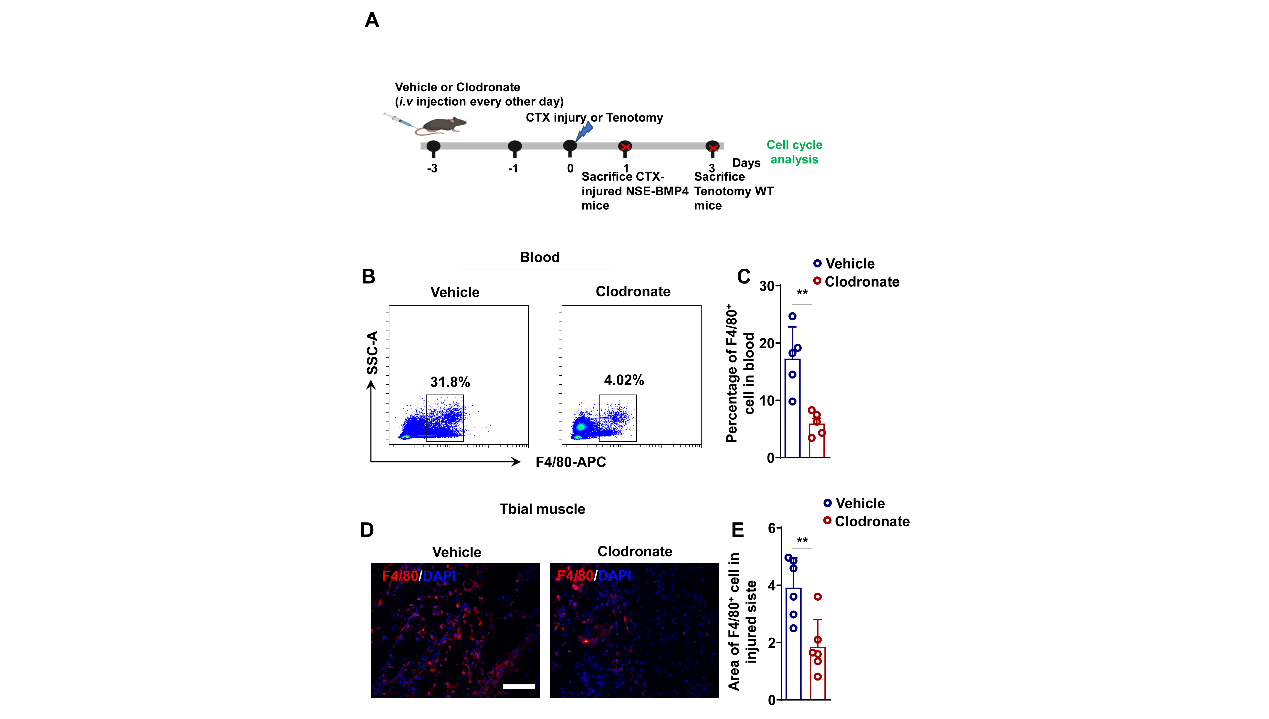

**Figure S20. Clodronate or MRC1 Abs effectively inhibited the infiltration of macrophages into the injured tibial muscle of *Nse*-*Bmp4* mice.** (**A)** Visual representation of our study design, highlighting the systematic process of clodronate consumption and collecting target tissue at specific time intervals for indicated analysis. (**B, C**) Representative flow cytometry (**B**) and statistical analysis (**C**) of macrophages in the blood of *Nse*-*Bmp4* mice with either vehicle or clodronate treatment (n=5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01. (**D, E**) Representative flow cytometry (**D**) and statistical analysis (**E**) of macrophages in the injured tibial muscle of *Nse*-*Bmp4* mice with either vehicle or clodronate treatment (n=5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.0. Scale bar, 200μm.

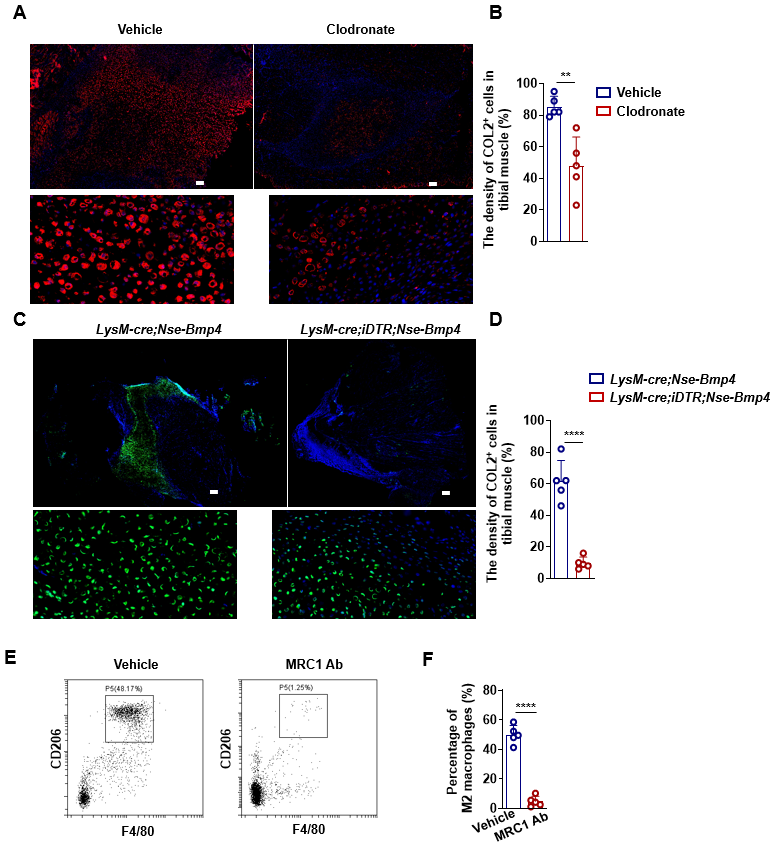

**Figure S21. Depletion of macrophages effectively inhibited the chondrocytes formation in injured tibial muscle of *Nse*-*Bmp4* mice.** (**A, B**) Representative IF staining images (**A**) and statistical analysis (**B**) of COL2^+^ cells in injured tibial muscle of *Nse*-*Bmp4* mice with either vehicle or clodronate treatment (n=5 per group). Data are presented as mean ± SD of biological replicates. ** *p* < 0.01 (unpaired two-tailed t-test). Scale bar, 200μm. (**C, D**) Representative flow cytometry (**C**) and statistical analysis (**D**) of COL2^+^ cells in the injured tibial muscle of *LysM*-*cre*; *Nse*-*Bmp4* and *LysM*-*cre*; *iDTR*; *Nse*-*Bmp4* mice (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 200μm. (**E, F**) Representative flow cytometry (**E**) and statistical analysis (**F**) of M2 macrophages in the tibial muscle of *Nse*-*Bmp4* mice with either vehicle or MRC1 Abs treatment (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001.

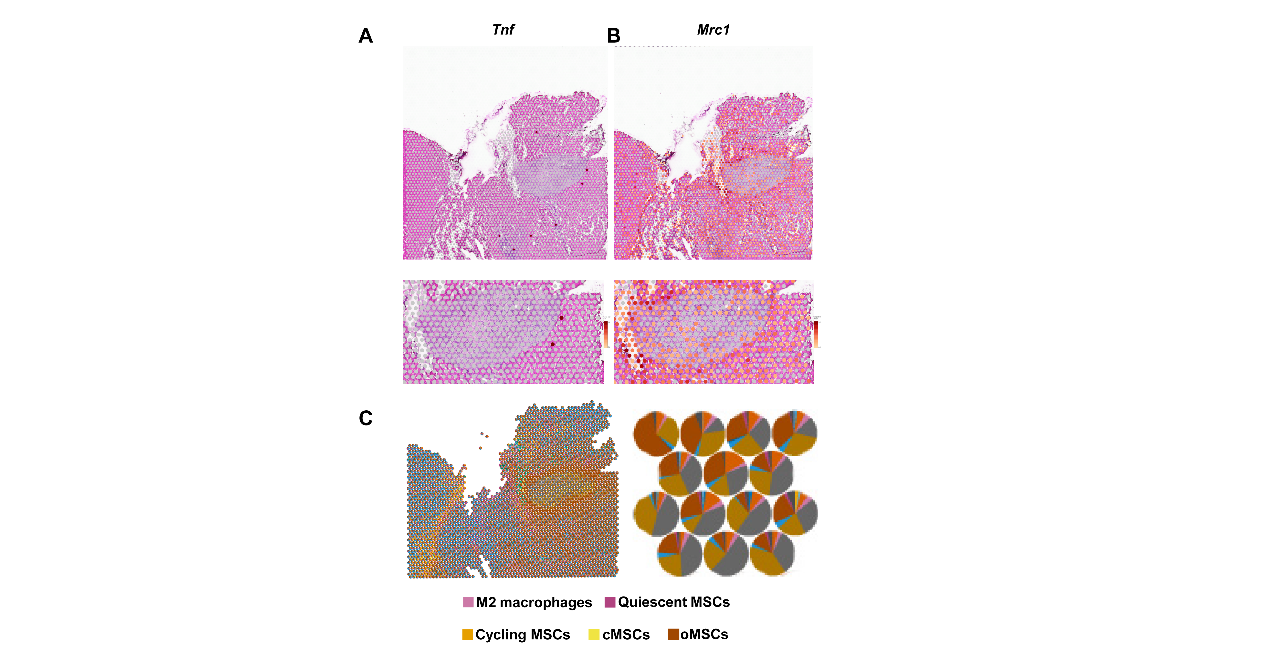

**Figure S22. M2 macrophages were distributed into peri-cartilage region of tibial muscle of *Nse*-*Bmp4* mice at 7 dpi.** (**A, B**) Spatial transcriptomic analysis of the expression of *Tnf* (**A**) and *Mrc1* (**B**) in HO lesion at 7 dpi (**C**) RCTD analysis of the distribution of M2 macrophages and each type of MSCs in HO lesion at 7 dpi.

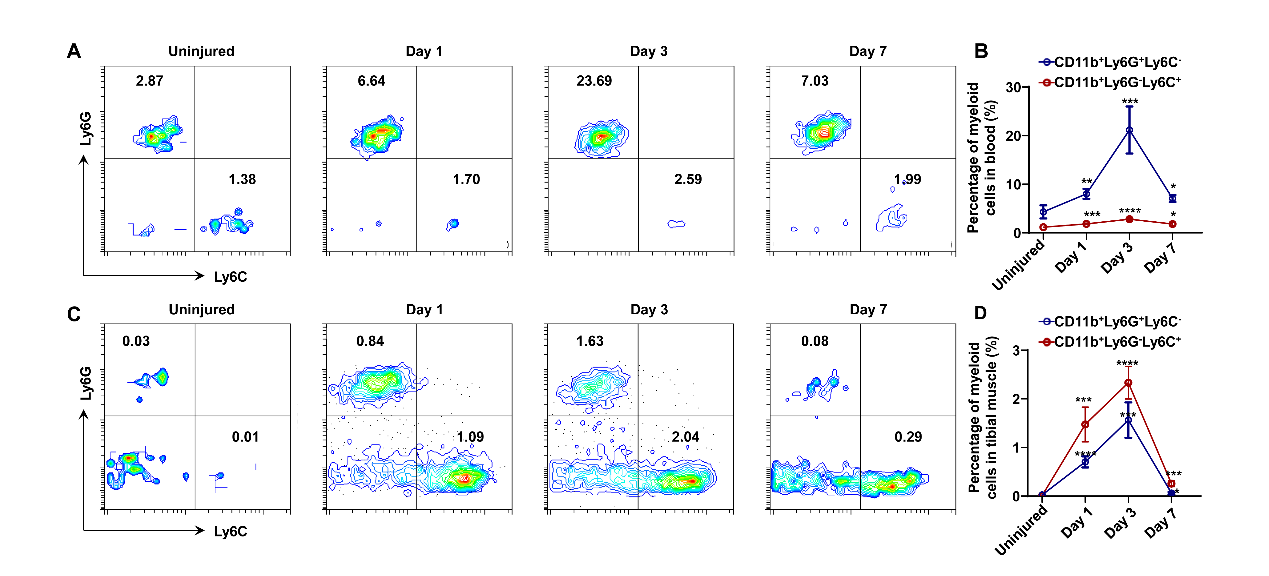

**Figure S23. Myeloid cells were increased after tibial muscle injury.** (**A, B**) Representative images of flow cytometry (**A**) and statistical analysis (**B**) of myeloid cells in blood of *Nse*-*Bmp4* mice at 0, 1, 3 and 7 dpi. (n=5 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05.** *p* < 0.01.*** *p* < 0.001. **** *p* < 0.0001. (**C, D**) Representative images of flow cytometry (**C**) and statistical analysis (**D**) of myeloid cells in tibial muscle of *Nse*-*Bmp4* mice at 0, 1, 3 and 7 dpi. (n=5 per group). Data are presented as mean ± SD of biological replicates. *** *p* < 0.001, **** *p* < 0.0001.

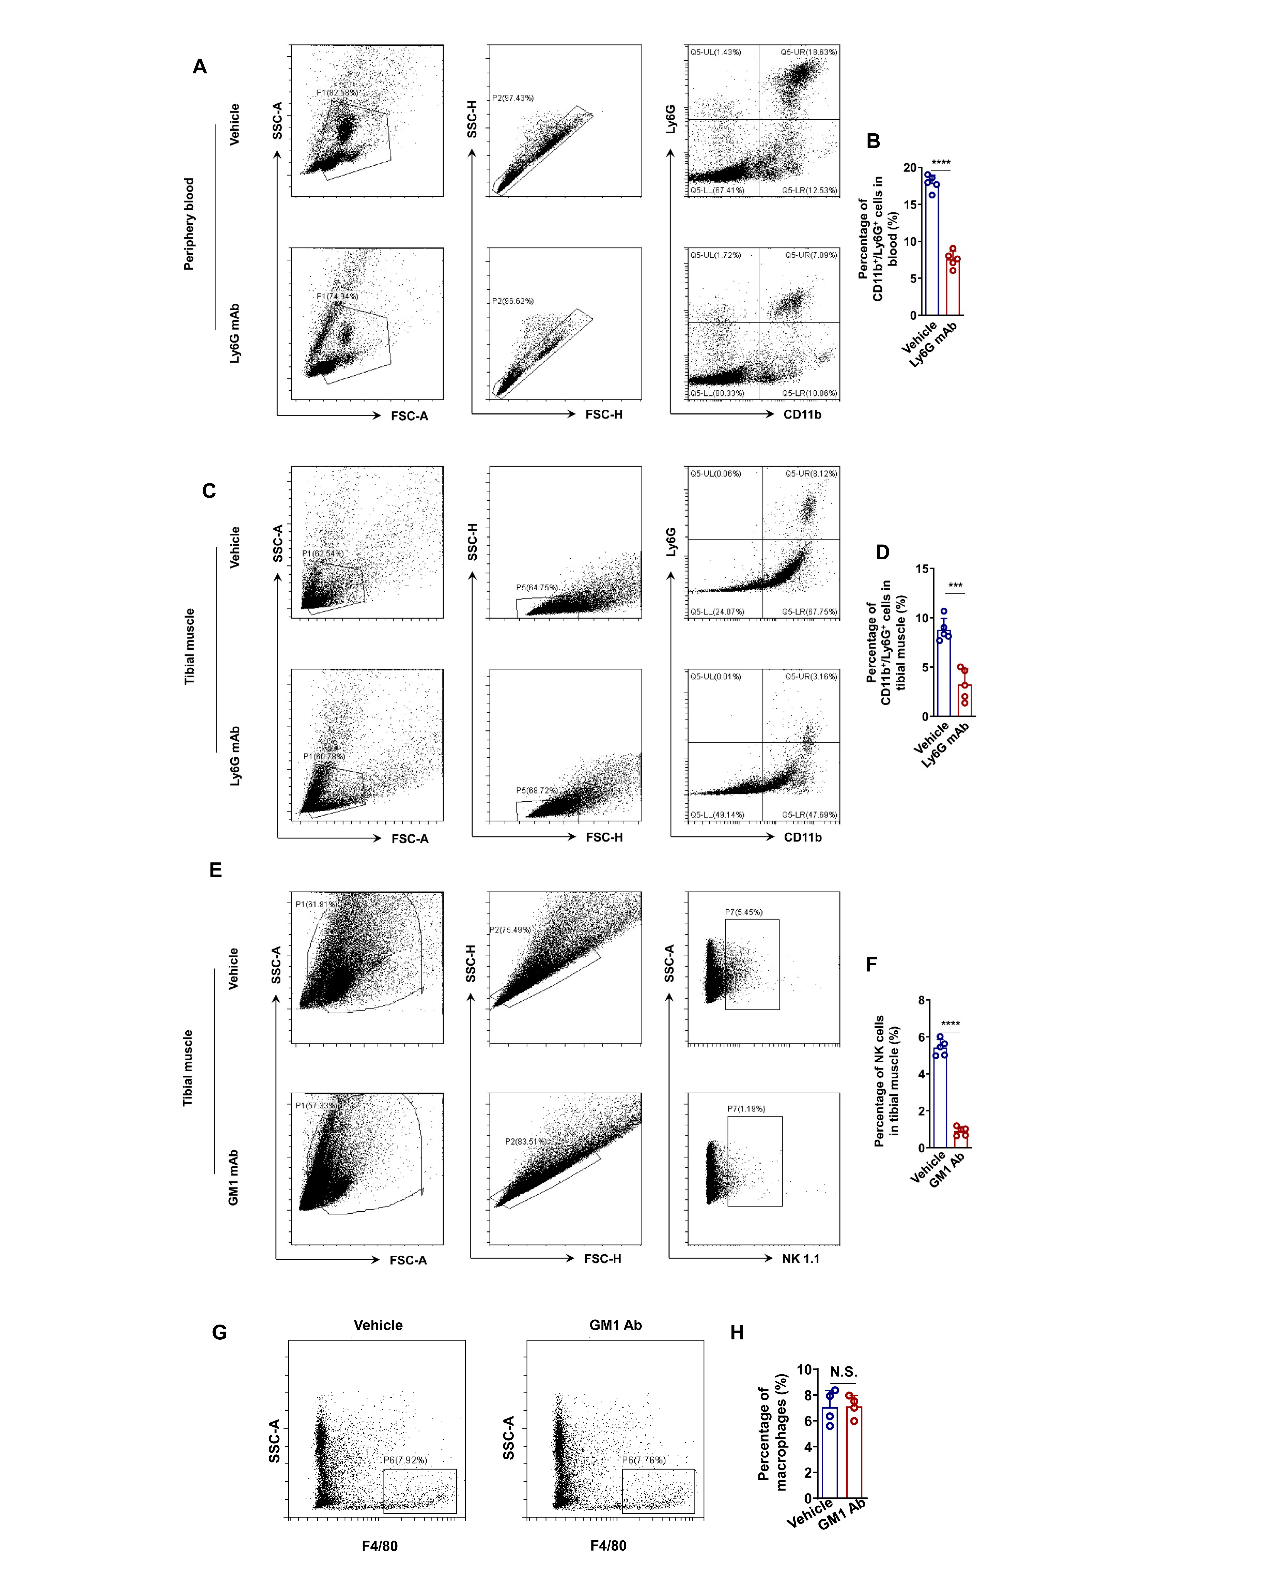

**Figure S24. Anti-Ly6G Abs and Asialo GM1 Abs effectively inhibited the production of neutrophils and NK cells, respectively, in *Nse*-*Bmp4* mice after tibial muscle injury.** (**A, B**) Representative images of flow cytometry (**A**) and statistical analysis (**B**) of neutrophils in blood of *Nse*-*Bmp4* mice with or without Ly6G Abs treatment at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. (**C, D**) Representative images of flow cytometry (**C**) and statistical analysis (**D**) of neutrophils in tibial muscle of *Nse*-*Bmp4* mice with or without Ly6G Abs treatment at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. (**E, F**) Representative images of flow cytometry (**E**) and statistical analysis (**F**) of NK cells in tibial muscle of *Nse*-*Bmp4* mice with or without Ly6G Abs treatment at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. (**G, H**) Representative images of flow cytometry (**G**) and statistical analysis (**H**) of macrophages in tibial muscle of *Nse*-*Bmp4* mice with or without Asialo GM1 Abs treatment at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. N.S. indicated no significance.

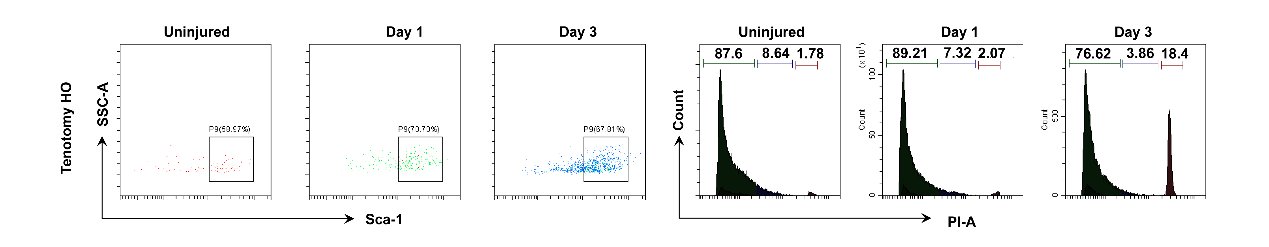
**Figure S25. Gating strategy of flow cytometry for MSCs and their cell cycle analysis.**

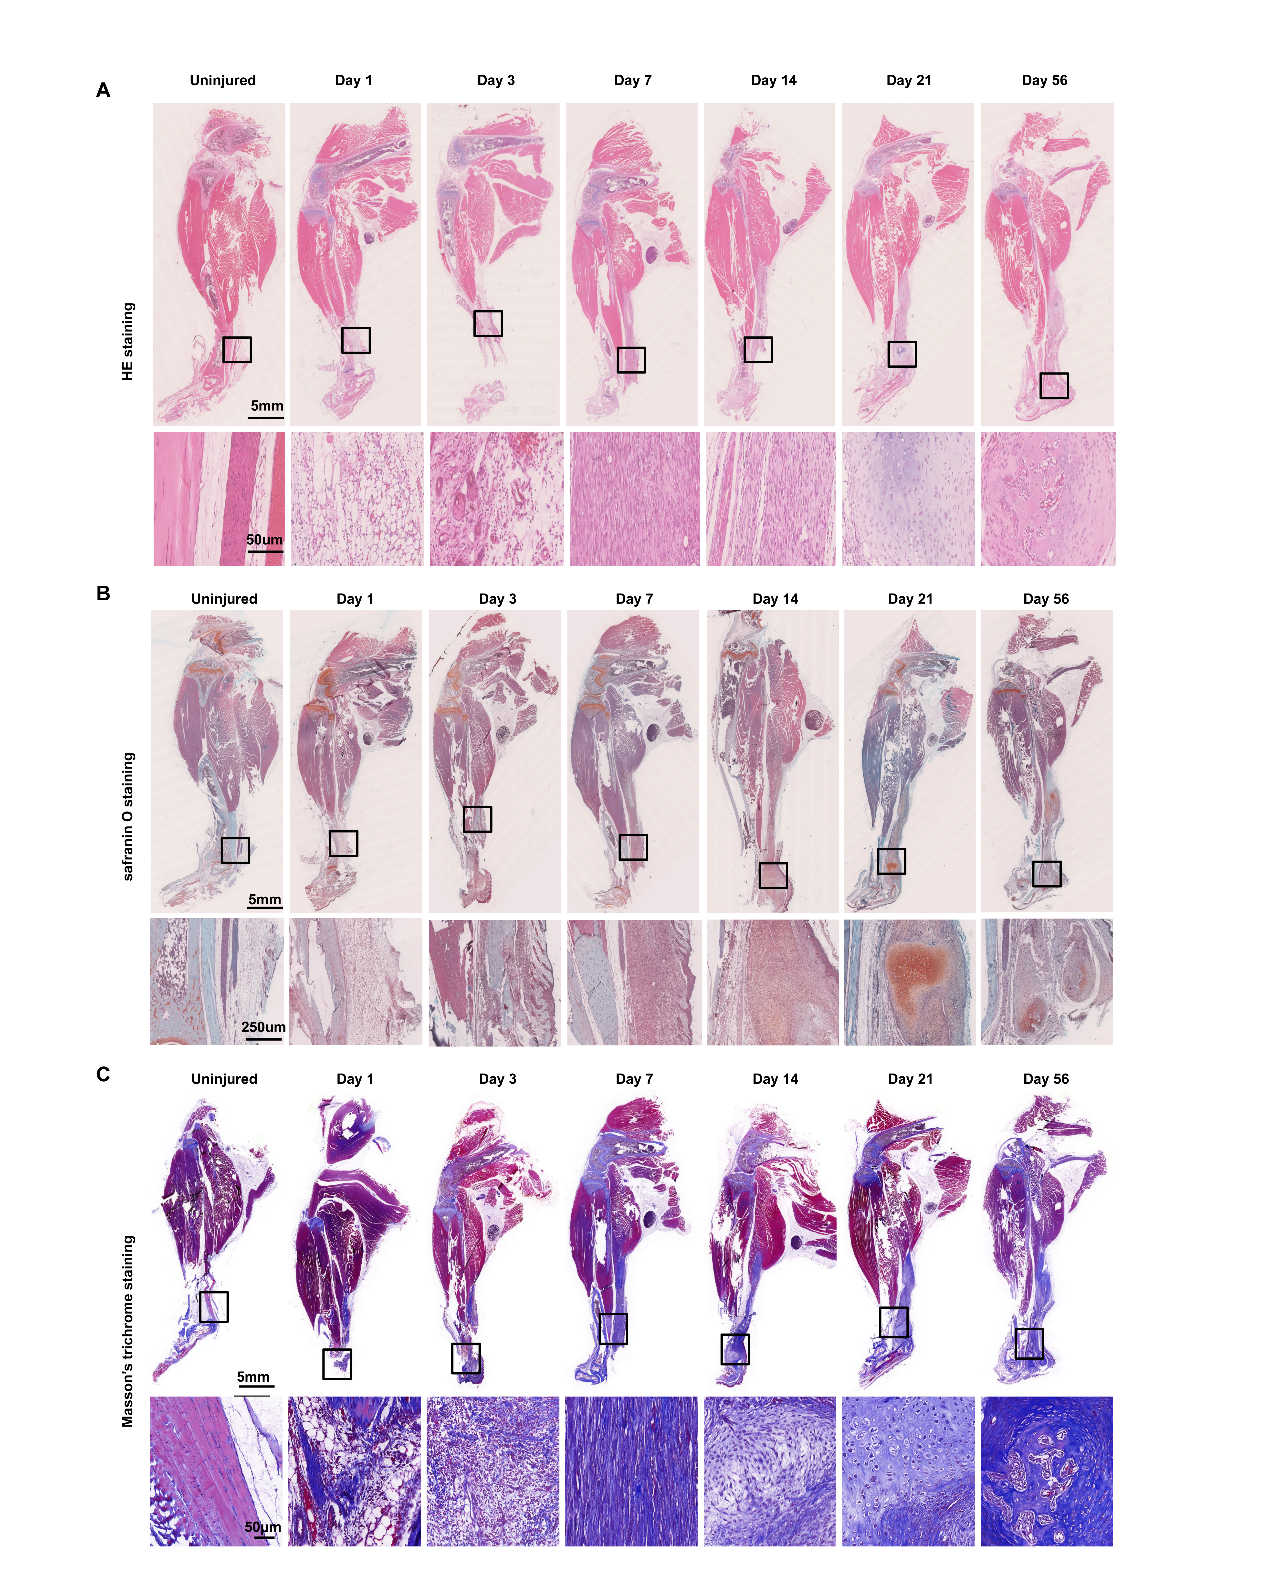
**Figure S26. Histologic analysis of the HO development in tendon of WT mice following tenotomy surgery**. (**A**) Representative HE staining images of uninjured and injured tendon of WT mice at different time points post injury (i.e., 1, 3, 7, 14, 21 and 56 dpi). (**B**) Representative Safranin O and fast green staining images of uninjured and injured tibial muscle of *Nse-Bmp4* mice at different time points post injury (i.e., 1, 3, 7, 14, 21 and 56 dpi). (**C**) Representative Masson staining images of uninjured and injured tibial muscle of *Nse-Bmp4* mice at different time points post injury (i.e., 1, 3, 7, 14, 21 and 56 dpi).

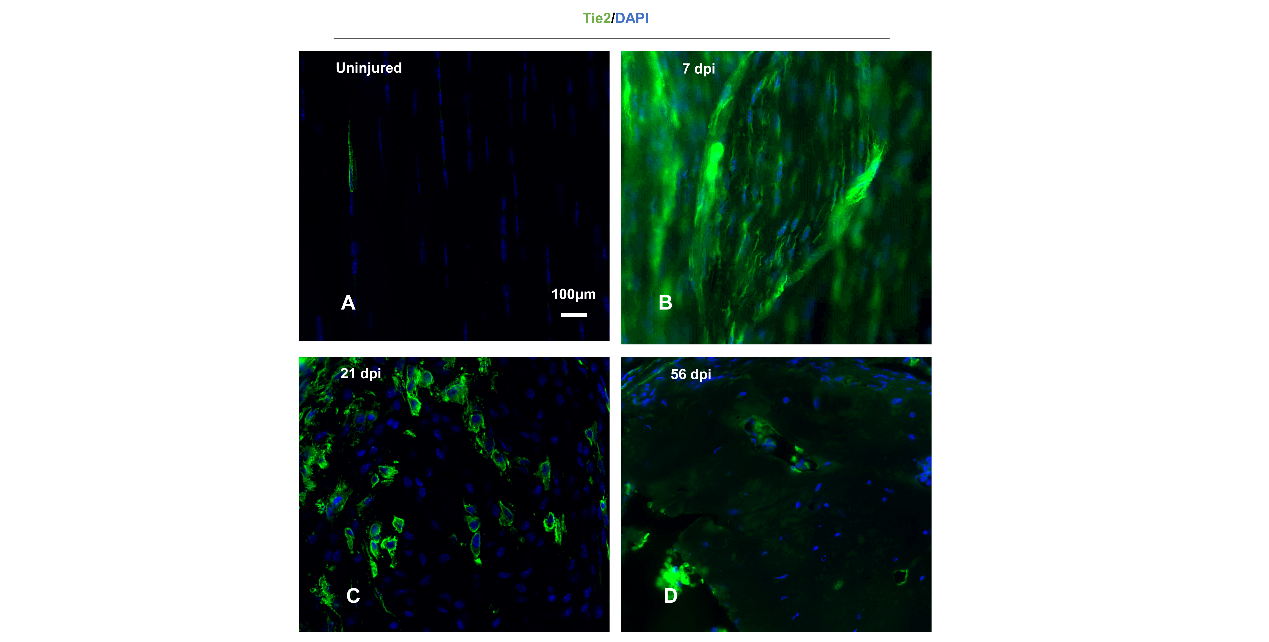
**Figure S27. Genetic tracing analysis of Tie2^+^ cells in tenotomy HO.**

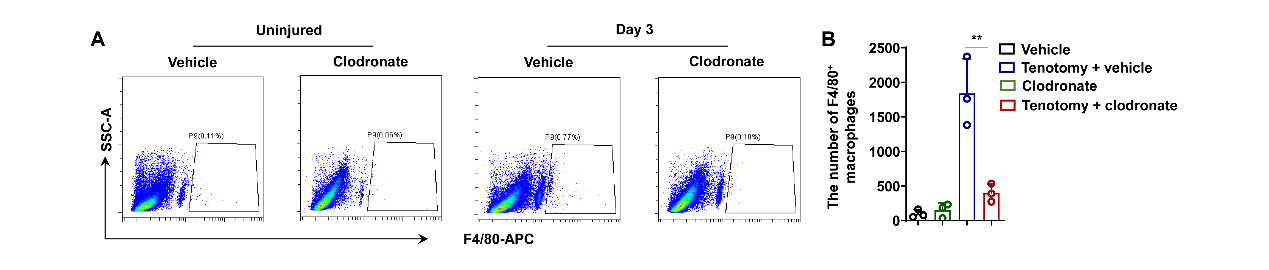
**Figure S28. Clodronate effectively decreased the production of macrophages in injury tendon of tenotomy HO model mice.** (**A, B**) Representative images of flow cytometry (**A**) and statistical analysis (**B**) of macrophages in tendon of tenotomy mice at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001.

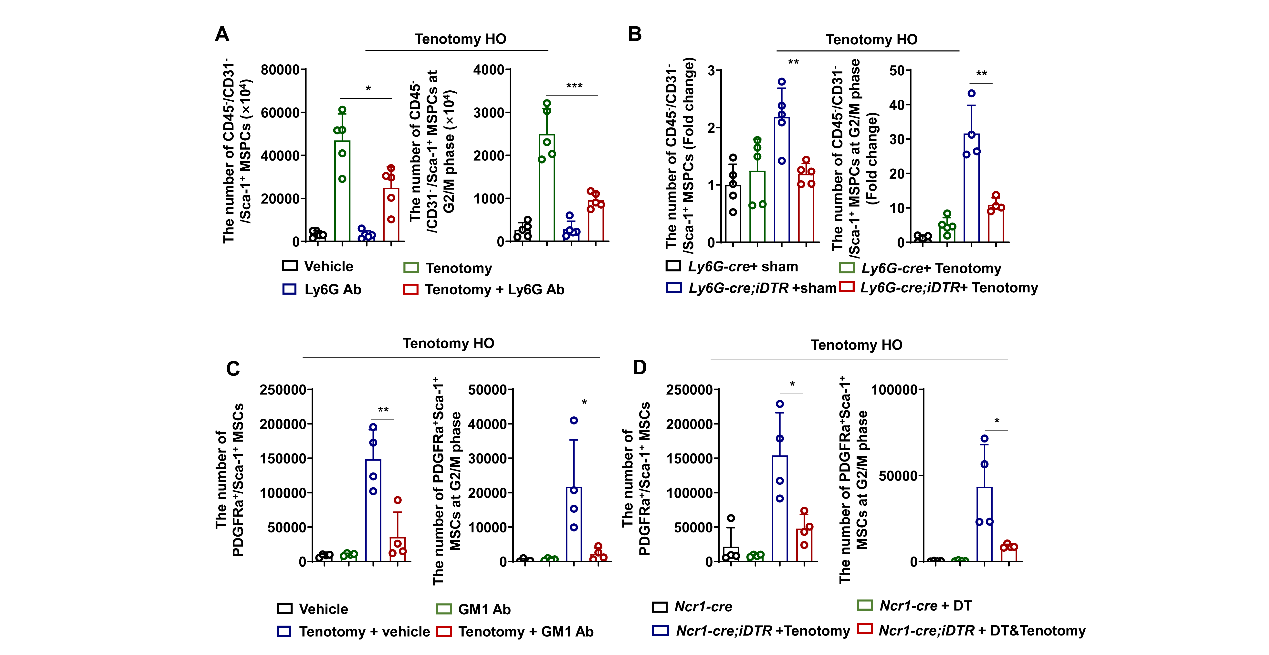
**Figure S29. Depletion of neutrophils or NK cells significantly inhibited the proliferation of MSC in tendon following injury.** (**A, B**) Statistical analysis of total MSCs and G2/M phase MSCs in injured tendon after chemically (Ly6G Abs, **A**) and genetically (*Ly6G*-*cre*; *iDTR*, **B**) induced neutrophils depletion. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. (**C, D**) Statistical analysis of total MSCs and G2/M phase MSCs in injured tendon after chemically (GM1 Abs, **C**) and genetically (*Ncr1*-*cre*; *iDTR*, **D**) induced NK cells depletion. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001.

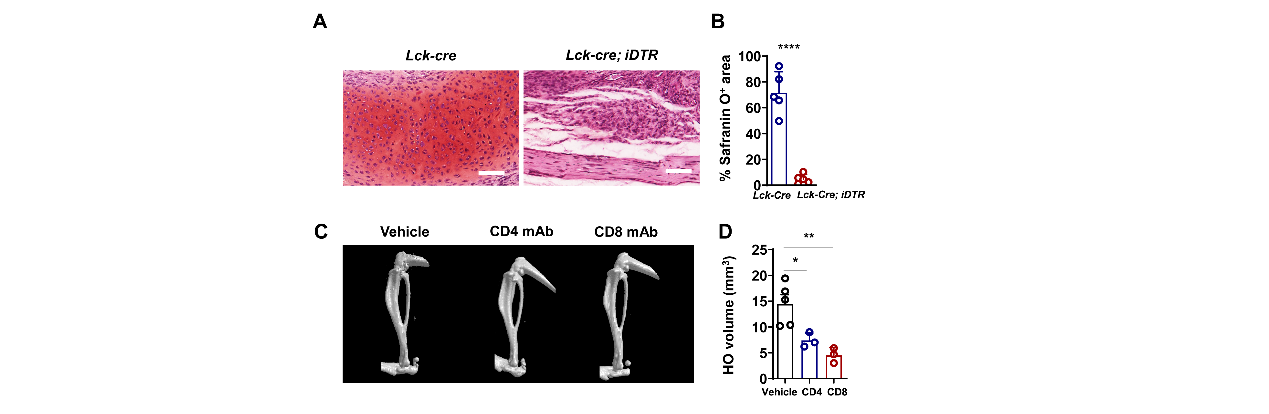
**Figure S30. Depletion of T cells impair the ectopic cartilage and bone formation in tenotomy HO model mice.** (**A, B**) Representative images of safranine O staining (**A**) and statistical analysis (**B**) of chondrocytes region in tendon of *Lck-cre* and *Lck-cre; iDTR* mice at 3 weeks post injury. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. Scale bar, 200μm. (**C, D**) Representative images of microCT (**C**) and statistical analysis (**D**) of HO volume in tendon of mice with vehicle or CD4 mAb or CD8 mAb. (n=5 per group). Data are presented as mean ± SD of biological replicates. * *p* < 0.05, ** *p* < 0.01.

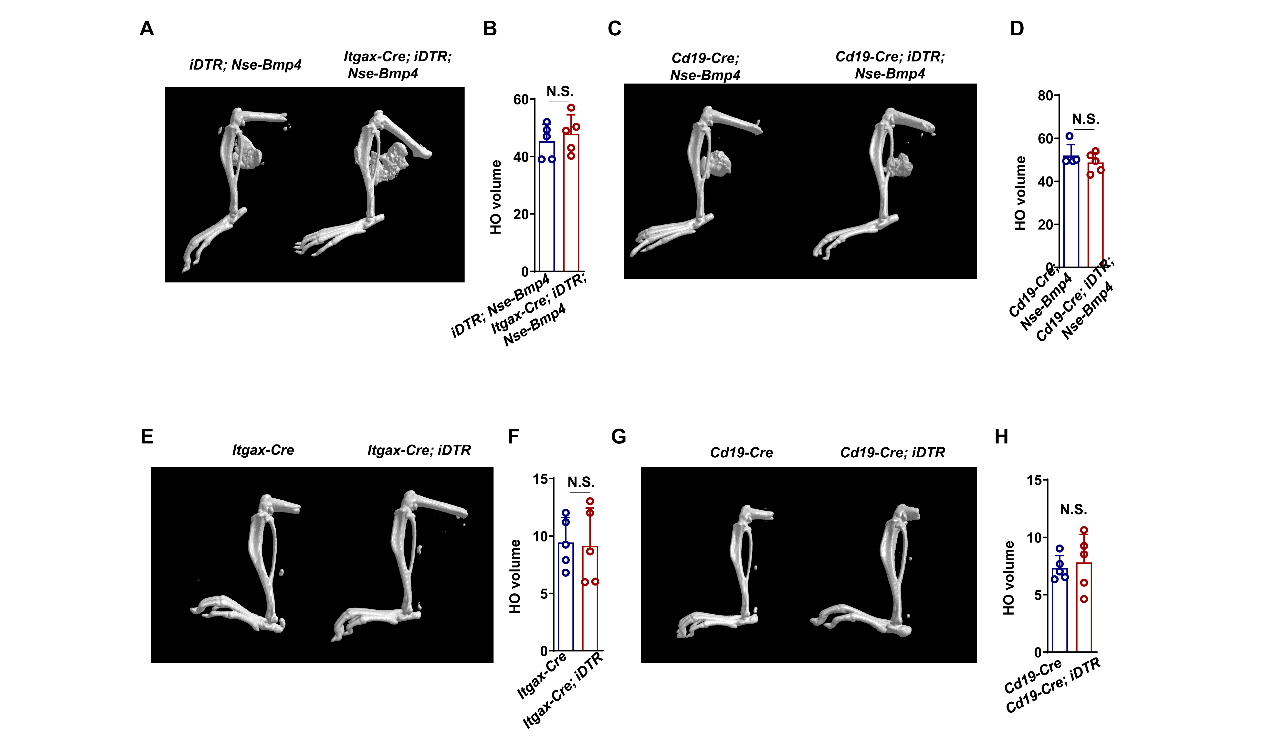
**Figure S31. Depletion of DCs or B cells did not impair the BMP4-dependent and tenotomy HO formation.** (**A, B**) Representative images of microCT (**A**) and statistical analysis (**B**) of HO volume in tibial muscle of *iDTR; Nse-Bmp4* and *Itgax-cre; iDTR; Nse-Bmp4* mice at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. (**C, D**) Representative images of microCT (**C**) and statistical analysis (**D**) of HO volume in tibial muscle of *Cd19-cre; Nse-Bmp4* and *Cd19-cre; iDTR; Nse-Bmp4* mice at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. **** *p* < 0.0001. (**E, F**) Representative images of microCT (**E**) and statistical analysis (**F**) of HO volume in injured tendon of *Itgax-cre* and *Itgax-cre; iDT* mice at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. N.S. indicated no significance. (**G, H**) Representative images of microCT (**G**) and statistical analysis (**H**) of HO volume in injured tendon of *Cd19-cre* and *Cd19-cre; iDTR* mice at indicated time point. (n=5 per group). Data are presented as mean ± SD of biological replicates. N.S. indicated no significance.

**Figure S32. Cellchat analysis of immune-MSC interaction at 1 dpi.**

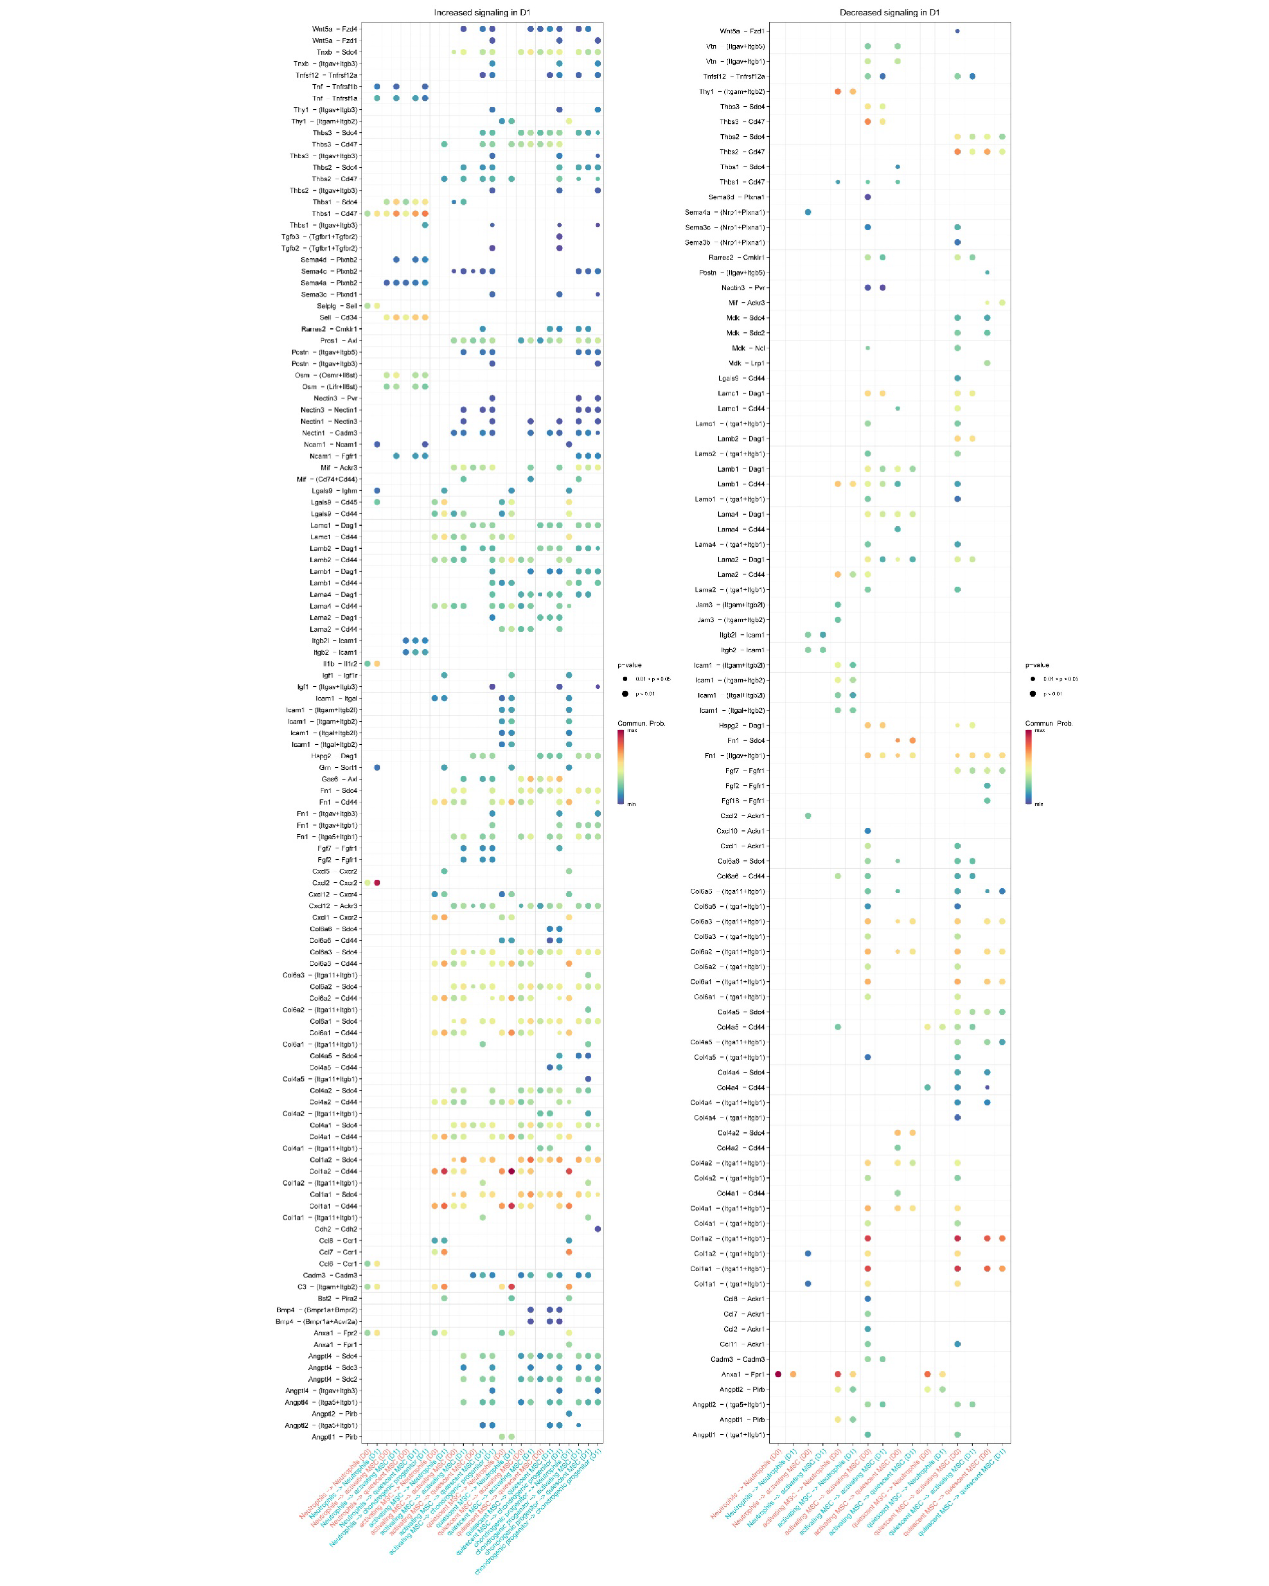
**Figure S33. Cellchat analysis of MSC-immune interaction at 1 dpi.**

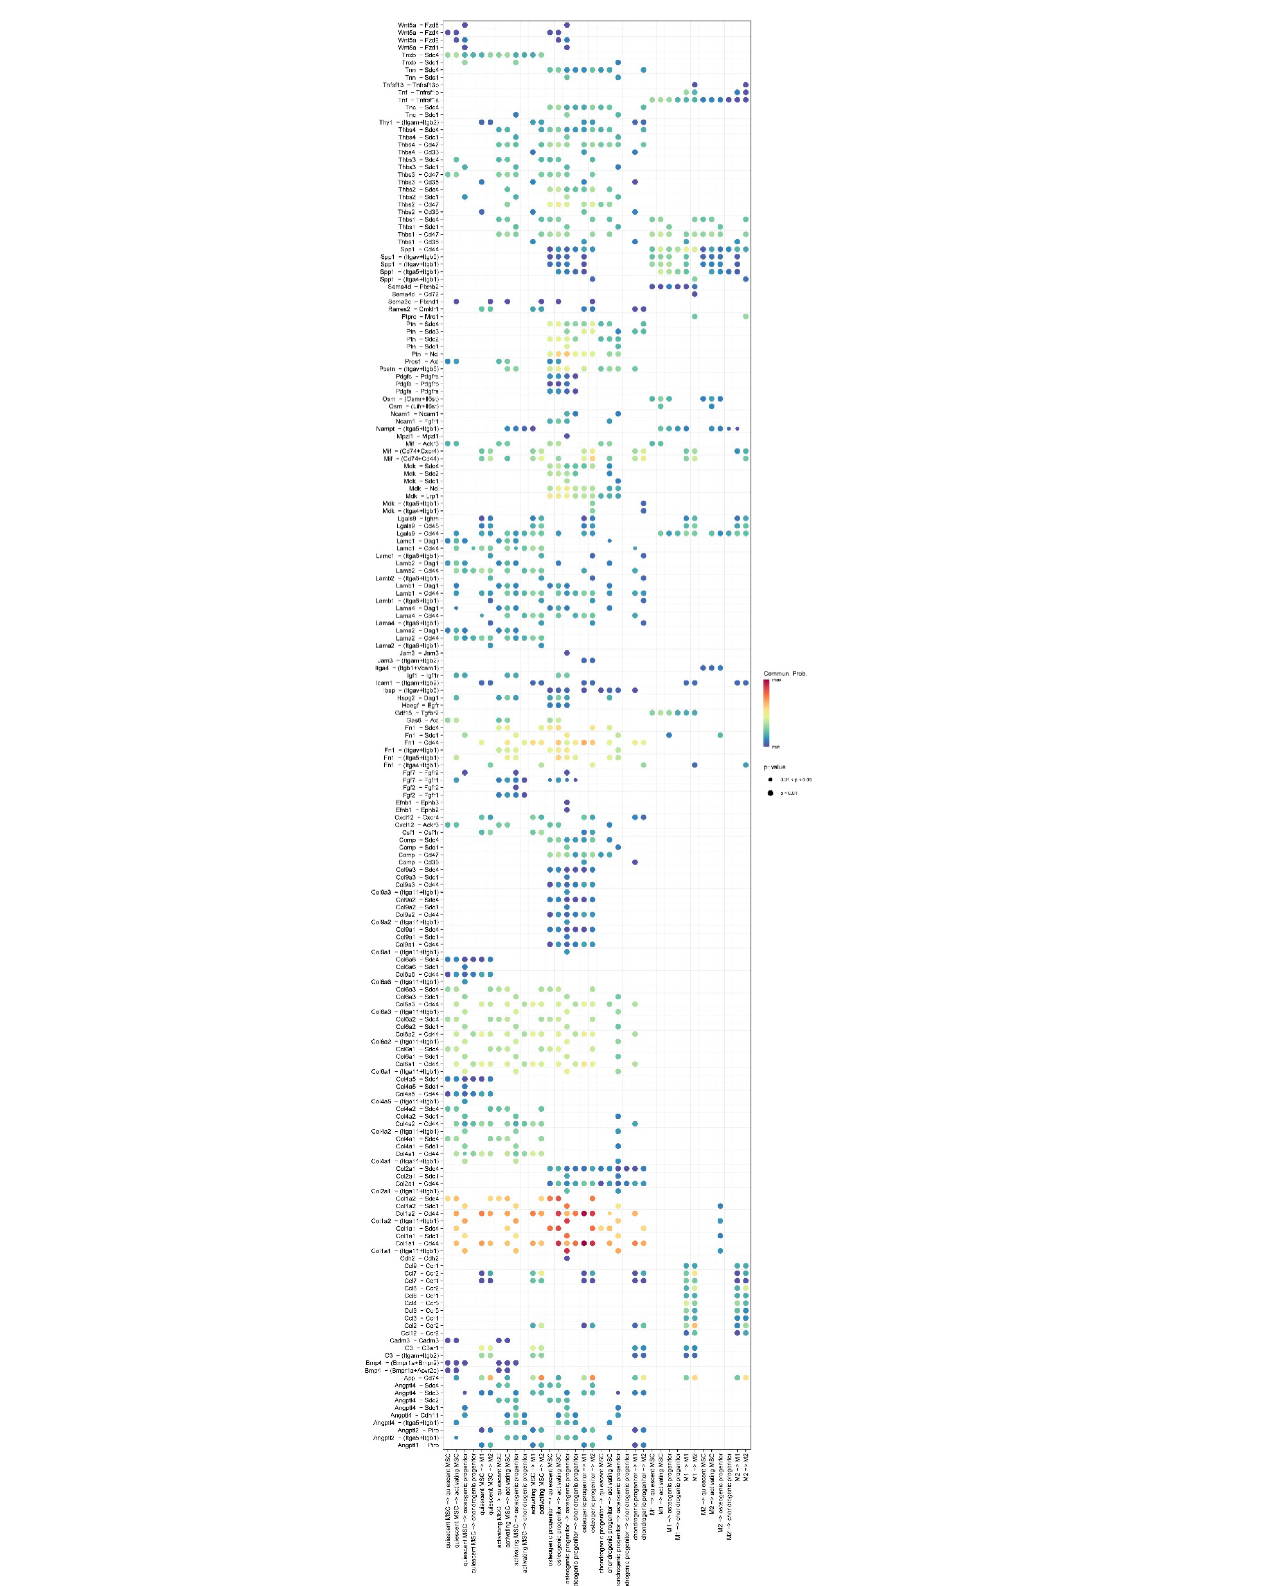
**Figure S34. Cellchat analysis of immune-MSC interaction in injured site of *Nse*-*Bmp4* mice over a course of 7 days.**

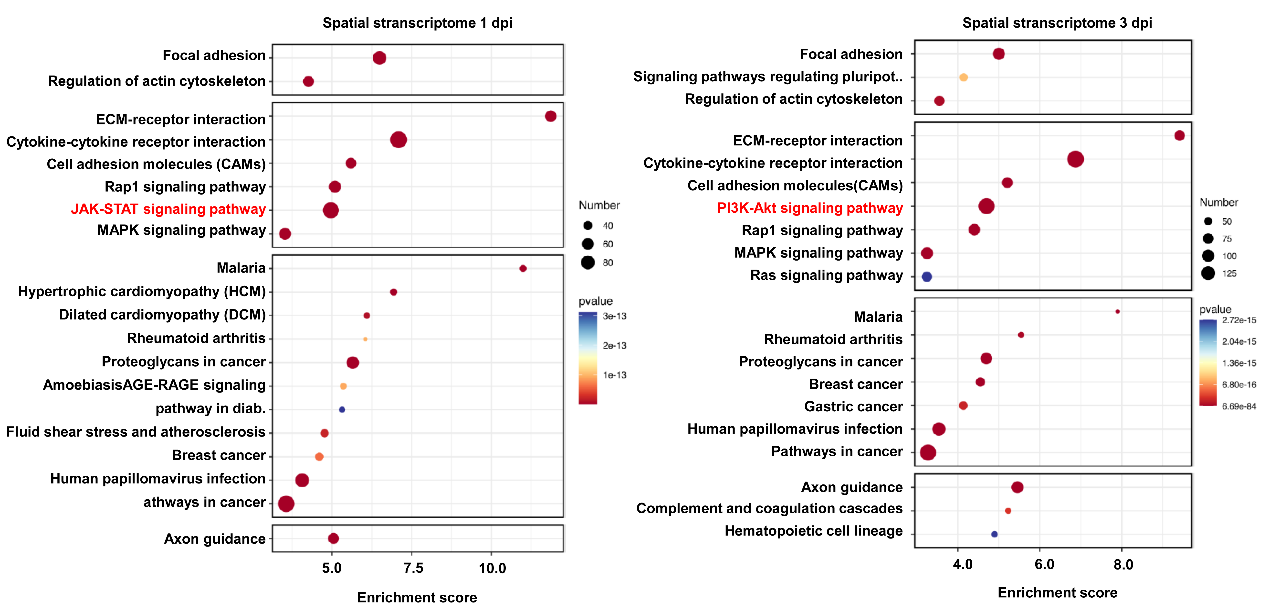
**Figure S35. KEGG analysis of immune-MSC interaction using spatial transcriptome.**

How the deposited data were processed for this re-analysis (not part of the article)

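The data were 4 single-cell RNA sequencing libraries from tibial muscle of *Nse-Bmp4* mice, each a pool of 3 muscles, from uninjured muscle and from muscle at 1, 3 and 7 days after cardiotoxin injury. The authors aligned the reads with Cell Ranger 5.0.0 and deposited UMI counts per gene and cell for the barcodes that passed its cell calling. The deposited values are whole numbers without any scaling per cell, and the depth of the libraries differs. The methods name a down-sampling of reads, and whether the deposited counts precede it is not stated. Gene identifiers were matched to GENCODE M21 on mouse GRCm38 for positions, while the build of the authors' alignment is not named in the methods. Pairs of libraries shared between 30 and 95 cell barcodes, too few for any pair to hold the same cells.

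The methods name a limit of 2 SD on UMI and gene counts and of 10% mitochondrial counts. The SD limit was applied here on the log10 scale, which the methods do not name, with linear counts as an alternative. A cell was kept when its log10 UMI count and log10 gene count were within 2 SD of the mean of its library and at most 10% of its UMIs came from mitochondrial genes. DoubletFinder was not available, so Scrublet in scanpy 1.11.5 scored each library and the 7.5% of cells with the highest scores were removed. Variable genes, principal components and a neighbour graph came from scanpy, umap-learn 0.5.12 and scikit-learn 1.9.0, and Leiden clustering from igraph 0.11.9 with 5 iterations and seed 0. Other packages were Python 3.11.15, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Cyclone came from scran 1.30.0 in R 4.3.3. Values were clipped at 10 SD before principal components. Library and time point are the same here, so the main clustering had no batch adjustment.

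Clusters were named from marker lists written down with the other choices of design before the data were examined. A class needed the highest mean log2 fold of its markers over the median of all clusters, computed with 10 CPM added and above 1, and at least 3 markers detected in 20% of cells. Of the 10 genes with the largest fold over the remaining cells, at least 1 had to be a marker of the class and no other class could have more. MSC lineage clusters could have none of their own markers there, if no other class had more than 1 and their UMIs per cell had a median of at least 1/3 of the library median. Clusters 25 and 32 met the rules on fold and detection but not those on the 10 genes. NK and T cells, B cells, monocytes and macrophages, dendritic cells and mesenchymal cells were clustered again on their own with the same settings. A subcluster needed the same fold and detection, with a fold above 0 for naive B cells, and no more markers of other classes than of its own among its 10 genes. Mesenchymal subclusters were held only to the last of these, with 1 marker of another class allowed. CPM values here are sums of deposited counts over the cells of a class, divided by all counts of those cells. Each condition had a single library, so no test between conditions and no p-value was computed. The intervals are exact Poisson or Clopper-Pearson intervals at 95%, and intervals of a difference of shares combine the Clopper-Pearson limits of both shares by the square-and-add method. A ratio against 0 UMIs was set against a floor of 3 UMIs and given as a lower bound. The same floor gives the upper CPM printed for 0 UMIs. It is less cautious than the exact interval, whose upper limit for 0 UMIs in B cells at 7 dpi is 10.4 CPM in place of 8.43.

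The genes named in the text are those the paper names for a comparison and the genes of the lists reported. Added to these are, in MSC lineage cells, monocytes and macrophages, neutrophils, and NK and T cells, the 5 genes with the largest CPM ratio in each direction between successive time points. These needed at least 100 UMIs in the higher library and 10 in the lower. The leading genes given for a cluster or subcluster are among the 10 with the largest fold. Gene lists set in advance were the chondrogenic, osteogenic, adipogenic, DNA replication, interferon-stimulated, immediate early, Y-linked and X inactivation lists, the cycling genes, the M1, M2 and MSC genes of the paper's text, and a chondroblast list, of which the paper names only *Tnc* for these cells. Lists of granulocyte, erythroid and B cell progenitors, osteoclasts and the circadian clock were written after the data had been seen. Results on some genes, and gates that use them, are not reported here.

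Cell cycle phases came from module scores on cells thinned at random to 1000 UMIs, and cyclone ran on at most 2000 cells per library. The counting intervals were tested on simulated data made from the MSC lineage cells of Uninjured and 1 dpi, with 13355 genes of which 200 were changed by known factors. The interval lay on the right side of 1 for 98.5% of the changed genes and covered the true ratio for 94.0% of them, and it left out 1 for 4.90% of the unchanged genes. In a test of the thinning, a deeper and a shallower simulated library with the same composition had 85.1% and 86.7% of cells with a UMI, where 86.5% was the true value.

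Alternatives changed a single choice at a time. For the cells they were a 2 SD filter on linear counts, no 2 SD filter with at least 200 genes per cell, a mitochondrial limit of 15%, no doublet removal, and removal of 0.8% of cells as doublets per 1000 cells. For the clusters they were Leiden resolutions of 0.5 and 2, 4000 variable genes, ComBat by library, and gates on the UMIs of the paper's marker genes in place of clusters. For expression they were the mean of log-normalized values per cell, CPM from cells thinned to 1000 UMIs, and a denominator without mitochondrial, ribosomal protein and haemoglobin genes. For the cell cycle they were 2000 UMIs per cell, no thinning, cyclone, and all mesenchymal clusters together.

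Cell-cell communication scores, trajectories, RNA velocity, regulon activity, gene set variation scores and enrichment of GO terms were not rebuilt, and the spatial data, the wild-type libraries and the tendon model were not analysed here.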

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

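The tests for bone marrow at 1 dpi and 3 dpi were chosen only after the result was seen. The results here concern genes that the paper does not discuss. The granzymes, the granulocyte progenitor genes and the circadian genes were picked out of these same libraries.

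The granzyme genes *Gzmd* and *Gzme* were at 108 CPM in MSC lineage cells at 7 dpi and at 0.0258 CPM in Uninjured, where they had 2 UMIs, both of *Gzme*, a ratio of 4182 (95% interval 1157 to 34544). Granzymes are known from cytotoxic lymphocytes. Free RNA from NK and T cells would leave these genes higher in NK and T cells, but their CPM in MSC lineage cells was 33.5 times that in NK and T cells of the library (95% interval 18.2 to 69.8). Mixed droplets would bring other lymphocyte transcripts, but on thinned cells 4.43% (95% interval 2.86 to 6.52) of the 542 MSC lineage cells with a *Gzmd* or *Gzme* UMI carried a *Nkg7*, *Gzma* or *Gzmb* UMI, against 4.59% (4.18 to 5.04) of the 9469 others. Reads shared with the paralogs *Gzma* and *Gzmb* would need these to be as high, but *Gzmd* and *Gzme* had 5.60 times their UMIs (95% interval 5.26 to 5.97). *Gzmc*, *Gzmf* and *Gzmg*, with 893, 76 and 654 UMIs in MSC lineage cells at 7 dpi, were not part of that test. Sharing of reads among these genes, *Gzmd* and *Gzme* stays open. A candidate explanation is that mesenchymal cells of injured *Nse-Bmp4* muscle express both genes at 7 dpi. This is a hypothesis found and tested in a single library, and an effect of that library stays open.

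Granulocyte progenitor genes (*Mpo*, *Elane*, *Prtn3*, *Ctsg* and *Ms4a3*) over all cells were at 1013 CPM at 1 dpi and 925 CPM at 3 dpi, against 12.5 CPM in Uninjured, ratios of 80.9 (95% interval 76.3 to 85.9) and 73.9 (95% interval 69.7 to 78.5). Free RNA would spread them over all classes, but 97.9% (95% interval 97.9 to 98.0) of their 152914 UMIs at both time points were in clusters 23 and 28, which held 3.46% of the cells. Marrow of the adjacent bone carried over with the muscle would bring osteoblasts and other progenitors. At 1 dpi *Bglap* and *Bglap2* over all cells were 33.5 times their Uninjured CPM (95% interval 24.1 to 47.8) and genes of B cell progenitors 20.7 times (17.5 to 24.6), so carried-over marrow is a candidate explanation at 1 dpi. At 3 dpi the ratio was 8.85 (7.44 to 10.6) for the B cell progenitor genes but 1.70 (95% interval 1.11 to 2.64) for the osteocalcin genes. There, carried-over marrow and progenitors that entered the injured muscle with the blood cannot be told apart, since the osteocalcin interval lies above 1 and yet far below the value at 1 dpi. The bound that the osteocalcin ratio had to pass was first 1 and was raised to 2 after this value was seen, and under the first bound the reading at 3 dpi would be that of 1 dpi. An arrival of progenitors after injury was not tested.

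Interferon-stimulated genes (14 genes, among them *Isg15*, *Irf7* and *Ifit1*) rose in MSC lineage cells from 411 CPM in Uninjured to 2193 CPM at 1 dpi, a ratio of 5.34 (95% interval 5.27 to 5.41), and 14 of the 14 were higher, by 1.71 to 71.1 times. At 3 and 7 dpi the list had 854 and 396 CPM. Free RNA from immune cells as the whole source is argued against, since the list reached 42.8% of its CPM in monocytes and macrophages of the library, while *Lyz2*, a highly abundant gene of those cells, reached 0.378%. Among MSC lineage cells without a UMI of *Ptprc*, *Lyz2*, *Cd74*, *Tyrobp*, *S100a8* or *S100a9* the ratio was 4.04 (95% interval 3.94 to 4.14), smaller but far from 1, so mixed droplets are not the whole source either, and a part of the rise from them stays open. Only 17.9% of the MSC lineage cells at 1 dpi (683 of 3816) were free of these UMIs, against 89.2% in Uninjured, and those kept at 1 dpi were shallower than the class (median 6385 against 8086 UMIs). Without mitochondrial, ribosomal protein and haemoglobin genes in the denominator it was 5.43 (95% interval 5.36 to 5.50). A response of MSC lineage cells to interferon after injury is a candidate explanation, and the dependence on a single library per time point stays open.

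The clock genes *Arntl*, *Npas2* and *Clock* in MSC lineage cells went from 56.3 CPM in Uninjured to 125 CPM at 1 dpi, a ratio of 2.23 (95% interval 2.14 to 2.32), while the list of the opposite phase (*Dbp*, *Tef*, *Hlf*, *Nr1d1*, *Nr1d2*, *Per3* and *Ciart*) was lower at 1 dpi by a factor of 4.43 (4.29 to 4.59). With mitochondrial, ribosomal protein and haemoglobin genes out of the denominator the factor was 4.36 (95% interval 4.22 to 4.51), and in MSC lineage cells without a UMI of the 6 immune genes named above it was 3.85 (95% interval 3.55 to 4.19), which argues against abundant genes and RNA of other cells as its whole source, with the same small part of the 1 dpi cells kept. A collection of the muscles at another time of day would move both lists in other classes too. In NK and T cells the ratio of 1 dpi to Uninjured was 1.43 (95% interval 1.12 to 1.85) for *Arntl*, *Npas2* and *Clock* and 1.16 (95% interval 0.965 to 1.40) for the *Dbp* list, while *Dbp* alone went from 18.4 to 6.56 CPM. In other classes, which were not part of this test, the *Dbp* list went from 1020.5 to 126 CPM in endothelial cells, from 442 to 233 CPM in Schwann cells and from 458 to 320.5 CPM in muscle clusters, and *Arntl*, *Npas2* and *Clock* from 53.7 (6 UMIs) to 129, from 98.9 to 188 and from 40.2 to 131 CPM, each in the direction seen in MSC lineage cells. In dendritic cells the *Dbp* list went from 32.7 to 18.1 CPM, in monocytes and macrophages from 43.3 to 36.2 CPM and in B cells from 57.5 to 76.3 CPM. In the same order of classes, *Arntl*, *Npas2* and *Clock* went from 18.9 to 21.8, from 26.7 to 37.1 and from 48.1 to 90.2 CPM. A time of day and an effect of the injury on the clock cannot be told apart, because both lists moved in several classes of the tissue but the *Dbp* list did not fall in NK and T cells, and the collection times are not part of the data.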

How the results depend on the processing

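The osteogenic list without *Bglap* and *Bglap2*, and the mesenchymal share without clusters rich in *Col4a3*, were chosen only after the result was seen. No paired analysis was possible because each time point was a single pooled library.

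Reported values are followed in brackets by the lowest and highest value over the alternatives. Log2 ratios of 1 dpi to Uninjured were 1.67 for the DNA replication genes (0.0591 to 1.74), 2.04 for the M1 genes (0.48 to 4.72), -1.33 for the M2 genes (-2.52 to -0.14) and -0.41 for the cycling genes (-0.93 to 0.00749). Log2 ratios of 3 dpi to 1 dpi were -0.71 for the adipogenic genes (-0.84 to -0.0775), 0.45 for the chondrogenic genes (0.00372 to 0.51) and -0.50 for the osteogenic genes (-1.78 to 0.0738). The ends nearest to 0 in these ranges often come from the mean of log-normalized values, which is on another scale. Differences from Uninjured in percentage points were 40.9 for the immune share at 1 dpi (38.3 to 47.0), 25.7 for the immune share at 3 dpi (23.6 to 32.3), -0.460 for the immune share at 7 dpi (-1.94 to 4.48), 5.30 for the neutrophil share at 1 dpi (2.94 to 7.38) and 12.9 for the NK share of NK and T cells at 1 dpi (12.9 to 14.0). For mesenchymal cells, with the settings chosen after the result was seen included, they were -40.4 for the mesenchymal share at 1 dpi (-41.6 to 11.6), -29.0 for the mesenchymal share at 3 dpi (-30.5 to 25.1) and -4.13 for the mesenchymal share at 7 dpi (-8.23 to 70.4). In MSC lineage cells they were 0.286 for the G2/M share at 1 dpi (-1.76 to 0.704), 8.19 for the G2/M share at 3 dpi (5.00 to 8.65) and 5.08 for the S phase share at 1 dpi (0.550 to 14.9). The number of cells kept was 49159 to 57155. The fibre gene ratio of the *Col4a3* cluster stayed between 0.00954 and 0.0189. Apart from the settings chosen after the result was seen, the direction of DNA replication, M1, adipogenic and chondrogenic genes, of the immune and mesenchymal shares at 1 and 3 dpi, of the neutrophil and NK shares and of the G2/M share at 3 dpi stayed as reported. The M2 genes kept their sign, but under ComBat their interval includes 0 (95% interval -1.03 to 0.27) and gives no direction. For the results named here, values outside the counting interval of the reported value follow, and the cause was not tested.

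Filtering on linear counts gave 1.27 for the DNA replication genes, -0.66 for the adipogenic genes, -0.44 for the osteogenic genes, -0.49 for the cycling genes and -5.23 for the mesenchymal share at 7 dpi. It also gave -0.609 for the G2/M share at 1 dpi, 6.72 for the G2/M share at 3 dpi and 7.88 for the S phase share at 1 dpi. Filtering without the 2 SD limits gave -0.84 for the adipogenic genes, -0.25 for the osteogenic genes, -0.93 for the cycling genes, -30.5 for the mesenchymal share at 3 dpi and -2.56 for the mesenchymal share at 7 dpi. It also gave 39.1 for the immune share at 1 dpi, 23.9 for the immune share at 3 dpi, -1.91 for the immune share at 7 dpi and 7.65 for the S phase share at 1 dpi. A mitochondrial limit of 15% gave -5.68 for the mesenchymal share at 7 dpi, 6.88 for the G2/M share at 3 dpi and 8.41 for the S phase share at 1 dpi. Leaving doublets in gave -1.17 for the M2 genes, -0.74 for the adipogenic genes, 0.30 for the chondrogenic genes, -1.78 for the osteogenic genes and -0.27 for the cycling genes. It also gave -41.6 for the mesenchymal share at 1 dpi, -1.42 for the immune share at 7 dpi and 7.16 for the S phase share at 1 dpi. Removing 0.8% of cells as doublets per 1000 cells gave -0.14 for the osteogenic genes, -7.91 for the mesenchymal share at 7 dpi, 43.0 for the immune share at 1 dpi, 29.3 for the immune share at 3 dpi and 0.367 for the immune share at 7 dpi. It also gave 5.44 for the G2/M share at 3 dpi and 7.25 for the S phase share at 1 dpi. In each of these settings the cause was not tested.

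Leiden resolution 0.5 gave 0.38 for the chondrogenic genes, 38.3 for the immune share at 1 dpi, 23.6 for the immune share at 3 dpi, 7.98 for the S phase share at 1 dpi and 0.0146 for the fibre gene ratio of the *Col4a3* cluster. It changed the sign of the mesenchymal share at 7 dpi, to 0.739. Leiden resolution 2 gave -6.42 for the mesenchymal share at 7 dpi, 6.42 for the G2/M share at 3 dpi, 7.48 for the S phase share at 1 dpi and 0.00954 for the fibre gene ratio of the *Col4a3* cluster. Clustering on 4000 variable genes gave -1.38 for the mesenchymal share at 7 dpi, -1.94 for the immune share at 7 dpi, 10.2 for the S phase share at 1 dpi and 0.0189 for the fibre gene ratio of the *Col4a3* cluster. ComBat by library gave 4.72 for the M1 genes, -0.42 for the M2 genes, -0.29 for the cycling genes, -27.8 for the mesenchymal share at 3 dpi and -2.52 for the mesenchymal share at 7 dpi. It also gave 47.0 for the immune share at 1 dpi, 32.3 for the immune share at 3 dpi, 3.38 for the immune share at 7 dpi, 7.38 for the neutrophil share at 1 dpi and -0.617 for the G2/M share at 1 dpi. It also gave 10.2 for the S phase share at 1 dpi and 0.0157 for the fibre gene ratio of the *Col4a3* cluster. It changed the sign of *Tlr4*, to -0.40, *Mrc1*, to -0.78 and *Spp1*, to 3.67. Classes from gates on marker UMIs gave 1.74 for the DNA replication genes, 2.57 for the M1 genes, -2.52 for the M2 genes, -0.78 for the adipogenic genes and -0.50 for the cycling genes. It also gave -27.6 for the mesenchymal share at 1 dpi, -19.1 for the mesenchymal share at 3 dpi, -8.23 for the mesenchymal share at 7 dpi, 4.48 for the immune share at 7 dpi and 2.94 for the neutrophil share at 1 dpi. It changed the sign of the osteogenic genes, to 0.0738, *Csf1r*, to 0.46 and *Spp1*, to 0.84. Reported log2 ratios of the single genes are 2.00 for *Tlr4*, 0.46 for *Mrc1*, -0.38 for *Csf1r* and -0.27 for *Spp1*, all in monocytes and macrophages at 1 dpi over Uninjured, and -0.23 for *Bmp4* in MSC lineage cells. The cause was not tested.

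CPM from cells thinned to 1000 UMIs gave 1.44 for the DNA replication genes, -1.40 for the M2 genes, -0.38 for the adipogenic genes, -0.77 for the osteogenic genes and -0.19 for the cycling genes. It changed the sign of *Spp1*, to 0.15 and *Bmp4*, to 0.0304. A denominator without mitochondrial, ribosomal protein and haemoglobin genes gave -1.43 for the M2 genes, -0.65 for the adipogenic genes and -0.44 for the osteogenic genes. The mean of log-normalized values, which is a difference on the natural log scale, changed the sign of the cycling genes, to 0.00749 and *Spp1*, to 0.60. It raised the number of M2 macrophage ligands that were higher from 3 to 5. Taking all mesenchymal clusters together gave -1.76 for the G2/M share at 1 dpi and 6.85 for the G2/M share at 3 dpi. Thinning to 2000 UMIs gave 10.2 for the S phase share at 1 dpi. Skipping the thinning gave 14.9 for the S phase share at 1 dpi. Cyclone gave 5.00 for the G2/M share at 3 dpi and 0.550 for the S phase share at 1 dpi. For the S phase share the unthinned value mixes depth with phase, because median UMIs per cell differ between the libraries. The cause was not tested.

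The osteogenic list without *Bglap* and *Bglap2* gave -0.16 for the osteogenic genes. Without the mesenchymal clusters with at least 10 CPM of *Col4a3* (clusters 1, 4, 10 and 11), the difference of the mesenchymal share from Uninjured was 11.6, 25.1 and 70.4 percentage points at 1, 3 and 7 dpi, each of the opposite sign to the reported value. Without those with at least 20 CPM (clusters 1 and 10), it was -17.0, -1.66 and 34.7 points, with the opposite sign at 7 dpi. The direction of the mesenchymal share thus depends on which clusters count as mesenchymal.

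For the other 82 results, 843 values were computed under alternatives. Of these, 665 stayed within the counting interval of the reported value, 170 moved outside it with the same sign or from a value not distinguishable from no difference, and 8 changed sign, in 5 results, all given above. Of the sign changes with an interval, those of *Tlr4* (95% interval -2.89 to 4.91) and *Mrc1* (95% interval -1.82 to 0.54) under ComBat, of *Spp1* (95% interval -0.0503 to 0.36) and *Bmp4* (95% interval -0.13 to 0.18) from thinned cells, and of the mesenchymal share at 7 dpi at Leiden resolution 0.5 (95% interval -0.194 to 1.68) have an interval that includes 0 and give no direction. Depth limits results on rare transcripts and small classes. *Eno2* in muscle clusters, *Bmpr1b* in Uninjured MSC lineage cells, and the ligands in NK and T cells of Uninjured rest on few UMIs or cells.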

Differences from the paper's values

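The mesenchymal share without clusters rich in *Col4a3* was chosen only after the result was seen. The other settings named here were set before the data were examined.

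B cells were 2.08% of the cells of Uninjured, against the paper's value of about 1% in Fig. S14B, read by eye. The 9 alternatives that name B cells by cluster gave 1.93 to 2.27%, so these did not close the gap. Neutrophils were 0.534% of the cells of Uninjured, against the paper's value of about 0.3% in Fig. S14B, read by eye. Cells found by a *Ly6g* UMI were 0.340%, which closes the gap, and the 9 other alternatives, at 0.516 to 0.790%, did not.

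The paper states that the share of MSC lineage cells grew after injury. Over all clusters named MSC lineage or chondrocyte, the share here was 79.9% in Uninjured and 39.6, 51.0 and 75.8% at 1, 3 and 7 dpi. At Leiden resolution 0.5 the difference at 7 dpi was 0.739 percentage points (95% interval -0.194 to 1.68). The clusters with most *Col4a3* are part of this share. The paper gives *Col4a3* as a marker of skeletal muscle, but its clusters were not rebuilt, so whether it leaves these cells out is open. Without clusters 1, 4, 10 and 11, which have at least 10 CPM of *Col4a3*, the shares were 2.17, 13.7, 27.3 and 72.6%. This is the direction the paper states, but the setting was chosen after seeing the values. It keeps only 224 of the 8240 mesenchymal cells of Uninjured, so the rise follows largely from the choice. It is no evidence of how the paper reached its result. Without clusters 1 and 10, at a limit of 20 CPM chosen after seeing the values too, they were 39.2, 22.2, 37.6 and 73.9%, higher than Uninjured at 7 dpi only.

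The paper states that immune cells were also raised after injury. At 7 dpi the difference from Uninjured was -0.460 (95% interval -1.25 to 0.314) percentage points. It was above 0 under ComBat, at 3.38 points, with gates, at 4.48 points, and with 0.8% of cells removed as doublets per 1000 cells, at 0.367 points (95% interval -0.456 to 1.18). It was below 0 without the 2 SD limits, at -1.91 points, with doublets left in, at -1.42, and with 4000 variable genes, at -1.94. The intervals of these alternatives leave out 0, as do those under ComBat and with gates, so the direction depended on the method. The gate on *Ptprc* also counted cells of mesenchymal clusters, among them 9.71% of the 7 dpi cells of cluster 2. Its sign is therefore weak evidence of a rise. The paper describes neutrophils as stable from 1 to 3 dpi, while their share here went from 5.83% to 3.28%.

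The paper names clusters with *Sgce*, *Col4a3* and *Myl9* skeletal muscle. In the cluster with the most *Col4a3*, skeletal muscle fibre genes were at 0.0136 times their CPM in the clusters with *Pax7* or *Myog* taken together. They had 25.9 CPM in the *Col4a3* cluster, 164 CPM in the *Pax7* cluster and 2732 CPM in the *Myog* cluster.

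The paper describes the MSC cluster that emerged at 1 dpi as higher in S and G2/M than quiescent MSCs, and by flow cytometry more MSCs in G2/M at 1 dpi than in uninjured muscle. Its clusters were not rebuilt, and over all MSC lineage cells the difference in G2/M between 1 dpi and Uninjured was 0.286 (95% interval -0.443 to 1.06) percentage points, with a range of -1.76 to 0.704 over the alternatives, and the rise came at 3 dpi, with 8.19 (95% interval 7.28 to 9.11) points.

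The paper describes the ligands of M2 macrophages as raised at 1 dpi. Of the 5 it names, 3 were higher over all monocytes and macrophages, with *Spp1* at 0.828 (95% interval 0.791 to 0.867) and *Gas6* at 0.890 (0.651 to 1.24) times their Uninjured CPM, and by the mean of log-normalized values 5 were. Among the NK cell ligands it describes as raised, *Pdgfb* was higher with an interval above 1, and *Gzma* was at 0.369 (0.355 to 0.384) times its Uninjured CPM. The intervals of *Sema4d*, *Sema4a*, *Mif*, *Itgb2* and *Itga4* in NK cells included 1. For T cells at 3 dpi the paper describes *Itga4* and *Mif* as raised. Here *Itga4* was higher in CD4 T cells, with an interval above 1. In subclusters with 27 CD4 and 14 CD8 T cells of Uninjured the ratio to Uninjured was 0.880 (0.609 to 1.31) for *Itga4* in CD8 T cells. For *Mif* it was 0.737 (0.467 to 1.22) in CD4 and 0.723 (0.417 to 1.36) in CD8 T cells. *Lgals9*, described as raised in T cells, had a ratio of 3 to 1 dpi of 0.640 (0.440 to 0.924) in CD4 T cells.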

Other observations

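The test of free RNA for *Ptprc* at 7 dpi was chosen only after the result was seen.

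Immediate early genes such as *Fos*, *Jun* and *Egr1*, which respond to tissue dissociation, had 30667, 20201, 11398 and 9452 CPM in MSC lineage cells of Uninjured, 1, 3 and 7 dpi. Handling of the Uninjured tissue as the sole source would raise the list in every class. Between Uninjured and 1 dpi it was higher in Uninjured in 8 of 11 classes, with the highest ratio, 2.25, in B cells and 1.52 in MSC lineage cells. It was lower in Uninjured in endothelial cells (0.822), muscle clusters (0.575) and tenocytes (0.710), which argues against handling as the whole source. The part that handling has in the 8 other classes could not be separated from a difference between the tissues.

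The mesenchymal clusters of the 7 dpi library held UMIs of the immune gene *Ptprc*. Free RNA would give them a like level, but it ranged from 2.50 CPM in cluster 11 to 33.3 CPM in cluster 2, a ratio of 13.3 (95% interval 3.68 to 110.4) over 11 clusters. Doublet scores were compared in the MSC lineage cells of 7 dpi from the clustering with doublets left in. At like depth, the cell with a *Ptprc* UMI had the higher score in 62.9% of pairs (54.0 to 73.0% over 10 bins of depth). Droplets with a mesenchymal and an immune cell are thus a candidate source. That set includes the highest doublet scores, which the clusters above leave out, so the source in the cells kept stays open. The same library had NK and T cell subclusters 6 and 8, B cell subcluster 5 and monocyte and macrophage subcluster 11 with collagen genes among their leading genes. A biological explanation was not tested.

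Osteoclast genes (*Ctsk*, *Acp5*, *Mmp9* and others) in monocytes and macrophages had 64.7, 46.7, 105 and 1435 CPM in Uninjured, 1, 3 and 7 dpi. Subcluster 12 of this class, led by *Ctsk*, *Acp5* and *Mmp9*, drew 20, 3, 34 and 53 cells from the libraries. *Ctsk* and *Mmp9* are also expressed by other cells of the tissue.

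Dendritic cells formed subclusters that matched cDC1 (28, 63, 263 and 28 cells in Uninjured, 1, 3 and 7 dpi), plasmacytoid (3, 52, 116 and 9 cells), migratory (6, 17, 106 and 15 cells) and cDC2 markers (1, 6, 98 and 5 cells). Of the 1823 dendritic cells, 1007 stayed unnamed. The cDC2 numbers depended on the method, with 34, 5, 186 and 31 cells at Leiden resolution 0.5 and 55, 54, 166 and 29 cells with UMIs of *Itgax* and *Cd209a*.

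*Tnc*, the gene the paper names for chondroblasts, was summed with *Postn*, *Cthrc1*, *Ptn*, *Acta2* and *Col12a1*, which were added here. The sum had 368, 208, 2514 and 8767 CPM in MSC lineage cells of Uninjured, 1, 3 and 7 dpi. This list also named clusters 2, 8, 9 and 18 of the class. Y-linked genes had 141, 178, 137 and 109 CPM over all cells, and *Xist* with *Tsix*, genes of X inactivation, 0.0778, 0.392, 0.322 and 0.0607 CPM, in the same order.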
